# High-frequency head impact causes chronic synaptic adaptation and long-term cognitive impairment in mice

**DOI:** 10.1038/s41467-021-22744-6

**Published:** 2021-05-10

**Authors:** Stephanie S. Sloley, Bevan S. Main, Charisse N. Winston, Alex C. Harvey, Alice Kaganovich, Holly T. Korthas, Adam P. Caccavano, David N. Zapple, Jian-young Wu, John G. Partridge, Mark R. Cookson, Stefano Vicini, Mark P. Burns

**Keywords:** Learning and memory, Synaptic plasticity

## Abstract

Repeated head impact exposure can cause memory and behavioral impairments. Here, we report that exposure to non-damaging, but high frequency, head impacts can alter brain function in mice through synaptic adaptation. High frequency head impact mice develop chronic cognitive impairments in the absence of traditional brain trauma pathology, and transcriptomic profiling of mouse and human chronic traumatic encephalopathy brain reveal that synapses are strongly affected by head impact. Electrophysiological analysis shows that high frequency head impacts cause chronic modification of the AMPA/NMDA ratio in neurons that underlie the changes to cognition. To demonstrate that synaptic adaptation is caused by head impact-induced glutamate release, we pretreated mice with memantine prior to head impact. Memantine prevents the development of the key transcriptomic and electrophysiological signatures of high frequency head impact, and averts cognitive dysfunction. These data reveal synapses as a target of high frequency head impact in human and mouse brain, and that this physiological adaptation in response to head impact is sufficient to induce chronic cognitive impairment in mice.

## Abstract (web summary)

Repeated head impact exposure can cause memory and behavioural impairments but the physiological changes in the brain are not well understood. Here, the authors reveal synaptic adaptations as a potential mechanism for early abnormal behavioural events observed after mild and high-frequency head impact.

## Introduction

It is difficult to disassociate the effects of brain trauma pathology from the physiological events that occur in the brain after exposure to head impacts. While the neuropathology of the neurodegenerative disease associated with repeated head impact, chronic traumatic encephalopathy (CTE), has been well described^1–3^, little is known about the effect of head impacts on brain physiology. In high-school football players, changes in brain function are apparent in players after exposure to non-concussive head impacts^4^, indicating that impact-induced changes in brain physiology could be occurring in the absence of structural damage and accumulate as the frequency of head impacts increase^4^. Preclinical studies have classically associated cognitive deficits in mild traumatic brain injury (mTBI) models to axonal injury, inflammation, and p-tau pathology^5–11^. More recent models of repeat mTBI with low levels of pathology still present with cognitive dysfunction, suggesting an alternative mechanism of action in the development of cognitive impairment that is independent of pathological changes^12–16^. Such mechanisms, however, remain poorly defined at the molecular or cellular level.

The average college football player receives 21 head impacts per week, with defensive ends receiving 41 head impacts per week^17^. To study the physiological changes that occur following head impact, we developed a mouse model of very mild impact that mimics this large number of head impacts in a single week. In the current study, we utilized a high-frequency head impact (HF-HI) paradigm, with 30 head impacts in 1 week to better model the human exposures that occur during a week of contact sport^17^. We give these head impacts consecutively, as many of the head impacts can be received in an individual play when a player is tackled to the ground. We have previously reported that 30 head impacts delivered once a day over 6 weeks (low-frequency head impact) does not produce cognitive dysfunction^14^, does not produce p-tau or Aβ accumulation, and presents with no evidence of inflammation, cell death, or axonal damage outside the optic tract pathway. Here, we report that exposure to a high frequency of head impacts leads to chronic cognitive deficits in the absence of key TBI or CTE pathology and we determine that these behavioral deficits are due to chronic adaptation of the excitatory synapse. Collectively, these data nominate synaptic adaptations as a potential mechanism for early abnormal behavioral events observed after repeated head impact and suggest that impacts below that required to generate neuropathological sequelae may still cause substantial neuronal dysfunction when delivered at a sufficient frequency.

## Results

### HF-HI causes modifications to the synaptic transcriptome at 24 h post impact

Mice were exposed to HF-HI before undergoing an acute assessment of working memory at 24 h after the final impact. The T-maze is a test of spontaneous alternation that is dependent on the integrity of limbic and non-limbic pathways, including the basal forebrain, the hippocampus, and the prefrontal cortex^18^. We found that HF-HI mice had significantly fewer spontaneous alternations than sham mice indicating impaired working memory (Fig. 1b; *P* = 0.048). To nominate candidate causative factors for cognitive impairment, we performed RNA sequencing (RNA-seq) to generate an unbiased high-resolution transcriptomic profile of HF-HI. 

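Total RNA from the cortex of 10 sham and 11 HF-HI mice, collected 24 h after the final impact, was made into one library per mouse. The HF-HI mice had received 5 impacts per day for 6 days, 30 in all. Ribosomal RNA was removed with beads before library preparation, so the libraries hold RNA with and without poly(A) tails. The authors aligned the reads to mm10 with STAR, counted them with eXpress and deposited variance-stabilized values made with DESeq2, which are normalized for library size and lie on a log2 scale. The table holds 5544 Ensembl genes, 5454 of them protein-coding in the GENCODE annotation of the same assembly (GRCm38), and the methods state that outliers among genes with a mean normalized count under a default threshold were removed, without its value. The values run from 4.59 to 17.7. Read counts per library were not analysed here, so the total depth is unknown. The spacing of the values within a library, which comes from whole counts, gave its depth relative to the median library. This relative depth ran from 0.580 to 1.26 in sham, with a median of 0.864, and from 0.548 to 1.63 in HF-HI, with a median of 1.17. A permutation test on the log2 scale did not separate the groups (two-sided, p = 0.105), which does not show that their depths are equal. HF-HI replicates 1, 5, 6, 7 and 8, at 1.39 to 1.63, were deeper than every sham library. The groups were compared gene by gene with limma's moderated test with Benjamini-Hochberg adjustment. Differences on the variance-stabilized scale are smaller than log2 ratios of counts for genes with few reads. The slope of each library's values on the exonic GC content of the genes, taken as deviations from the mean of all libraries, was -0.11 ± 0.0775 (SD, n = 10) log2 units per 10% GC in sham and 0.096 ± 0.0602 (SD, n = 11) in HF-HI, and these slopes differed between the groups (permutation test, two-sided, p = 2e-05, the smallest that the resamples can give). The paper's text does not name the sequencing pool of each library, so pools were not compared.

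**Figure D1:**
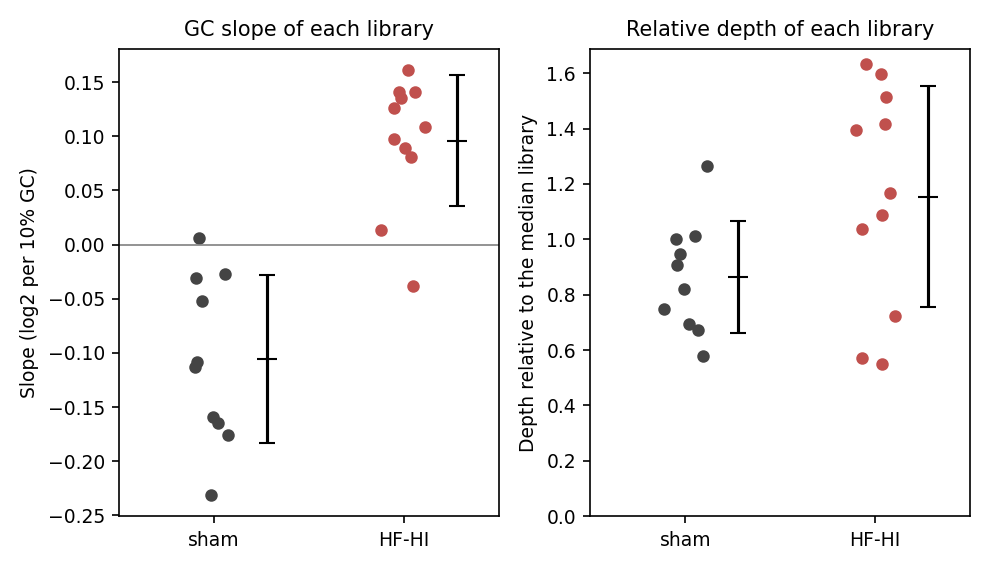
Slope of each cortex library's values on exonic GC content (left, log2 per 10% GC) and depth of each library relative to the median library (right), for 10 sham and 11 HF-HI mice at 24 h. Points are libraries, horizontal marks are group means and bars are SD; the slopes run from -0.23 to 0.00582 in sham and from -0.039 to 0.16 in HF-HI, and the depths of the groups overlap.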

Given that axonal injury, neurovascular damage, and inflammation have all been implicated in CTE, we used whole cortical homogenates to avoid excluding any cell type that could contribute to the observed behavioral phenotype. 

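In a principal component analysis of the 500 genes with the largest variance across the 21 cortex libraries, the first component held 54.4% of the variance and the second 14.1%. The first component score was 7.33 ± 1.54 (SD, n = 11) in HF-HI and -8.06 ± 2.76 (SD, n = 10) in sham. Its range was 4.65 to 10.4 in HF-HI and -12.8 to -5.03 in sham, without overlap (permutation test, two-sided, p = 2e-05, the smallest that the resamples can give). The second component did not separate the groups (p = 0.885 from the same test). The Euclidean distance over all genes had a median of 15.1 between libraries of one group and 25.9 between libraries of different groups. Each of the 21 libraries had its nearest neighbour in its own group, and complete-linkage clustering into 2 clusters placed 0 libraries outside the cluster of their group. The mean scores of the groups differed by 15.4, and by 20.5 when all genes entered the analysis, the alternative that moved it most. Removing the trend of each library on GC content left a difference of 13.7.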

Hierarchical clustering of the aligned and normalized read counts indicated that our two treatments (sham and HF-HI) clearly separated in terms of overall cortical gene expression (Fig. 1c and Supplementary Fig. 1B) and this was confirmed with a principal component analysis of the altered gene expression profile (Fig. 1d). This separated profile consisted of 3836 significantly altered genes, with 1956 genes lower and 1880 genes higher expressed in HF-HI compared to sham (Fig. 1e). 

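Of the 5544 genes tested, 3674 had an adjusted p under 0.05 from limma's moderated test with Benjamini-Hochberg adjustment, 1864 lower and 1810 higher in HF-HI. The median absolute log2 difference of these genes was 0.22, against a median SD between mice of one group of 0.104. The larger differences lay mostly on one side: 318 genes were higher and 13 lower by at least 0.5 on the log2 scale. The values of the groups did not overlap for 747 genes, where chance gives 5.67e-04% of genes. Requiring an absolute difference of at least 0.25 moved the count most, to 1433 genes. Centring each library on its median gave 1448 higher and 2376 lower genes, and quantile normalization 1547 higher and 2242 lower, so that the share of higher genes fell from 49.3% to 37.9% and 40.8%. The direction of a gene's difference followed its GC content. In the tenth of genes with the lowest exonic GC content, 64.8% were lower and 6.86% higher, and in the tenth with the highest, 7.94% were lower and 65.5% higher. Across 5539 genes, which are not independent replicates, Spearman's rho between the log2 difference and GC content was 0.480. After removal of each library's trend on GC content, 3336 genes were past the threshold, and 2645 of the 3674 genes were among them with the same direction.

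**Figure D2:**
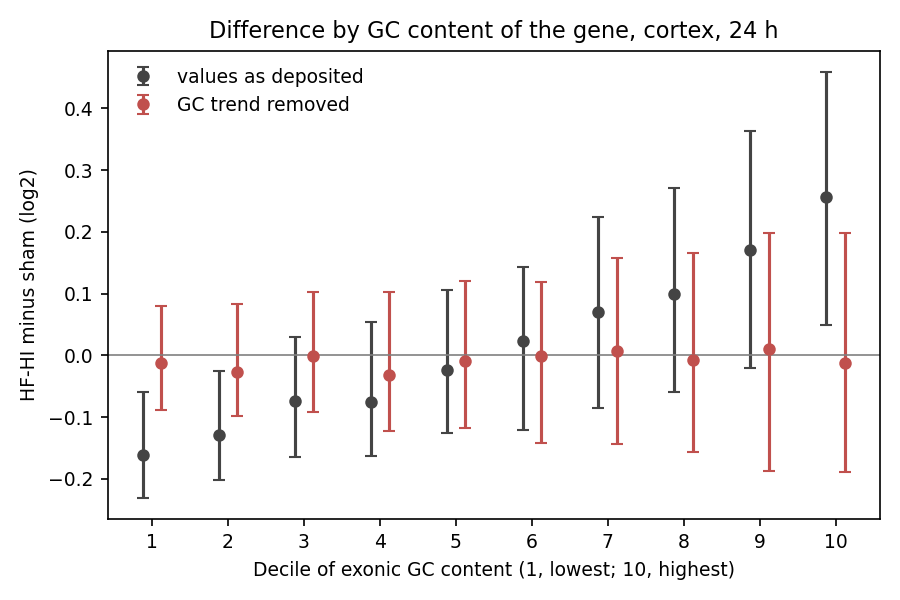
Difference between HF-HI and sham (log2, vertical axis) in the cortex at 24 h by decile of the genes' exonic GC content (horizontal axis), for the values as deposited and with each library's GC trend removed. Points are medians and bars run from the 25th to the 75th percentile of the genes in a decile; the medians rise from -0.16 to 0.26 as deposited and lie between -0.031 and 0.010 with the trend removed.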

To gain insights into the molecular mechanisms and pathways associated with gene expression responses, we performed gene ontology (GO) enrichment. Analysis of biological process (BP) categories revealed multiple synaptic signatures, including synaptic signaling (GO:0099536), anterograde synaptic signaling (GO:0098916), and cell–cell signaling (GO:0007267) groups (Supplementary Fig. 1C). Analysis of cellular compartment (CC) categories revealed neuronal components as the most represented feature, with neuron part (GO:0097458) and multiple synaptic modalities, including synapse (GO:0045202), post synapse (GO:0098794), and synaptic membrane (GO:0097060) highly represented (Supplementary Fig. 1C). Directionality analysis showed that the majority of these pathways were not simply upregulated or downregulated, but instead were modified such that the synaptic pathways and CCs appeared in both the significantly upregulated and significantly downregulated pathways (Fig. 1f). 

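No GO or KEGG annotation was used here. In its place, 175 genes were taken as synaptic by families of gene symbols, among them the glutamate receptor, synaptotagmin, neurexin, Shank and Dlgap genes. Of these, 84 were higher and 42 lower in HF-HI with an adjusted p under 0.05 from limma's moderated test with Benjamini-Hochberg adjustment. Higher genes made up 48.0% of the synaptic families and 32.1% of the other genes, an odds ratio of 1.95 (Fisher's exact test, two-sided, p = 1.83e-05). Lower genes made up 24.0% of the families and 33.9% of the others, an odds ratio of 0.615 (Fisher's exact test, two-sided, p = 0.00565). The families therefore held genes of both directions, with more higher genes and fewer lower genes than the rest of the table. Fisher's test takes the genes as independent, while the estimated correlation between genes of the families was 0.0597, so its p-values may be too small. The median log2 difference of the families was 0.093, against -0.012 for other genes (limma's camera with a preset correlation of 0.01, p = 0.00681). That call did not hold in camera with the correlation between genes estimated from the data (p = 0.198). Under fry the p was 1.51e-06, but fry does not compare the families with other genes, so it cannot decide this call. The odds ratio of higher genes moved most, to 1.66, when the trends of each library on GC content and transcript length were removed, an alternative chosen after seeing the data.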

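Among the 49 synaptic signaling genes of the heatmap in Fig. 1g, 29 were higher and 18 lower in HF-HI with an adjusted p under 0.05 over all genes, and 48 passed when adjusted over the list alone. Of the 33 long-term potentiation genes in Fig. 1h, 14 were higher and 17 lower, and 33 passed when adjusted over the list alone. All 50 neuron part genes in Supplementary Fig. 1D passed, 35 higher and 15 lower, and 50 when adjusted over the list alone. The study chose these lists on the same libraries, so the counts are not independent evidence. Syt6 (log2 difference 0.12, adjusted p = 0.0693) and Clstn3 (0.11, adjusted p = 0.0781) of Fig. 1g, and Rap1a (-0.10, adjusted p = 0.0546) and Braf (-0.061, adjusted p = 0.0586) of Fig. 1h, were not past the threshold in limma's test. Differences were small beside those of the most changed genes, from -0.39 to 0.54 on the log2 scale over the genes of Fig. 1h. The largest increase was that of Prkaca (ENSMUSG00000005469, chromosome 8 from 83972993 to 83996443 of GRCm38), a catalytic subunit of protein kinase A, and the largest decrease that of the metabotropic glutamate receptor gene Grm5 (ENSMUSG00000049583, chromosome 7 from 87584168 to 88134907). Prkaca was 10.2 ± 0.0953 (SD, n = 11) in HF-HI and 9.66 ± 0.209 (SD, n = 10) in sham, a log2 difference of 0.54 (standard error 0.0655, adjusted p = 3e-07) from limma's moderated test with Benjamini-Hochberg adjustment. Grm5 was 11.8 ± 0.133 (SD, n = 11) in HF-HI and 12.2 ± 0.0706 (SD, n = 10) in sham, a log2 difference of -0.39 (standard error 0.0461, adjusted p = 2.18e-07). The calcineurin subunit gene Ppp3ca was close to the threshold (-0.081, adjusted p = 0.0370) and fell short of it in 11 of the 21 fits that each left out one library. A minimum absolute difference of 0.25 moved the count of Fig. 1g most, from 47 to 19. Removing the GC trend of the libraries left 20 of the genes of Fig. 1h past the threshold in place of 31, with differences of 0.38 for Prkaca, -0.30 for Grm5 and 0.015 for Ppp3ca, the last not past the threshold.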

Gene analysis revealed a robust up- and downregulation of individual genes involved in the synaptic compartment of neurons, specifically the glutamatergic synapse (Supplementary Fig. 1D, E), and to genes involved in synaptic signaling (Fig. 1g) and long-term potentiation (LTP) (Fig. 1f). 

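Of the 13 gene symbols given for the RT-QPCR in cortex, 12 were tested in the RNA-seq values and Slc17a1 was not analysed here. The RNA-seq differences between HF-HI and sham mice ran from 0.35 to 1.60 on the log2 scale, with a median of 0.80, and all 12 genes were higher, 12 of them when adjusted over the list alone, a list the study chose from its higher genes in these libraries. The 12 include Slc17a7, which is among the paper's RT-QPCR probes but not among the 11 genes compared with RT-QPCR values here. Whether it was measured in cortex is uncertain, and the median RNA-seq difference of those 11 genes was 0.70. For 10 of the 12 genes, every HF-HI library lay above every sham library. Arc (ENSMUSG00000022602, chromosome 15 from 74669083 to 74672570 of GRCm38), an immediate early gene, was 11.3 ± 0.326 (SD, n = 11) in HF-HI and 9.67 ± 0.532 (SD, n = 10) in sham, a log2 difference of 1.60 (standard error 0.172, adjusted p = 5.46e-08) from limma's moderated test with Benjamini-Hochberg adjustment. With each library left out in turn, its difference stayed between 1.50 and 1.68. Shank3 (ENSMUSG00000022623, chromosome 15 from 89499623 to 89560261), a scaffold of the postsynaptic density, was 10.7 ± 0.217 (SD, n = 11) in HF-HI and 9.61 ± 0.191 (SD, n = 10) in sham, a log2 difference of 1.07 (standard error 0.0828, adjusted p = 5.73e-10). The smallest difference was that of Camk2a (ENSMUSG00000024617, chromosome 18 from 60925618 to 60988152), 14.1 ± 0.137 (SD, n = 11) in HF-HI and 13.7 ± 0.127 (SD, n = 10) in sham, a log2 difference of 0.35 (standard error 0.0547, adjusted p = 7.62e-06). These genes are GC-rich, with a median exonic GC content of 58.7% against 47.6% over the table. The differences of Arc, Shank3 and Camk2a were 1.34, 0.72 and 0.25 after removal of the GC trend and stayed past the threshold.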

To ensure robustness of the dataset, we used real-time quantitative PCR (RT-QPCR) for technical validation of a subset of significantly upregulated genes from the synaptic signaling category (Supplementary Fig. 1E). To study the regionality of this effect, we also confirmed that a subset of these synaptic genes was also altered in the hippocampus of HF-HI mice at 24 h (Supplementary Fig. 1F).

**Fig. 1:**
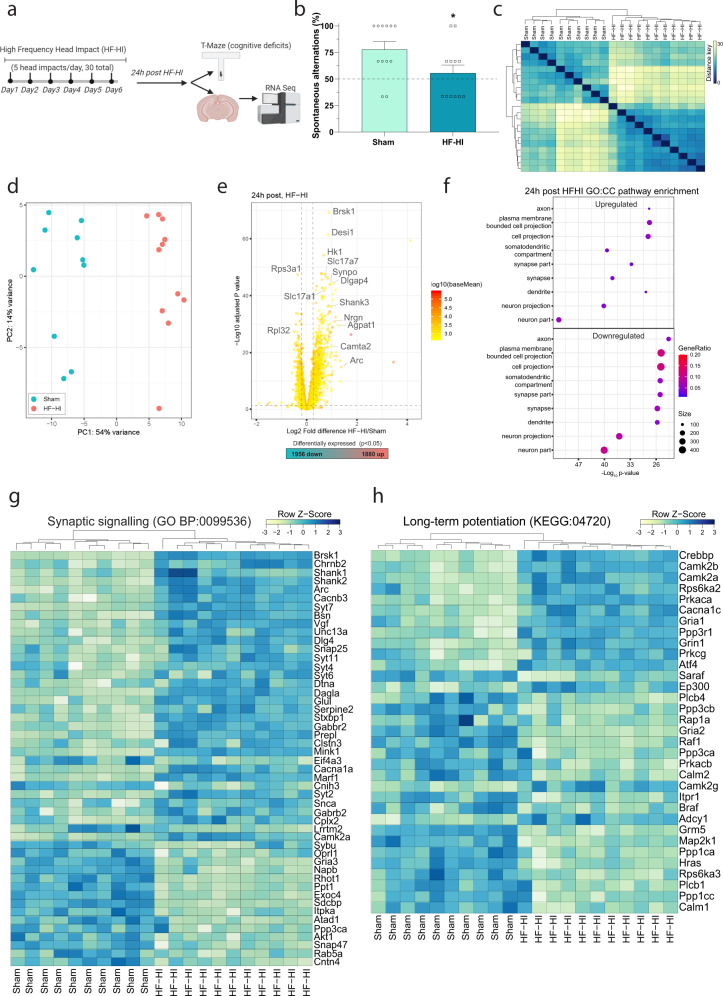
HF-HI impairs cognitive function and alters synaptic transcriptomic signatures. **a** Schematic of the experimental design for this figure. Mice were subject to sham or HF-HI before behavioral and RNA-seq analysis at 24 h after the final impact. **b** T-maze cognitive assessment showed a decrease in working memory at 24 h post HF-HI (mean ± SEM; *n* = 12 per group, *P = 0.048, unpaired, two-tailed *t* test). **c** Hierarchical clustering of cortical RNA-seq analysis using Euclidean distance reveal a separation of sham and HF-HI (sham *n* = 10, HF-HI *n* = 11). **d** Principal component analysis (PCA) also shows clear separation of sham and HF-HI brain at 24 h post injury (sham *n* = 10, HF-HI *n* = 11). **e** Volcano plot showing the spread of 3836 differentially expressed genes (1880 upregulated and 1956 downregulated). **f** Directionality dot plot of gene sets obtained by functional enrichment of significantly altered genes in HF-HI mice, using cellular components (CCs) from gene ontology (GO) focusing on synaptic components show that these synaptic families are being modulated, appearing as significant categories in both the up- and downregulated CC. Node size corresponds to the number of genes in each ontology term. Color of each dot is the gene ratio compared to the total gene number. **g** Heatmap displaying the top differentiated genes synaptic signaling biological process (BP) and **h** long-term potentiation Kyoto Encyclopedia of genes and genomes (KEGG) categories show that genes in these categories are being modulated, and not just downregulated. Color scale bar values represent *Z* value (normalized standard deviations from the mean) for expression relative to the overall mean expression.

To gain further mechanistic insight into how these altered genes and ontology pathways connect across multiple levels, false discovery rate (FDR) cytoscape enrichment analysis was performed to aid the identification and visualization of connected networks, which contain similar biological themes across several categories. We found significant enrichment in multiple synaptic categories, including receptor internalizations and postsynaptic receptor localization, as well as features of the excitatory synapse such as LTP and plasticity-related categories. In addition, smaller networks describing genetic changes related to neurodegenerative disorders and circadian alterations were also identified by Kyoto encyclopedia of genes and genomes (KEGG) analysis (Supplementary Fig. 2).

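KEGG categories were not recomputed here, and lists of circadian and of tau and amyloid genes were examined in their place. Of 17 circadian genes, 13 were tested, 7 were higher and 2 lower in HF-HI, and 9 passed when adjusted over the list alone. A difference between the groups in the time of day of collection cannot be told apart here from an effect of the impacts. The largest difference was that of Bhlhe40 (ENSMUSG00000030103, chromosome 6 from 108660629 to 108666925 of GRCm38), 10.2 ± 0.167 (SD, n = 11) in HF-HI and 9.27 ± 0.220 (SD, n = 10) in sham, a log2 difference of 0.92 (standard error 0.0785, adjusted p = 2.24e-09) from limma's moderated test with Benjamini-Hochberg adjustment. Per1 had a log2 difference of 0.73 (adjusted p = 1.17e-07), which was 0.48 and past the threshold with the GC trend of the libraries removed. Among 8 of 10 tau and amyloid genes, 6 were higher and 1 lower, and 7 passed when adjusted over the list alone. App (ENSMUSG00000022892, chromosome 16 from 84949685 to 85173766) was 14.2 ± 0.0520 (SD, n = 11) in HF-HI and 13.7 ± 0.234 (SD, n = 10) in sham, a log2 difference of 0.54 (standard error 0.0671, adjusted p = 4.59e-07). Mapt, which encodes tau, had a log2 difference of 0.15 (adjusted p = 7.98e-04), and of 0.015, not past the threshold, with the GC trend removed.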

Collectively, these results show that there are robust acute transcriptional changes in response to HF-HI that are enriched for synaptic terms, implying a primarily neuronal contribution to the acute behavioral phenotype of this model.

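Marker lists for 6 cell types were compared between the groups. The neuron markers, 15 genes, had a median log2 difference of 0.15, with 10 higher and 1 lower (limma's camera, p = 0.00269, adjusted p = 0.0161 over the 6 lists). Removing the GC trend of the libraries took that adjusted p to 0.100 at a median of 0.22, and over the alternatives other than leaving out a library it lay between 0.0129 and 0.100. The 15 astrocyte markers had a median of 0.17 with 9 higher and 3 lower (adjusted p = 0.182 from camera). The medians were -0.076 for 12 oligodendrocyte markers and -0.17 for 5 microglia markers (adjusted p = 0.897 and 0.677 from camera). The median of 5 endothelial markers was 0.045 (adjusted p = 0.840) and turned to -0.0074 with library medians centred and -0.092 with the GC trend removed. That of 2 choroid plexus markers was 0.022 (adjusted p = 0.931) and turned to -0.030 with library medians centred, to -0.24 with quantile normalization and to -0.30 without HF-HI replicate 3. Under fry, the neuron, astrocyte and microglia lists had adjusted p of 1.49e-10, 1.26e-07 and 0.00657, and with the correlation estimated from the data no list passed 0.05. From transcriptional changes in which synaptic terms are enriched, the paper reasons that neurons contribute most to the acute behavioral phenotype.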

### HF-HI does not cause microglial activation or accumulation of p-tau or Aβ_40_

To study neuroinflammation in HF-HI mice, we analyzed Iba1 and CD68 immunohistochemistry in the mouse brain. We found no effect of HF-HI on microglia/macrophage cell number or % area coverage in the hippocampus or corpus callosum (Supplementary Fig. 3A), but did observe a significant effect of HF-HI on microglia/macrophages in the optic tract at 1 day and 1 month post impact (*F*_(3,17)_ = 23, *P* < 0.0001) (Supplementary Fig. 3A). This optic tract-specific inflammation is also seen in our low-frequency head impact model (which occurs without cognitive deficits)^14^, and other mouse models of repetitive mTBI and blast TBI^16,19,20^, showing that the optic nerve and tract is particularly vulnerable to head impact in rodent models. To further explore inflammation, we analyzed levels of the inflammatory cytokines interleukin-1β and tumor necrosis factor-α in both cortex and hippocampal homogenates at 24 h and 1 month, and found no effect of HF-HI (Supplementary Fig. 3B, C). We also found no change in *Gfap* or *Aif1* messenger RNA (mRNA) levels after HF-HI (Supplementary Fig. 3D).

We next determined if HF-HI altered Aβ_40_ or p-tau levels. Western blot analyses for multiple phosphorylated tau epitopes revealed no differences between HF-HI and sham animals in the 24 h cortex (Supplementary Fig. 4A) or hippocampus (Supplementary Fig. 4B), or the 1 month cortex (Supplementary Fig. 4E) or hippocampus (Supplementary Fig. 4F). HF-HI did not change Aβ_40_ levels in the cortex or hippocampus at 1 day or 1 month post impact (Supplementary Fig. 4C, D).

These results demonstrate that the acute cognitive deficits of HF-HI are correlated with a change in the synaptic transcriptome, but not with inflammation, p-tau, or Aβ.

### HF-HI induces acute synaptic changes that impair synaptic plasticity

Based on our transcriptomics and PCR data, we focused on the excitatory synapses as a potential target of HF-HI. We first studied synapse number, but found no change in the dendritic spine density in the cortex or hippocampus of HF-HI mice (layer II/III of the cortex, CA1, and dentate gyrus of the hippocampus) (Fig. 2b and Supplementary Fig. 5A, C). Field recordings from the Schaffer collaterals of acute hippocampal slices from 24 h mice showed that there was no change in synaptic recruitment between groups as the stimulus input/output curves were identical for sham and HF-HI mice (Fig. 2c); however, following high-frequency stimulation, there was a significant blunting of the LTP response in HF-HI brains with a significant head impact and time interaction (*F*_(129, 1806)_ = 1.263; *P* = 0.0282) (Fig. 2d).

**Fig. 2:**
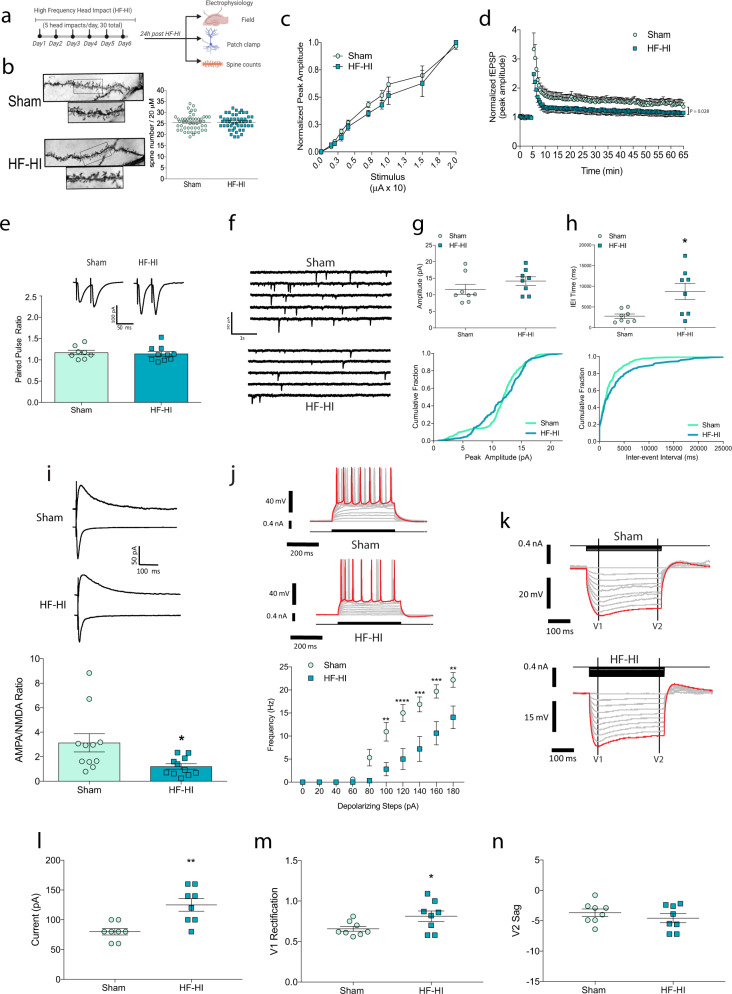
HF-HI reduces synaptic plasticity through modifications to synaptic function. **a** Schematic of the experimental design. **b** Dendritic spine analysis of CA1 neurons shows that there was no effect of HF-HI on spine density (*n* = 48 sham and 49 HF-HI neurons from 5 mice/group, insert box = 20 µm). **c** Stimulus input–output curve in the Schaffer collaterals of acute hippocampal slices (*n* = 8) and **d** long-term potentiation (LTP) reveal decreased plasticity in HF-HI hippocampus (*n* = 8 per group). **e** Paired-pulse ratio (*n* = 8 sham, *n* = 10 HF-HI). **f** Example traces of miniature excitatory postsynaptic currents (mEPSC) for sham (top) and HF-HI (bottom) mice. **g** Mean amplitude of mEPSCs per cell and a cumulative fraction of amplitudes were unchanged between groups (*n* = 8 mice per group). **h** Mean inter-event interval of mEPSCs and cumulative fraction of inter-event interval per group showed that mEPSC frequency was decreased in HF-HI CA1 neurons (*n* = 8 per group. *P = 0.011, unpaired, two-tailed *t* test). **i** Example traces of voltage-clamp recordings at −70 or +40 mV to identify AMPA- and NMDA-mediated EPSC. The AMPA/NMDA ratio was decreased in HF-HI CA1 neurons (*n* = 11 per group; *P = 0.031, unpaired, two-tailed *t* test). **j** Representative traces of voltage responses of CA1 neurons to 20 pA step, depolarizing current injections. Frequency of action potential firing in response to depolarizing current injections was decreased in HF-HI CA1 neurons (*n* = 8 per group; **P = 0.0019; ***P = 0.001, ****P < 0.0001, two-way repeated-measures ANOVA with Bonferroni post hoc). **k** Example traces of voltage responses in CA1 neurons to 20 pA step, hyperpolarizing current injections for sham (top) and HF-HI (bottom) mice. **l** Approximate rheobase was increased in HF-HI CA1 neurons (*n* = 8 per group; unpaired, two-tailed *t* test, **P = 0.0019). **m** V_1_ rectification indicating the inward rectifying potassium currents was increased in HF-HI CA1 neurons (*n* = 8; unpaired, two-tailed *t* test, *P = 0.049), but **n** sag of the voltage response indicating Ih current (V_2_ sag) was unchanged (*n* = 8). Data are shown as mean ± SEM.

To gain insight into the mechanisms that underlie deficient plasticity in HF-HI mice, we investigated glutamatergic synaptic responses. Using paired-pulse ratio recordings of evoked excitatory postsynaptic currents (EPSCs) in the presence of 25 µM bicuculline methobromide (BMR), we found no difference between HF-HI and sham mice, indicating that presynaptic vesicular release is not changed in the HF-HI brain (Fig. 2e). Upon the addition of 1 μM tetrodotoxin (TTX), we observed a significant increase in the miniature EPSCs (mEPSCs) inter-event interval in HF-HI mice (i.e., a decrease in mEPSC frequency), which occurred in the absence of changes to mEPSC amplitude (Fig. 2f–h). To study this further, we recorded the α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid (AMPA)-to-*N*-methyl-d-aspartate (NMDA) ratio in CA1 neurons. We found a decrease in the AMPA/NMDA ratio in HF-HI mice at 1 day (Fig. 2i; *P* = 0.023), suggesting a reduction in surface AMPA receptors vs NMDA receptors following HF-HI.

To determine if HF-HI alters the composition or relative expression of extrasynaptic NMDA receptors, we used a high-frequency stimulation protocol to assess the relative decay of extrasynaptic receptors vs synaptic receptor decay. We found no difference between sham and HF-HI groups (Supplementary Fig. 5D). The percent normalized charge transfer of the extrasynaptic receptor decay also revealed no difference between the two groups (Supplementary Fig. 5E). In addition, we measured the tonic NMDA current, which is mediated by extrasynaptic NMDA receptors and influenced by alterations in the function of glial glutamate transporters^21^. We found no difference between groups (not shown) and infer from these data that HF-HI is not changing glial glutamate transporter capabilities.

We next sought to address whether HF-HI altered the intrinsic properties of CA1 pyramidal neurons to contribute to overall network dysfunction. To study neuron excitability, we used the current clamp with 20 pA steps and observed the firing rate of CA1 neurons from sham and HF-HI mice. We found a significant increase in the approximate rheobase of HF-HI neurons compared to sham neurons (Fig. 2l; *P* = 0.0019). We studied the firing rate of these neurons as we increased the current and found a significant effect of increasing current (*F*_(9,126)_ = 77.69; *P* < 0.0001), a significant effect of head impact (*F*_(1,14)_ = 11.24; *P* = 0.0047) and a significant interaction between the two (*F*_(9,126)_ = 7.698, *P* < 0.0001). Post hoc analysis revealed a significant reduction in neuron excitability in HF-HI mice (Fig. 2j, *P* < 0.01). We used hyperpolarizing current injections to determine changes in the voltage responses that are related to the hyperpolarization-activated current and specific potassium currents. We found increased V_1_ rectification, which is indicative of inward rectification of potassium currents at 1 day post HF-HI (*P* = 0.049; Fig. 2m), but no change in V_2_ sag between the two groups (Fig. 2n). We also did not observe any changes to cellular input resistance or capacitance (Supplementary Fig. 5F,G).

Together, these data show that the acute cognitive deficits and synapse transcriptome changes of HF-HI occur alongside a decrease in synaptic function, neuron excitability, and synaptic plasticity.

### HF-HI causes chronic cognitive deficits in mice

We have previously reported that 30 head impacts delivered with low frequency (30 impacts delivered over 6 weeks) does not produce cognitive dysfunction^14^. To assess the effect of a higher frequency of impacts on chronic cognitive function, we exposed three different cohorts of mice to HF-HI, allowed them to recover for a month, and then tested cognition using a different test for each cohort. In the T-maze, HF-HI mice display impaired working memory through fewer spontaneous alternations compared to sham mice (Fig. 3b, *P* = 0.0356).

**Fig. 3:**
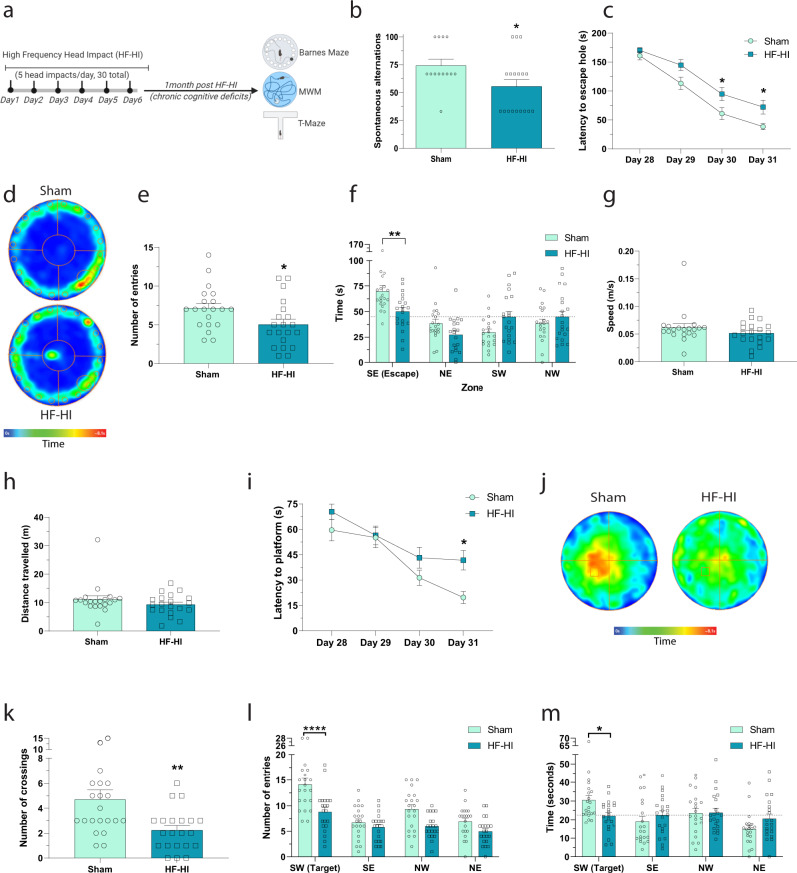
HF-HI impairs chronic cognitive function. **a** Schematic of the experimental design for this figure. Mice were subject to sham or HF-HI before cognitive assessment at 1 month after the final impact. **b** T-maze cognitive assessment at 1 month showed decreased working memory in HF-HI mice (*n* = 13 sham, *n* = 18 HF-HI, *P = 0.0356, unpaired, two-tailed *t* test). **c** Latency to platform during the acquisition phase of the Barnes maze shows decreased learning in HF-HI mice. Data from two trials per day on 4 consecutive days (*n* = 20 per group, *P = 0.04, two-way RM ANOVA with Bonferroni post hoc test). **d** Heatmaps detailing group time spent in Barnes maze during the probe trial at 72 h post acquisition. **e** Number of entries into escape target area during the 72 h delay probe trial is reduced in HF-HI mice (*n* = 20 per group, *P = 0.029, unpaired, two-tailed *t* test). **f** Time spent in Barnes maze escape quadrant is reduced in HF-HI mice during the 72 h delay probe trial (*n* = 20/group, **P = 0.009, two-way ANOVA with Bonferroni post hoc test). **g** Speed and **h** distance traveled is similar between groups (*n* = 20 per group). **i** Latency to platform is increased in HF-HI mice during the acquisition phase of the Morris Water maze (MWM). Data from two trials per day on 4 consecutive days (*n* = 21/group, *P = 0.016, two-way RM ANOVA with Bonferroni post hoc test). **j** Heatmaps detailing group time spent in MWM during the probe trial. **k** Number of platform crossings is reduced in HF-HI mice during the 72 h delay probe trial (*n* = 21 per group, **P = 0.006, unpaired, two-tailed *t* test). **l** Number of entries into the target quadrant was reduced in HF-Hi mice during the 72 h delay probe trial (*n* = 21 per group, ****P < 0.0001, two-way ANOVA with Bonferroni post hoc test). **m** Time spent in MWM quadrants showed decreased time in the target zone for HF-HI mice during 72 h delay post acquisition (*n* = 21 per group, *P = 0.048, two-way ANOVA with Bonferroni post hoc test). Data are shown as mean ± SEM.

In the Barnes maze, mice exposed to HF-HI showed significant deficits during the acquisition phase compared to sham animals (Fig. 3c), with a significant effect of head impact (*F*_(1, 38)_ = 9.379; *P* = 0.004) and time (*F*_(3, 114)_ = 81.57; *P* < 0.0001). Post hoc analysis revealed a significant increase in the latency of HF-HI mice to find the escape hole on days 30 and 31 of testing (Fig. 3c; *P* < 0.05). To test spatial memory, we conducted a probe test 72 h after the final training session. HF-HI mice displayed a reduction in the number of entries into escape hole zone (*P* = 0.029) and a significant interaction between head impact and maze quadrant (*F*_(3, 152)_ = 6.268; *P* = 0.0005) showing that HF-HI mice spent less time in the target quadrant (*P* = 0.009) (Fig. 3d–f). There were no differences between the groups in total distance traveled or mean speed during the probe day (Fig. 3g, h).

In the Morris Water maze, mice exposed to HF-HI showed significant deficits during acquisition phase compared to sham animals (Fig. 3i), with a significant effect of head impact (*F*_(1, 40)_ = 5.092; *P* = 0.0296), and time (*F*_(3, 120)_ = 24.01; *P* < 0.0001). Post hoc analysis revealed a significant increase in the latency of HF-HI mice to find the hidden platform on day 31 of testing (Fig. 3i; *P* = 0.016). To test spatial memory, we conducted a probe test 72 h after the final training session. HF-HI mice displayed a reduction in the number of entries into the platform zone (Fig. 3j, k; *P* = 0.006) and significant interaction between head impact and quadrant on the number of entries (*F*_(3, 160)_ = 2.861; *P* = 0.0387) and time in the target zone (F_(3, 160)_ = 3.486, *P* = 0.0172) with post hoc analysis revealing reductions in HF-HI mice compared to sham (*P* < 0.05) (Fig. 3l, m).

Collectively, these data demonstrate that HF-HI induces chronic cognitive deficits in mice. As described earlier, 1 month mice lacked inflammatory phenotypes in all brain areas outside the optic tract and did not have accumulations of Aβ_40_ or p-tau (Supplementary Fig. 3 and 4).

### Transcriptomics reveal the synapse as a primary target of HF-HI

We repeated our RNA-seq analysis in 1-month HF-HI mice. Hierarchical clustering of the aligned and normalized read counts indicated that our two treatments (sham and HF-HI) clearly separated in terms of overall gene expression (Fig. 4a) with 908 significantly differentiated genes at 1 month (Fig. 4b). We used GO enrichment to gain insights into the molecular mechanisms and pathways that might be contributing to chronic cognitive dysfunction. Analysis of CC categories revealed synapse (GO:0045202), with neuron projection (GO:00430005) and multiple synaptic modalities, including post synapse (GO:0098794) and asymmetrical synapse (GO:0032279) highly represented (Fig. 4c). Analysis of BP categories revealed multiple synaptic signatures, including synaptic signaling (GO:0099536), anterograde synaptic signaling (GO:0098916), and chemical synaptic transmission (GO:0007268) groups (Fig. 4c). Directionality analysis showed that the majority of these pathways were not simply upregulated or downregulated, but instead were modified such that the synaptic pathways and CCs appeared in both the significantly upregulated and significantly downregulated pathways (Supplementary Fig. 6B). Gene analysis revealed a robust up- and downregulation of individual genes involved in the synaptic compartment of neurons (Supplementary Fig. 6C), and to genes involved in learning and memory (Fig. 4d) and synaptic signaling (Fig. 4e).

**Fig. 4:**
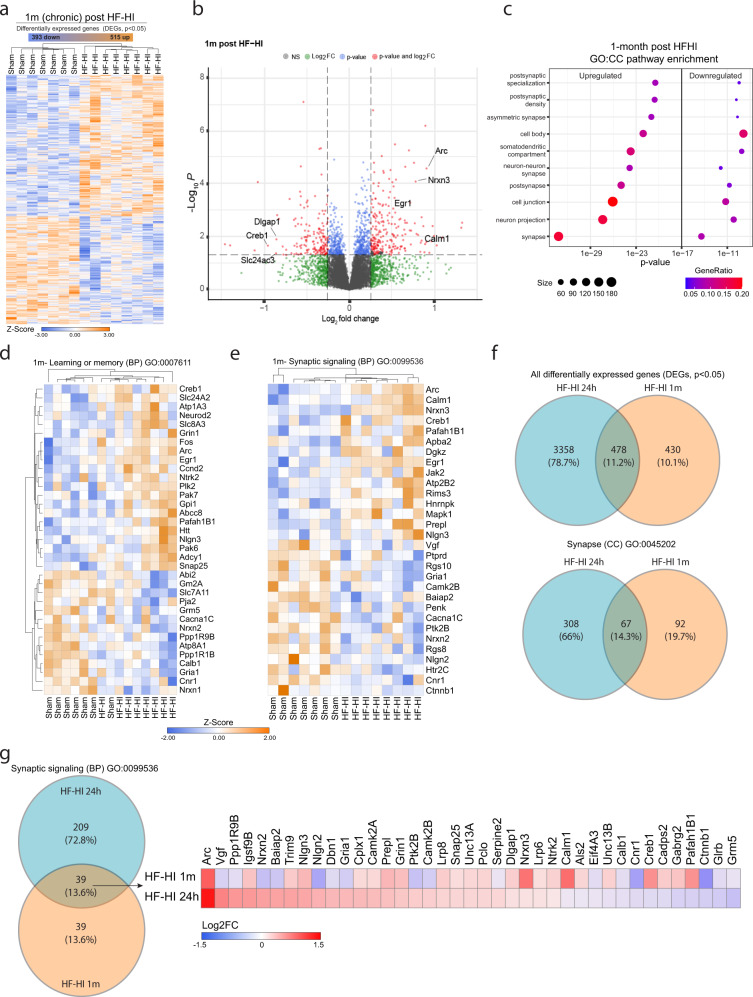
Cortical transcriptomic signature at 1 month after HF-HI. RNA-seq analysis 1 month after HF-HI. **a** Heatmap with all significantly differentially expressed genes (DEG) (515 upregulated and 393 downregulated) of sham and HF-HI cortical genes identified by RNA-seq show clustering by group. Color scale bar values represent *Z* value (normalized standard deviations from the mean) for expression relative to the overall mean expression (*n* = 7 sham, 8 HF-HI). **b** Volcano plots show the spread of these significantly differentially expressed genes. **c** Directionality dot plot of gene sets obtained by functional enrichment of significantly altered genes in HF-HI mice, using cellular components (CC) from gene ontology (GO) focusing on synaptic components show that these synaptic families are being modulated, appearing as significant categories in both the up- and downregulated CC. Node size corresponds to the number of genes in each ontology term. Color of each dot is the gene ratio compared to the total gene number. **d**, **e** Heatmaps displaying the top differentiated genes in learning or memory and synaptic signaling biological process (BP) categories show that genes in these categories are being modulated by HF-HI, and not just downregulated. Color scale bar values represent *Z* value (normalized standard deviations from the mean) for expression relative to the overall mean expression. Individual samples are listed below each heatmap. **f** Venn diagram demonstrating overlap of all significantly DEGs at 24 h and 1 month after HF-HI. Venn diagram demonstrating the overlap of synapse CC genes at 24 h and 1 month post HF-HI. **g** Venn diagram demonstrating the overlap of synaptic signaling BP genes between the 24 h and 1 month time points with a heatmap demonstrating the Log 2 fold change and directionality of the 39 conserved genes.

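The 1-month libraries were not analysed here. The paper's list of 1-month genes, of which the copy used here holds 907 of the paper's 908 entries, was set against the 24 h calls without an overlap test. These entries name 845 gene symbols, and matching by symbol found 656 of them among the genes tested at 24 h. Of those, 446 had an adjusted p under 0.05 from limma's moderated test with Benjamini-Hochberg adjustment, which is 68.0% of the tested genes, where 66.3% of all genes in the table passed. They account for 491 of the 907 entries, or 54.1%. The direction at 24 h was that of the paper's 1-month fold change for 271 genes and the opposite for 143, and 32 genes had entries of both directions at 1 month. After the GC trend of the libraries was removed, 389 genes passed and 58.2% of those with one direction at 1 month shared it, against 65.5% for the values as deposited.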

We compared the differentially expressed genes in the 1-month HF-HI cohort to the 1-day HF-HI cohort, and found that 52.6% of the 1 month genes was also differentially expressed at 24 h (Fig. 4f), with 42.1% of the 1-month synaptic compartment genes also found at 1 day, and 50% of the synaptic signaling genes from 1 month also found at 1 day (Fig. 4f, g). These analyses reveal a subset of synaptic genes, including AMPA subunit and AMPA-trafficking genes, and genes involved in calcium signaling, which are altered both acutely and chronically by HF-HI.

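On the 24 h side, 8 AMPA and NMDA receptor subunit genes were tested and 5 had an adjusted p under 0.05, 5 when adjusted over the list alone. Gria1 (ENSMUSG00000020524, chromosome 11 from 57011387 to 57330244 of GRCm38) was 12.1 ± 0.0857 (SD, n = 11) in HF-HI and 11.6 ± 0.296 (SD, n = 10) in sham, a log2 difference of 0.44 (standard error 0.0855, adjusted p = 1.07e-04) from limma's moderated test with Benjamini-Hochberg adjustment. The other AMPA subunits went the other way. Gria2 (ENSMUSG00000033981, chromosome 3 from 80681450 to 80802835) was 14.1 ± 0.0366 (SD, n = 11) in HF-HI and 14.3 ± 0.0661 (SD, n = 10) in sham, a log2 difference of -0.23 (standard error 0.0267, adjusted p = 1.93e-07), and the log2 differences of Gria3 and Gria4 were -0.17 and -0.20 (adjusted p = 2.30e-05 and 1.88e-05). Grin1 was higher by 0.31 (adjusted p = 5.40e-06), and Grin2a (0.075, adjusted p = 0.0723), Grin2b (0.053, adjusted p = 0.121) and Grin3a (-0.054, adjusted p = 0.538) were not past the threshold. Grin2a passed in 4 of the 21 fits that each left out one library, and the sign of Grin2b changed with quantile normalization. The differences of Gria1, Gria2, Gria4 and Grin1 were 0.41, -0.077, -0.13 and 0.12 once the GC trend of the libraries was removed, and these stayed past the threshold. Gria3 then fell short at -0.048, Grin2b passed at 0.086 and Grin3a changed sign to 0.0059 without passing. Of 13 AMPA-trafficking genes, 9 were higher and 3 lower, and 13 passed when adjusted over the list alone. Cacng2, an auxiliary subunit of AMPA receptors, had a log2 difference of 0.38 (adjusted p = 3.28e-06). Among the 39 conserved synaptic signaling genes of Fig. 4g, 26 were higher and 12 lower at 24 h, and 39 passed when adjusted over the list alone, which the study chose on these libraries. With the GC trend of the libraries removed, 23 of them were higher and 6 lower, and at a minimum absolute difference of 0.25, 17 and 3. The calcium-binding Calb1 was not past the threshold (-0.14, adjusted p = 0.0691), passed in 5 of the fits that left out one library, and changed sign to 0.029 with the GC trend removed.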

Together, the 1-day and 1-month transcriptome data reveal a strong acute and chronic synaptic phenotype in HF-HI mice that points to synaptic modification rather than synaptic loss.

### Transcriptome analysis reveals an impaired synaptic function in CTE brain

To evaluate if our synaptic signature in HF-HI mouse has relevance to human pathophysiology, we assessed a human transcriptomic study of six late-stage postmortem CTE brains^22^. We found 134 genes in common between 1-day HF-HI mice, 1-month HF-HI mice, and CTE brains (Fig. 5a) and identified a strong synaptic component shared by all three groups when studying the overlap of all significantly changed BPs and cellular components (Supplementary Fig. 7A–D). 

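The human brains and the 1-month libraries were not analysed here. Of the 134 common genes the paper lists, 133 were tested in the 24 h cortex, and 125 had an adjusted p under 0.05 from limma's moderated test with Benjamini-Hochberg adjustment, 83 higher and 42 lower in HF-HI. Adjusted over the list alone, 131 passed, though the study chose the list in part on these libraries. The log2 differences ran from -0.39 to 1.60 with a median of 0.16, and the groups did not overlap for 32 of the genes. Removal of the GC trend of the libraries left 89 of the genes past the threshold.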

Genome-wide association study (GWAS) analysis of the common genes showed significant overlap in a number of cognitive and affective order diseases including Alzheimer’s disease, Parkinson’s disease, depression, and post-traumatic stress disorder (Fig. 5b). The original study of these brains used weighted gene co-expression network analysis and identified modules of altered genes that were correlated with CTE, including a neuron-enriched module (identified as the “blue module” in the original manuscript)^22^. Analysis of this cluster using updated GO functional categories revealed that human CTE subjects display significant alterations in multiple synaptic processes and neuronal components, including anterograde trans-synaptic signaling, chemical synaptic signaling, synaptic signaling (BP), and neuron part, synapse, and synapse part (CC) (Fig. 5c). When this blue module was compared to the HF-HI mice, we found that 59% of the common genes identified in Fig. 5a were from this neuronal cluster (Fig. 5d), and KEGG and pathway analysis revealed multiple overlapping targets including glutamatergic synapses and diseases including Alzheimer’s disease (Fig. 5e and Supplementary Fig. 8). In contrast, a comparison of genes from the CTE inflammation cluster revealed that there were no shared genes between the CTE brain and the HF-HI mice (Fig. 5f, g).

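In the 24 h cortex, 74 of the 79 common genes that the paper assigns to the neuronal cluster had an adjusted p under 0.05 in limma's test, 43 of them higher and 31 lower in HF-HI, and 78 passed when adjusted over the list alone. Their median log2 difference was 0.14. Of these 79 genes, 49 passed with the GC trend of the libraries removed.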

**Fig. 5:**
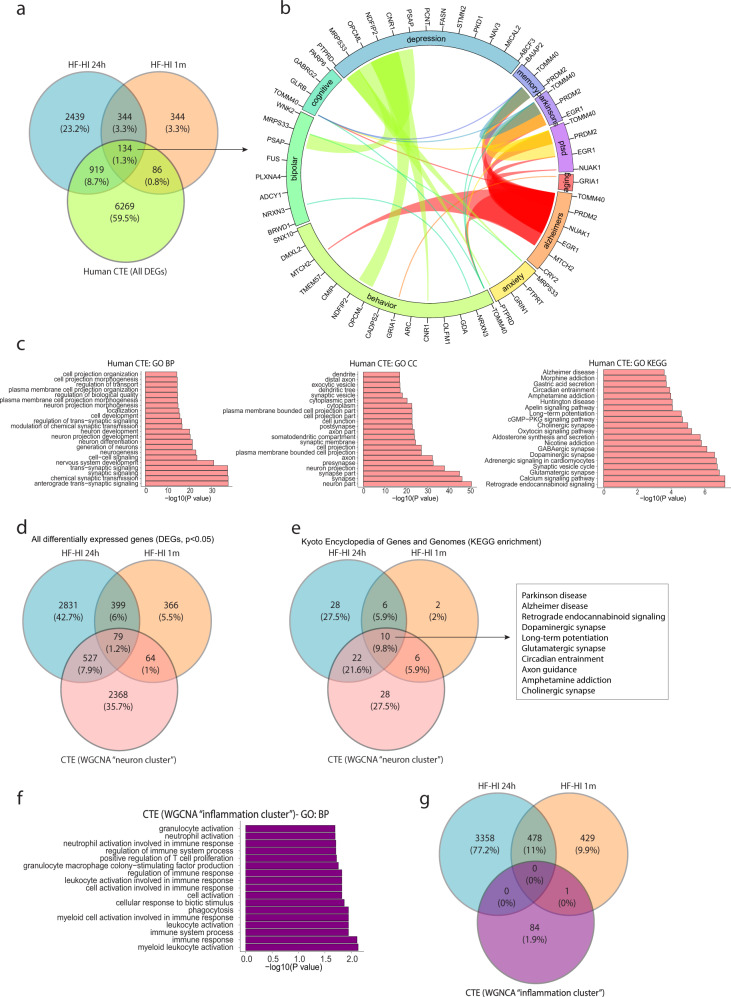
Altered synaptic signatures are prominent features in postmortem CTE brains and HF-HI mice. **a** Venn diagram of significant differentially expressed genes from HF-HI brains and all weighted gene correlation network analysis (WGCNA) clusters from postmortem human CTE brains identifies 134 overlapping genes. **b** Circos plot depicting overlapping differentially expressed genes in human CTE brains and HF-HI mice (FDR < 0.1) and how they associated with neurodegenerative diseases or cognitive traits as identified in GWAS studies. The proportion of the circle’s circumference allocated to each disease represents the number of genes associated with that disease that are also differentially expressed in both human CTE brain and HF-HI mice. The lines connecting genes within the circle indicate which genes were shared amongst disease and trait signatures. **c** Gene sets obtained by functional enrichment of WGCNA–neuron cluster from postmortem human CTE brains using gene ontology (GO) to display significant biological processes (BP), cellular components (CCs), and Kyoto encyclopedia of genes and genomes (KEGG) functional enrichment show changes to synaptic compartments. **d** Venn diagram demonstrating overlap of differentially expressed genes in human CTE WGNCA–neuron cluster and mouse HF-HI brains. **e** Venn diagram demonstrating overlapping KEGG pathways between human CTE WGNCA–neuron cluster and HF-HI brains. The ten overlapping pathways are listed. **f** Inflammatory pathways analyzed from the postmortem CTE WGCNA–Inflammation cluster using gene ontology BP analysis, and **g** Venn diagram comparison of inflammatory genes compared to HF-HI mice show no overlap between CTE and HF-HI mice.

These data demonstrate that CTE brains and HF-HI mice have strong synaptic phenotypes, but do not share an inflammatory phenotype.

### HF-HI induces chronic synaptic changes that impair synaptic plasticity

To assess which of the electrophysiological phenotypes remained alongside the chronic cognitive and transcriptome changes, we repeated our 1-day field and patch studies in 1-month HF-HI mice. Field recordings from the Schaffer collaterals of acute hippocampal slices from 1 month HF-HI mice showed that there was no change in synaptic recruitment as the stimulus input/output curves were identical for sham and HF-HI mice (Fig. 6b); however, following high-frequency stimulation, there was a significant blunting of the LTP in HF-HI brains with a significant head impact and time interaction (*F*_(128, 2048)_ = 1.329; *P* = 0.0097) (Fig. 6c).

**Fig. 6:**
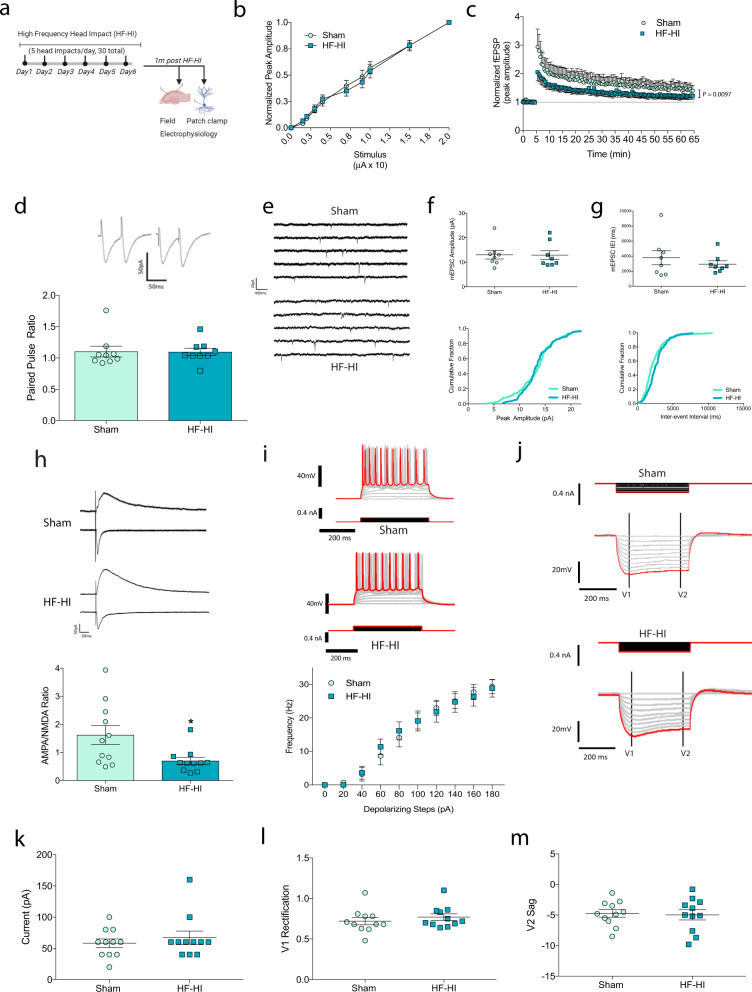
HF-HI changes discrete chronic neuronal and synaptic properties including the AMPA/NMDA ratio and LTP at 1 month post impact. **a** Schematic of the experimental design for this figure. **b** Stimulus input–output curve in the Schaffer collaterals of acute hippocampal slices showed no difference in synaptic recruitment between groups (*n* = 9), but **c** long-term potentiation (LTP) reveal decreased plasticity in HF-HI hippocampus (*n* = 9 per group). **d** Paired-pulse ratio estimated from the EPSC recording was elicited with stimuli delivered 50 ms apart (*n* = 9 per group). **e** Example traces of miniature excitatory postsynaptic currents (mEPSC) for sham and HF-HI mice. **f** Mean amplitude of mEPSCs per cell and cumulative fraction of amplitudes did not show any difference between groups (*n* = 8 mice per group). **g** Mean inter-event interval of mEPSCs and cumulative fraction of inter-event interval did not show differences between groups (*n* = 8 mice per group). **h** Example traces of voltage-clamp recordings at −70 or + 40 mV to identify AMPA- and NMDA-mediated EPSC. The AMPA/NMDA ratio was decreased in HF-HI CA1 neurons (*n* = 11 per group; *P = 0.018, unpaired, two-tailed *t* test). **i** Representative traces of voltage responses of CA1 neurons to 20 pA step depolarizing current injections. There was no difference between groups in the frequency of action potential firing in response to depolarizing current injections (*n* = 11 mice per group). **j** Example traces of voltage responses in CA1 neurons to 20 pA step hyperpolarizing current injections for sham (top) and HF-HI (bottom) mice. **k** Rheobase, **l** V_1_rectification indicating inward rectifying potassium currents, and **m** V_2_ sag of the voltage response indicating lh current, all showed no difference between sham and HF-HI CA1 neurons (*n* = 11 per group). Data are shown as mean ± SEM.

Similar to the 24 h mice, we found no effect of HF-HI on paired-pulse ratio at 1 month, indicating that presynaptic vesicular release remains unaffected in the chronic HF-HI brain (Fig. 6d). We again found no change in mEPSC amplitude, and at the 1 month time point, the mEPSC inter-event interval had returned to sham levels (Fig. 6e–g). The only synaptic phenotype that was significantly different at both the 24 h and 1 month time point was the AMPA/NMDA ratio in HF-HI mice (Fig. 6h; *P* = 0.019), demonstrating an imbalance in the excitatory receptors in HF-HI CA1 neurons.

We next sought to examine if the decreased excitability of CA1 pyramidal neurons could be contributing to memory loss in chronic HF-HI mice. In contrast to the 24 h mice, we found no effect of HF-HI on neuron excitability at 1 month (Fig. 6i), with approximate rheobase and V_1_ rectification returning to normal (Fig. 6k, l). We also did not observe any changes in V_2_ sag (Fig. 6m), cellular input resistance (Supplementary Fig. 5H), or capacitance (Supplementary Fig. 5I).

Together, these data show that the only chronic electrophysiology deficits that remain at 1 month post HF-HI alongside chronic cognitive deficits are the decreased plasticity and a reduction in the AMPA/NMDA ratio. Earlier phenotypes of reduced mEPSC frequency, abnormal potassium channel rectification, and impaired neuron excitability had all spontaneously resolved by 1 month post impact.

### HF-HI causes synaptic modification and cognitive deficits through a glutamate and NMDA receptor-dependent mechanism

Glutamate is increased after head impact in both human athletes and animal models^23–25^. The specific changes to the ratio of glutamate receptors is strongly suggestive of a glutamate-centric event causing synaptic modification. To test the hypothesis that HF-HI causes synaptic modifications in response to repetitive temporary elevations in glutamate, we pretreated mice each day with memantine, an extrasynaptic NMDA receptor antagonist, 1 h prior to head impacts. This was a “proof-of-concept” experiment to demonstrate that the acute synaptic changes of HF-HI were being driven by glutamate and extrasynaptic NMDA receptors, and not by other factors such as inflammation.

Prophylactic memantine treatment blocked the development of working memory impairments in the T-maze that was seen in saline-treated HF-HI mice (Fig. 7b). Analysis of variance (ANOVA) revealed a significant effect of head impact (*F*_(1, 38)_ = 4.674; *P* = 0.037), with post hoc analysis demonstrating that HF-HI saline-treated HF-HI mice had significantly lower spontaneous alternation (*P* = 0.029), but memantine-treated HF-HI mice had normal spontaneous alternation (Fig. 7b).

**Fig. 7:**
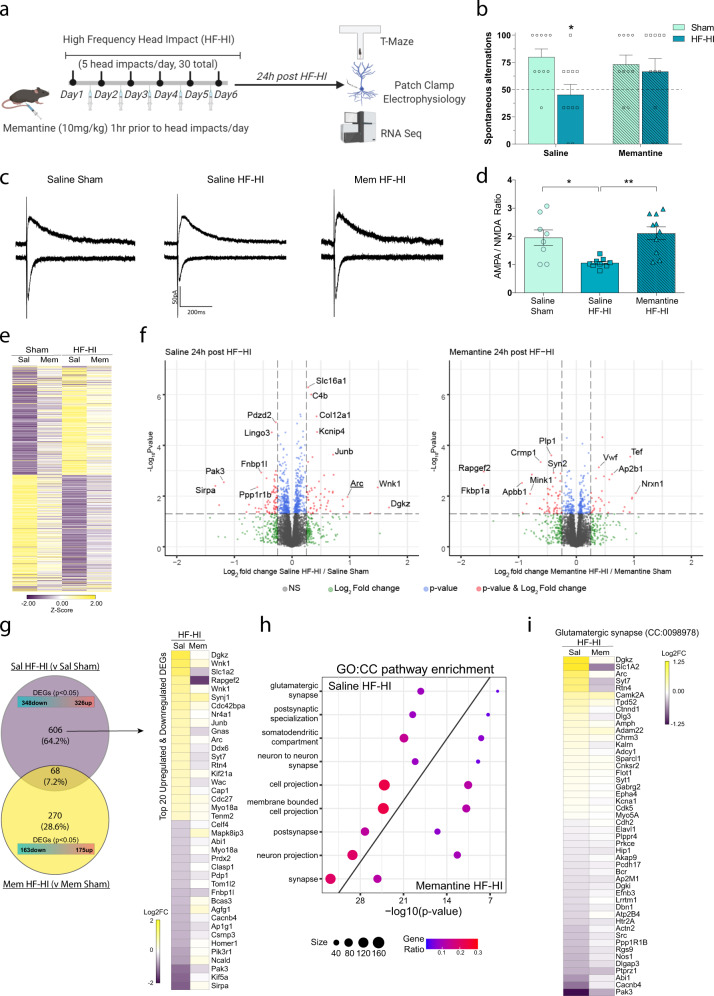
The acute cognitive deficits, synapse transcriptome signature, and synapse functional signature of HF-HI are prevented by memantine. **a** Schematic of the experimental design for this figure. Mice were pretreated each day with memantine 1 h before sham or HF-HI. Cognitive function, key electrophysiology, and transcriptomic analysis were performed 24 h after the final impact. **b** T-maze revealed a significant effect of HF-HI on cognitive function (*P = 0.029) that did not occur in memantine-treated mice (mean ± SEM; sham *n* = 10 per treatment group, HF-HI *n* = 11 per treatment group, two-way ANOVA and Bonferroni post hoc). **c** Representative traces of voltage-clamp recordings at −70 or +40 mV to identify AMPA- and NMDA-mediated EPSC. **d** The AMPA/NMDA ratio was decreased in saline HF-HI CA1 neurons, and reversed with memantine pretreatment (mean ± SEM; *n* = 8 saline sham; *n* = 9 saline HF-HI, *n* = 10 memantine HF-HI; *P = 0.016, **P = 0.0025, one-way ANOVA with Bonferroni post hoc test). **e** Multivariable four-way group design analysis was performed on RNA-seq data to identify differential gene expression after comparing all interactions and experimental variables of injury (sham/HF-HI) and treatment (saline/memantine). Heatmap showing levels of all significantly altered genes. **f** Enhanced volcano plots constructed for saline HF-HI/saline sham and memantine HF-HI/memantine sham groups display the spread of significant differentially expressed genes (DEG) from each group. **g** Venn diagram demonstrating DEGs identified by RNA-seq. Heatmap demonstrating the effect of memantine on the top 20 up- and downregulated genes from the saline sham vs saline HF-HI group. Scale bar represents the Log 2 fold change compared to the respective sham treatment group. **h** Directionality dot plots of gene sets obtained by functional enrichment significantly altered cellular components (CCs) show that memantine blunts the effect of HF-HI on synapse-related compartments by reducing the number of significantly altered genes, and reducing the gene ratio when compared to saline HF-HI mice. **i** Heatmap displaying the top differentiated genes in glutamatergic synapse CC categories. Each gene is colored by group *Z*-score. Individual genes are listed vertically.

Our earlier work revealed that a reduced AMPA/NMDA ratio is a critical functional synaptic consequence of HF-HI, and the only functional assay that is altered at both 1 day and 1 month post impact. We tested if memantine pretreatment could prevent the development of this receptor imbalance in CA1 pyramidal cells. ANOVA revealed a significant difference between groups (*F*_(2, 24)_ = 8.198, *P* = 0.002) with post hoc analysis showing a significantly reduced AMPA/NMDA ratio in vehicle HF-HI mice (*P* = 0.016) that were completely prevented in memantine HF-HI mice (*P* = 0.003) (Fig. 7c, d).

Memantine pretreatment also prevented many of the transcriptomic changes involved in the synaptic signature of HF-HI (Fig. 7e, f). Analysis revealed that 674 genes were altered in saline HF-HI mice compared to saline sham mice, while 338 genes were altered in memantine HF-HI mice compared to memantine sham mice, with an overlap of only 7.2% of the total genes (Fig. 7g). We found that memantine significantly attenuated the effect of HF-HI on the top 20 most upregulated and downregulated genes from the saline HF-HI mice (Fig. 7g). GO pathway enrichment for CCs and BPs revealed that HF-HI once again significantly affected synaptic compartments, but we found that memantine significantly blunted the impact of HF-HI on these pathways. Memantine significantly reduced both the number of genes and the gene ratio in each synaptic category compared to saline HF-HI mice (Fig. 7h and Supplementary Fig. 6d). The reversal effect of memantine on the individual genes important to glutamatergic synapses, learning and memory, and synaptic signaling was confirmed (Fig. 7i and Supplementary Fig. 6e, f).

To determine if the acute effects of memantine on the transcriptome and synaptic function translated to chronic changes in behavior, we pretreated mice with memantine and probed their chronic cognitive function using the T-maze and Barnes maze at 1 month post impact. Memantine pretreatment prevented the development of chronic working memory impairments in the T-maze that were observed in saline-treated HF-HI mice (Fig. 8b). ANOVA revealed a significant effect of impact (*F*_(1, 54)_ = 5.555; *P* = 0.022), with post hoc analysis demonstrating that saline-treated HF-HI mice had significantly lower spontaneous alternation (*P* = 0.013), but memantine HF-HI mice did not (Fig. 8b). In the Barnes maze, ANOVA revealed an effect of time (*F*_(3,165)_ = 150.1; *P* < 0.001) and post hoc analysis revealed a significant difference between saline HF-HI and memantine HF-HI mice, but only on day 30 of training (*P* = 0.012) (Fig. 8c). The probe trial was conducted 72 h later, and ANOVA revealed a significant interaction of drug and impact on the time in the target zone (*F*_(1,54)_ = 8.084; *P* = 0.063) with saline HF-HI spending significantly less time in the target zone (*P* = 0.014) and memantine significantly reversing this effect (P = 0.015) (Fig. 8d–f). ANOVA also revealed a significant interaction of impact group with maze quadrant (*F*_(9,216)_ = 4.509, *P* < 0.0001) with saline HF-HI spending significantly less time in the target quadrant (*P* = 0.001) and memantine significantly reversing this effect (*P* = 0.039) (Fig. 8g). There was no effect of HF-HI or memantine on distance traveled or mean speed (Fig. 8h, i).

**Fig. 8:**
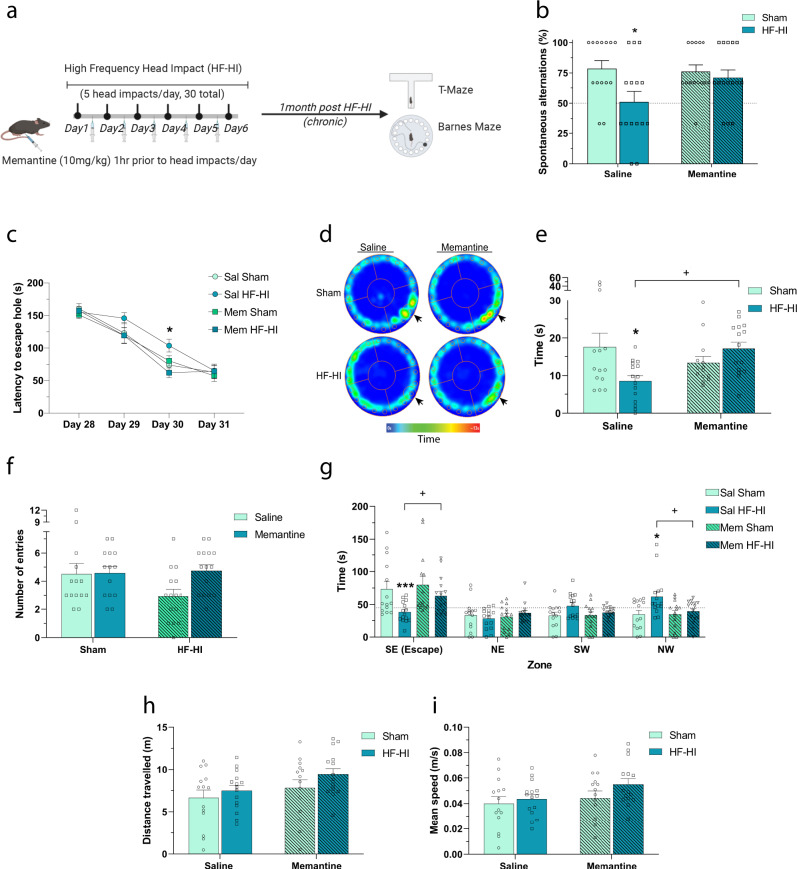
The chronic cognitive deficits of HF-HI are prevented by memantine. **a** Schematic of the experimental design for this figure. Mice were pretreated each day with memantine 1 h before sham or HF-HI. Cognitive function was tested 1 month after the final impact. **b** Spontaneous alternations for each group during T-maze revealed a significant effect of HF-HI on cognitive function (*P = 0.013) that did not occur in memantine-treated mice (sham *n* = 14, HF-HI *n* = 15, two-way ANOVA and Bonferroni post hoc). **c** Latency to the platform during the acquisition phase of the Barnes maze revealed cognitive impairment in saline HF-HI mice, but not in memantine HF-HI mice. Data from two trials per day on four consecutive days (sham *n* = 14, HF-HI *n* = 15, *P = 0.012, two-way RM ANOVA and Bonferroni post hoc). **d** Representative heatmaps illustrating the search strategies of each of the groups in the Barnes maze probe trial. **e** Time spent in the escape target during the 72 h delay probe trial was significantly reduced in saline HF-HI mice (*P = 0.014) and reversed by memantine (^+^*P* = 0.015) (sham *n* = 14, HF-HI *n* = 15, two-way ANOVA and Bonferroni post hoc). **f** Number of entries into the escape target during the Barnes maze probe trial. **g** Time spent in each of the quadrants of the Barnes maze was reduced in saline HF-HI (***P = 0.001) and reversed by memantine (^+^*P* = 0.039) (sham *n* = 14, HF-HI *n* = 15, two-way ANOVA and Bonferroni post hoc). **h** Distance traveled and **i** mean speed was not changed by treatment group during the probe trial of the Barnes maze (sham *n* = 14, HF-HI *n* = 15). Data are shown as mean ± SEM.

These data show that memantine pretreatment blocks the development of the key synaptic transcriptome adaptations, synaptic function, and acute working memory deficits of HF-HI.

## Discussion

Our study identifies synaptic adaptation in response to HF-HI as a key determinant of chronic cognitive dysfunction in mice. We have developed a mouse model that allows us to differentiate the physiological events that occur in response to head impact separately from more severe pathological responses of TBI. We carried out a comprehensive analysis of these mice and determined that adaptation of the synapse in response to head impact is sufficient to trigger cognitive dysfunction, and this altered brain state remains long after the impacts have been discontinued. The transcriptome signatures we identified as being modified belong to the same neuronal compartments that are degraded in the CTE brain, validating the translational importance of our research. These data are consistent with synaptic adaptation causing strong cognitive deficits following head impact, and identify synaptic dysfunction as a target for cognitive impairments caused by repeated head impacts.

Behavioral dysfunction in rodent models of TBI is well documented. Severe models of brain injury, such as controlled cortical impact, present with widespread axonal injury, cell death, neuroinflammation, and behavioral deficits that increase with the injury severity^26^. Head impact paradigms more analogous to the human condition with respect to maintenance of structural integrity and injury conditions are closed-skull models^27^. Many of these models present no overt tissue damage, cell death, or lesion formation but do present with white matter degeneration, neuroinflammation, long-term learning and memory deficits, and increased anxiety- and depressive-like behavior^6,9,13,16,28–33^. Of these studies, those that have measured p-tau levels have reported no changes despite the manifestation of symptoms^34–36^. The majority of these models do not exceed five head impacts total, and many have separated the impacts with an interval of 24–48 h, making the identification of any influence of a high frequency of impacts on altered function difficult to infer. Our model attempts to address the role of frequency of head impacts in deficit development and allows us to illustrate a mechanism unique to HF-HIs that may underlie learning and memory impairment following exposure. The lack of structural damage, hyperphosphorylated tau, and Aβ accumulation in our model further helps us explore the idea that a high number of hits may engage physiological changes that contribute to the cognitive symptoms associated with concussive head injuries. We can directly assess the effect of HF-HI by comparing our results to our previous work on 30 head impacts delivered with lower frequency^14^. This lower frequency model presented with similar optic tract pathology to the HF-HI model, but did not display cognitive impairments. We, therefore, used the unique combination of the presence of a strong cognitive phenotype and a lack of TBI pathology to ask how behavioral events might arise absent neuropathological events.

We used RNA-seq to provide an unbiased transcriptome analysis of the HF-HI model. With multiple potential mechanisms of action possible in HF-HI mice, we chose to work with whole homogenate instead of single-cell sequencing to ensure we could fully assess the role of cell death and neuroinflammation pathways. GO analysis revealed that synapses are a major target of HF-HI, with synaptic transmission being the top BPs affected, and glutamatergic synapses identified as a significantly impacted KEGG pathway. Directionality analysis revealed that multiple components of the synaptic compartments were both up- and downregulated, demonstrating that a synaptic adaptation—and not just a downregulation of synapses as would be expected in a more severe injury model. A recent re-analysis of CTE sequencing data also identified synapses as an affected compartment in disease^22,37^, and when we compared our synaptic signature to the synaptic signature from late-stage CTE brains, we found that the same synaptic compartments that adapt in the HF-HI brain are similar to those that are degraded in CTE.

The transcriptome signature from HF-HI mice has demonstrated that it is a very different model compared to existing TBI and mTBI models. 

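Few inflammatory and cell death genes were among those tested in the 24 h cortex: 8 of 41 glial and inflammatory genes and 5 of 25 cell death genes, so the others were not analysed here. The lowest mean of a gene over the libraries was 8.00 on the log2 scale, so genes of lower mean value are absent. The tested genes cannot speak for an inflammatory or cell death signature as a whole. Of the glial and inflammatory genes, 3 were higher and 3 lower in HF-HI with an adjusted p under 0.05, and 6 passed when adjusted over the list alone. This split depended on the scaling, with 1 higher and 4 lower with library medians centred, 1 and 4 with quantile normalization, and 1 and 3 with the GC trend of the libraries removed. Il6st, a receptor subunit for the interleukin-6 family, had a log2 difference of 0.31 (standard error 0.0321, adjusted p = 3.31e-08 from limma's moderated test with Benjamini-Hochberg adjustment). Csf1r was higher by 0.13 (adjusted p = 0.0184), and the microglial gene Ctss was lower, with a log2 difference of -0.30 (adjusted p = 1.77e-04). The astrocyte gene S100b had a log2 difference of -0.20 (adjusted p = 0.00399). Gfap, also an astrocyte gene, was higher by 0.29 (adjusted p = 0.0258), and by 0.19, not past the threshold, with the GC trend removed. The difference of Csf1r was 0.076 with library medians centred and -0.0038 with the GC trend of the libraries removed, neither past the threshold. Of the cell death genes, Bcl2l1 was higher by 0.49 (adjusted p = 9.33e-09), Xiap and Mcl1, which also restrain cell death, had log2 differences of -0.19 and -0.078 (adjusted p = 1.10e-05 and 0.0420), and 3 of the 5 passed when adjusted over the list alone. Mcl1 fell short of the threshold in 12 of the 21 fits that each left out one library.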

We did not find a significant signature for inflammation or cell death pathways in our mice. In contrast, transcriptome analysis of a single severe contusion injury in mice or a single mild lateral fluid percussion (LFP) injury in rats shows that inflammation is heavily involved in the post-injury response^38–40^. Areas of overlap do exist between HF-HI mice and more severe injury models, with signatures associated with Alzheimer’s disease, depressive disorder, and intelligence^39^, and pathways involved in LTP and synaptic transmission being similarly affected^41^. Intriguingly, single-cell analysis from the hippocampal cells after LFP injury reveals a similar signature compared to our whole homogenate analysis^40^. We conclude that the synaptic changes in HF-HI mice are a key overlapping molecular event that is also observed in many different animal models of TBI and in the CTE brain, and we show that changes to these compartments can occur in the absence of activation of inflammation or cell death signatures.

A loss of hippocampal plasticity is a common event in TBI models of all severities^11,42–46^; however, the combination of pathologies that occur in TBI include neuron cell death, loss of axon integrity, reduced synapse number, and synaptic adaptation can all affect plasticity. Determining the exact role of individual pathologies in TBI-induced plasticity alterations is challenging. An in-depth study into the loss of LTP in the CA1 of LFP mice demonstrated that TBI completely inhibited the induction of LTP, and this was due to a reduction in the NMDA potentials^47^. This loss of LTP was accompanied by a shift in hippocampal excitability where the CA1 region had a decrease in the input/output curve, and an increase in the inhibitory postsynaptic current^48^. LFP is a more severe TBI model than our HF-HI model, and the decrease in LTP that occurs in HF-HI mice happens without changes to the input/output curve. This same phenotype (reduced LTP, no change to input/output curve) has also been reported in a single impact mTBI model^42^, suggesting that more discrete mechanisms are involved in the reduction in plasticity in mTBI models compared to severe TBI models.

To determine the role of NMDA and AMPA currents in the impaired LTP seen in HF-HI mice, we focused on the AMPA/NMDA ratio. The ratio of AMPA/NMDA is a surrogate that is used to bypass the variability that occurs in direct NMDA and AMPA synaptic-current measurements caused by the positioning of electrodes or the recruitment of synapses by each stimulus pulse^49^. The sustained decrease in the AMPA/NMDA ratio in HF-HI mice indicates that there is a shift in the relative number of AMPA receptors to NMDA receptors, and thus a decrease in the strength of excitatory synapses following head impact. There are a number of mechanisms that might drive this effect including an increase in the immediate early gene, *Arc*, which is involved in AMPA internalization from the synapse surface following NMDA receptor activation^50–52^, and we find a sustained increase in *Arc* mRNA at 24 h and 1 month post HF-HI. A second potential mechanism is through activation of NR2B containing NMDA receptors, such as those found at perisynaptic and extrasynaptic sites, which have the ability to reduce synaptic AMPA receptor expression^53^, with activation of extrasynaptic receptors via ambient glutamate also able to inhibit neuronal plasticity^54^.

Few studies have examined specific glutamatergic receptor properties after injury at the single-cell level. In those that do, the AMPA/NMDA ratio is the opposite of our findings, with the AMPA/NMDA ratio increased following repeated LFP injury^11^. This appears to primarily be due to a decrease in the NMDA receptor-mediated current^55^. Studies have reported a decrease in both NMDA- and AMPA-mediated currents^47^, and it is possible that this scenario is occurring in our mice with the reduction in AMPA being proportionally more than the reduction in the NMDA current. It should be noted that all the models used in the referenced studies come with excitotoxic neuronal cell loss and axonal injury, which would explain the reduction in NMDA receptors as a compensatory protective mechanism.

Hippocampal neurons are very susceptible to TBI, and neuronal excitability in CA1 neurons has previously been studied in both mild and moderate severe models of TBI. In contrast to our work, most groups report an increase in neuronal excitability following injury^56–62^, which we believe is related to the severity of the injury models used. In the controlled cortical impact model of severe TBI, we have previously shown that dendritic spine loss occurs rapidly after injury^63^. Other groups have examined the intrinsic properties of these CA1 neurons in the rat, and show that there is decreased excitability at 1 day post injury^62^, but increased excitability in the chronic phase^58^. Both groups focus on the sodium/potassium (Ih) currents as driving the changes in excitability^58,62^, demonstrating that the intrinsic properties of severe brain injury neurons fluctuate over time, but remain altered from sham neurons. Temporary decreases in layer V neuron excitability have also been reported in a central fluid percussion mouse model, but this decrease is only seen in axotomized neurons as compared to intact neurons which have increased excitability^61^. In LFP rats, there is an increase in excitability in dentate gyrus neurons that is lost over the course of a month; however, there remains a persistent decrease in threshold to induction of seizure-like electrical activity in the hippocampus after LFP^60^. In our study, we found that CA1 neuron excitability was decreased in HF-HI mice, which occurred alongside an increase in the approximate rheobase, and an increase in inwardly rectifying K^+^ channels. While this is different from existing reports in more severe TBI models, our data suggest that there is an acute change to K^+^ channels in the brain of HF-HI mice that occurs in response to mild head impact. Exposure to concussive injuries is associated with increases in extracellular potassium (K^+^) ion concentration, which can depolarize neurons and perpetuate ionic and neurotransmitter imbalances^64^. Elevated extracellular K^+^ can increase the conductance of inwardly rectifying K^+^ channels^65^. The activity of these channels is directly related to the intrinsic excitability of neurons^66–68^, Sustaining concussive head impacts within 24 h of one another can delay the recovery of cerebral metabolism^69^; however, several studies on concussive injuries have shown that increased K^+^ and subsequent metabolic dysfunction resulting from the activation of ion pumps to clear elevated extracellular K^+^ is very short-lived, and tends to resolve spontaneously after impact cessation^23,64^. In HF-HI mice, the inward rectifying K^+^ channels normalize and neuronal excitability returns to sham levels by 1 month post impact, supporting the theory that this abnormality is an acute event driven by a transient ionic imbalance caused by head impact.

Release of the excitatory neurotransmitter glutamate is a well-established event in severe models of TBI, with elevations in glutamate lasting for >60 min^70^. Mild concussive blows in rats also lead to the widespread release of glutamate, but it is a short-lived event of a lower magnitude that resolves within minutes of the impact^23,25^. High levels of extrasynaptic glutamate activate cell death pathways through extrasynaptic NMDA receptors^71^, but it is unknown how these receptors react to short-lived bursts of glutamate released by minor head impacts. As cell death does not occur in our model, we hypothesize that while glutamate is being released at a quantity where spillover can occur and activate perisynaptic and extrasynaptic receptors, the amount of glutamate release in HF-HI is not high enough or sustained enough to produce a neurotoxic environment. This is supported by our data showing that HF-HI does not impact the decay of extrasynaptic receptors or the percent normalized charge transfer of the extrasynaptic receptors, which would occur in an excitotoxic phenotype.

A precedent for glutamate-induced synaptic modifications in HF-HI may be found in preconditioning, where low-intensity stressors are used to convey downstream neuroprotection against a subsequent high-intensity stress. Preconditioning is an accepted concept in the fields of ischemia, hypoxia, and epilepsy^72,73^, and the mechanism of action of preconditioning varies from acute synaptic adaptation to changes in metabolism and the induction of a hibernation-like state^72–74^. Preconditioning for TBI has been previously hypothesized^75^, but all existing studies have used nonimpact preconditioning stimuli^76–79^. Mice preconditioned with a sublethal dose of NMDA are protected against hippocampal cell death and spatial learning deficits after TBI^80^. While we do not know if the synaptic adaptations in HF-HI mice are conveying neuroprotection, the transcriptome signature has similarities to existing preconditioning models. These changes may underlie the concept of acquired resilience in contact sports athletes, whose ability to absorb impacts to the head is thought to improve with exposure conditioning.

To demonstrate the mechanism by which synaptic adaptations occur in HF-HI mice, we conducted a proof-of-concept experiment to block the ability of glutamate to activate extrasynaptic NMDA receptors using the noncompetitive NMDA receptor antagonist, memantine. Memantine’s inhibitory profile depends on the likelihood of an NMDA receptor reaching a desensitized state^81,82^, which we envision is occurring in peri/extrasynaptic NMDA receptors exposed to elevated glutamate following head impact.

Memantine’s standard mechanism of action is as a neuroprotectant. In more severe animal models of TBI and mTBI, memantine spares hippocampal neurons after a single moderate/severe TBI^83^, and normalizes NR2B, LTP, APP, p-tau, and neuroinflammation abnormalities in a repeat weight drop model of TBI^46^. In our study, memantine is instead preventing the physiological shift in the synaptic transcriptome and in synaptic function. This results in normalization of the acute synaptic mRNA signature, and prevents the shift in the AMPA/NMDA ratio after HF-HI. More importantly, it prevents the downstream loss of cognitive function in HF-HI mice.

Based on our data, we propose the following synaptic adaptation model to explain cognitive impairments after HF-HI: head impacts cause the release of glutamate at the synaptic cleft, which results in the activation of synaptic and extrasynaptic NMDA receptors, transcriptome modification, and downstream adaptation of the postsynaptic density. Subsets of these transcriptomic and electrophysiological changes are maintained chronically, resulting in reduced synaptic plasticity and impaired learning and memory. We postulate that the synaptic remodeling that occurs in HF-HI mice is a preconditioning event designed to prevent glutamatergic overstimulation and neuronal cell death; however, these changes also lead to the development of chronic behavioral impairments. To our knowledge, this is the first work that shows that synaptic adaptation alone is sufficient to cause behavioral changes after head impacts in the absence of structural damage.

Our work uses multiple techniques to demonstrate that behavioral abnormalities after HF-HI are associated with physiological changes to brain synapses that occur independently of synapse loss or p-tau accumulation. Importantly, this does not preclude the formation of CTE pathology from occurring as an independently formed pathology. The CCs where our synaptic modifications occur are the same synaptic compartments that are lost in postmortem CTE brain. Such transcriptionally modified synapses provide a future target for the treatment of behavioral abnormalities in athletes exposed to HF-HI.

## Methods

### HF-HI model

All procedures were performed in accordance with protocols approved by the Georgetown University Animal Care and Use Committee. Six- to twelve-week-old male C57Bl/6J mice were housed 5 per cage under 12 h:12 h light:dark cycles, maintained at a temperate of 18–24 °C and 40–60% humidity. Mice were anesthetized with 3% isoflurane (1.5 L/min oxygen) for 120 s, placed in the injury device still on isoflurane, and impacted at 2.35 m/s with a 7.5 mm impact depth. The time from removal from the anesthesia chamber to initiation of impacts was 60 s. Five successive impacts were delivered. This procedure was conducted daily for 6 days, such that at the culmination of the injury period mice had received 30 impacts. Sham mice received identical handling and anesthesia but no impacts. Total anesthesia time per day is 3 min^14,84^.

### Memantine administration

Mice were randomly assigned in a blinded manner to receive either memantine (M9292, Sigma-Aldrich, St. Louis, MO) or saline, 1 h prior to head impact. Memantine was administered in saline intraperitoneally at 10 mg/kg in 10 mL/kg daily for the 6-day duration of the HF-HI protocol. Route of administration, safety, and efficacy of this dosing regimen in rodents have previously been reported^85,86^.

### Behavioral testing

To identify hippocampal-dependent learning and memory deficits, we used the Barnes maze, Morris Water maze, and T-maze^26,87,88^. The Barnes maze was conducted using a white plastic apparatus (San Diego Instruments) 0.914 m in diameter. The target hole was randomly selected, and four distal visual clues were used to enhance visuospatial learning and memory. The spatial acquisition phase consisted of two 180 s trials per day for 4 consecutive days. A probe trial was conducted 72 h following the acquisition phase. Mice were tracked using AnyMaze tracking system.

The Morris Water maze was conducted using a 1.2 m diameter pool (San Diego Instruments, San Diego, CA). Four distal visual clues were used to enhance visuospatial learning and memory, and a hidden platform (0.1 m in diameter) was submerged 10 mm below the water. The spatial acquisition phase consisted of two 90 s trials per day for 4 consecutive days. A probe trial was conducted at 72 h following the acquisition phase. The mice were tracked using AnyMaze tracking system. A visual probe trial was conducted at the end of the probe trial to confirm the visual and motor ability of the mice to complete the task.

We tested spontaneous alternation in HF-HI mice using a beige mouse T-maze (San Diego Instruments). Mice were placed in the start area and allowed to acclimatize for 30 s. Once the start door was opened, mice were allowed to ambulate up the starting arm and make a choice of the left or right arm. Once inside, the door to the arm was closed and the mouse was confined in the chosen arm for 30 s. Mice were then removed from the maze and returned to their cage while all doors were reset. The test was then repeated. This process was repeated three times on each mouse, with at least 1 h between each session. The number of times that the mice chose the novel arm during the second phase of the trial (spontaneous alternation) was recorded. All testing was performed and analyzed blind to condition.

### RNA isolation, cDNA synthesis, and RT-QPCR

RNA was extracted from brain tissue using TRIzol® reagent (15596026, Invitrogen). The concentration and purity of the RNA were assessed using a NanoDrop 1000 spectrophotometer (Thermo Scientific). One microgram of RNA was reverse transcribed into complementary DNA (cDNA) using a High-Capacity RNA-to-cDNA Reverse Transcription Kit (4368814, Applied Biosystems, Foster City, CA). The resulting cDNA was diluted 1:3 with diethylpyrocarbonate-treated H_2_O for use in RT-QPCR.

RT-QPCR was performed in triplicate in standard 384-well plates (4309849, Applied Biosystems) using the Prism 7900HT fast sequence detection system (Applied Biosystems). Taqman probes (Supplemental Methods) were analyzed under the following cycle conditions: 50 °C for 2 min, 95 °C for 20 s, (95 °C for 1 s, 60 °C for 20 s) with 40 cycles. SDS 2.4 software (Applied Biosystems) was used to generate threshold cycle (Ct) values, and fold change (FC) in mRNA expression was calculated using the ΔΔCt method (2^−ΔΔCt^)^89,90^.

### RNA-seq and analysis

RNA was extracted from cortex and hippocampal brain tissue and RNA quality was assessed using an Agilent 2100 Bioanalyzer RNA 6000 Nano Chip (Agilent). cDNA libraries were prepared from ~1 μg total RNA using the TruSeq-Stranded Total RNA Sample Preparation Kit (Illumina, cat. no. RS-122-2301) with Ribo-Zero gold ribosomal RNA beads as per the manufacturer’s protocol. Prior to sequencing, cDNA libraries were quantified by digital droplet PCR using a ddPCR Library Quantification Kit (1863040, Bio-Rad). Libraries were multiplexed with six samples per pool and 7 pM of each library was hybridized to an eight-lane flowcell following cluster generation using an Illumina cluster station. Libraries were then sequenced on an Illumina Hi-Seq sequencer using Hiseq v4 chemistry, generating 100 bp paired-end reads.

RNA-seq reads were aligned to the mouse reference genome (mm10) using STAR^91^ and expression counts per transcript quantified using eXpress^92^. From the raw counts per transcript, we used DESEQ2^93^ to normalize data and estimate differential expression between groups, and generate datasets containing contrasts for HF-HI treatment compared to sham. Briefly, from raw counts our DESeq2 pipeline estimated size factors (to account for differences in library depth) and gene-wise dispersions before shrinking these estimates to generate an accurate dispersion to model the counts. Then, we fit the negative binomial model for differential expression testing to generate contrasts per region and Log 2 FCs (LFCs) for each sample group, before performing hypothesis testing using the Wald test. To improve power detection, outliers of genes whose mean of normalized counts was below the default threshold were removed using Cook’s distance cutoffs. To determine significance, the Wald test takes the LFCs and divides it by its standard error, resulting in a *z*-statistic. This *z*-statistic is then compared to a standard normal distribution, in order to compute a *P* value for each specific gene. To correct for multiple testing and control the FDR, the Benjamini–Hochberg (BH) algorithm was used set to a threshold of 0.1.

Following DESeq2 analysis and generation of variance stabilized contrasts with LFC data, pca, volcano, and dot plots were generated from datasets using ggplot2 and enhanced volcano plot packages [https://github.com/kevinblighe/EnhancedVolcano]. Heatmaps were generated using the pheatmap R package [https://github.com/raivokolde/pheatmap] and Morpheus software. The GWAS Catalog was used to find genes associated with neurodegenerative or cognitive/behavioral traits, and the circos plot including these data was generated using the circlize R package.

For memantine studies, RNA-seq experiments were carried out with the raw counts per transcript normalized using DESEQ2 protocols. For these analyses, interaction terms were added to the design formula such that the two factors of treatment and injury were considered before DESeq2 analysis was performed. Differential expression between groups was analyzed with the model design: Transcript Expression ~ group (Condition × Treatment), where group represents the combined experimental variables of injury and drug. We generated a table containing contrasts for all levels of group, that is, for each treatment in each condition, and then filtered out any genes that showed significant (*P* < 0.05) differential expression using the DESeq2 pipeline.

Furthermore, we performed updated in-depth analysis on European Nucleotide Archive database (ERP015139) deposited data of an RNA-seq dataset from a human transcriptomic study of six late-stage postmortem CTE brains^22^. Evaluation of Gene Ontology term enrichments for both HF-HI and CTE studies was performed using gProfileR within R. Protein interaction networks were acquired from the gProfiler database and visualized using Cytoscape^94^. RNA-seq data that support the findings of this study have been deposited in GEO with the accession code GSE165760.

### Golgi staining and dendritic spine counts

Golgi staining was performed on hippocampal sections using the FD Rapid Golgi Stain Kit (FD NeuroTechnologies, Ellicott City, MD)^14,63^. Bright-field microscopy images of neurons in the CA1, dentate gyrus, and layer II/III of the cortex were captured by a person blinded to the treatment group, and the number of dendritic spines on apical oblique (AO) or basal shaft (BS) dendrites were quantified. We imaged spines in a 20 μM section of the primary AO dendrites between 30 and 100 μM away from the apical dendrite. Slides and resultant images were coded, and dendritic spines were counted by a blinded rater using the Image J software.

### Long-term potentiation

Using a Vibratome 3000 Plus (Vibratome, St. Louis, MO), horizontal hippocampal sections (350 µm) were sliced in cutting solution (Supplemental Methods) before slices were incubated for 2 h in artificial cerebrospinal fluid (aCSF) with constant saturation in 95% O_2_ and 5% CO_2_. Recordings were performed while slices were maintained in aCSF with 95% O_2_ and 5% CO_2_. A unipolar stimulating electrode was placed in the stratum pyramidale layer of hippocampal CA3, and a borosilicate glass electrode filled with 0.9% NaCl internal solution was placed in the stratum radiatum layer of CA1 to record field excitatory postsynaptic potentials. A stimulus input/output curve was generated by exposing the slice to a randomized series of stimulations (10 pulses total for 1 s each, with a 10-s interstimulus interval) that ranged from below the identified threshold to the stimulation that evokes the maximum response and the data were normalized to this maximum response. Using the stimulus that elicited 1/3 of the maximum response, a baseline was recorded for 5 min (10 stimulations total, at 1 s each with a 30-s interstimulus interval). The same stimulus was used in a high-frequency stimulation paradigm to elicit LTP, whereby four tetanic trains were delivered at 100 Hz, 1 s each, with an interstimulus interval of 10 s. Thirty seconds after the tetanic pulses were delivered, LTP was recorded for 1 h, during which stimulation occurred every 30 s (for 1 s) using the same stimulus^95^. Two slices per animals were recorded each day, and their data were normalized between days for comparison.

### Whole-cell patch-clamp recordings

Twenty-four hours after the last day of impacts, mice were transcardially perfused with ice-cold *N*-methyl d-glucamine (NMDG) solution^96^, before brains extracted and hippocampus sectioned horizontally (300 µm) in ice-cold NMDG bubbled constantly with 95% O_2_ and 5% CO_2_. Hemisected slices were then incubated for 12 min each in 32 °C NMDG solution bubbled constantly with 95% O_2_ and 5% CO_2_. Individual slices were subsequently left in incubation solution (Supplemental Methods) at room temperature (22–24 °C) for ~4 h prior to recording.

Recordings were done using a constant perfusion (2–3 ml/min) of aCSF2 solution (Supplemental Methods). To record mEPSCs, as well as hyperpolarizing and depolarizing current-clamp recordings from CA1 pyramidal cells, a potassium gluconate (kgluc) internal solution was used (Supplemental Methods). For current-clamp experiments, the current required to hold the cell at ~−70 mV was determined, and then current injections were performed from there. Measurements of intrinsic properties and the action potential firing were made using the voltage responses to hyperpolarizing and depolarizing current injections (delivered at 20 pA steps for a duration of 400 ms per step). Firing rates in response to depolarizing current injections for each group were determined based on the average action potential firing at each depolarizing step. The rectification was measured from the peak of the voltage response to the hyperpolarizing current injection, and the Ih sag current was extrapolated from the end of the voltage response to the hyperpolarizing current injection. Paired-pulse ratio recordings were performed with kgluc internal solution. To study the paired-pulse ratio, stimulation was delivered ~300 µm from the CA1 pyramidal cells in the stratum radiatum layer (to stimulate Schaffer collateral afferents) using a tungsten bipolar-stimulating electrode (Microprobes for Life Sciences Inc., Gaithersburg, MD). A stimulus that elicited a moderate response was identified, and two pulses were delivered in rapid succession (50 ms apart), while 25 µM BMR was being delivered via y-tube^97–99^. Ten recordings per cell with the stimulus administration were made, and the average ratio of the second pulse to the first pulse was calculated for both groups. Recordings of mEPSC were performed on cells during voltage clamp (at −70 mV), while 1 µM TTX and 25 µM BMR were administered via y-tube to block sodium channels and GABA-mediated inhibitory currents (respectively)^100,101^. For mEPSC amplitude and frequency analyses, templates were made of stereotypical mEPSC events from a subset of cells in each group using the Clampfit 10.7 software (Molecular Devices LLC, Sunnyvale, CA). These templates were then used to automatically identify and measure the amplitude of each mEPSC for all recordings, and then validated with manual evaluation. For frequency, the total number of events within the same 2-min period for each cell were identified using the template, and then the same interval was manually evaluated to confirm the number of mEPSCs. To examine the distribution of mEPSCs, the cumulative distribution function of all events was computed for each cell and averaged across all cells in a group.

Recordings aimed at measuring excitatory input to the CA1 pyramidal cells were performed using a cesium methanesulfonate internal solution^102^. Stimulation was delivered ~300 µm from the CA1 pyramidal cells in the stratum radiatum layer (to stimulate Schaffer collateral afferents) using a tungsten bipolar-stimulating electrode. To assess the AMPA/NMDA ratio, stimulation occurred at an intensity that would evoke EPSCs between 100 and 400 pA in amplitude. First, cells were clamped at −70 mV to estimate the AMPA-mediated currents generated, and the peak amplitudes were recorded. Then, using the same stimulus intensity, the cells were clamped at +40 mV, and the peak amplitude of the current response 60 ms after the stimulus artifact was recorded in order to estimate only the NMDA-mediated contribution. To confirm that the NMDA response was measured at the appropriate time following the stimulus artifact, a subset of cells from both groups was exposed to 5 μM NBQX administered via y-tube in order to eliminate any AMPA-mediated current and isolate the NMDA current. The ratio of the AMPA response to the NMDA response for both the sham and HF-HI groups was then calculated.

To assess the extrasynaptic receptor-mediated contribution to the EPSC, stimulation was delivered ~300 µm from the CA1 pyramidal cells in the stratum radiatum layer (to stimulate Schaffer collateral afferents) using a tungsten bipolar-stimulating electrode. Single stimulations (one every 20 s) were given to elicit a response between 100 and 400 pA at a holding potential of 40 mV (to record NMDA-mediated EPSCs). Then, a high-frequency stimulation was performed (seven stimulations at 200 Hz) to generate glutamatergic “spillover” out of the synapse and engage the extrasynaptic NMDA receptor-mediated response. The decay of the NMDA EPSC was calculated using a double exponential fitting (selected to minimize error). The equation for the double exponential was $$f(t)={\sum}_{i=1}^{n} {A}_{i} {e}^{{-} t / {\tau }_{i}}+C$$, where *C* was fixed at 0. The values obtained from the double exponential equation (A1, A2, tau1, and tau2) were used to calculated the weighted tau (*τ*_w_), where *τ*_w_ = tau1*(A1/(A1 + A2)) + tau2*(A2/(A1 + A2)). The percent charge transfer (%*Q*) from extrasynaptic NMDA receptors as compared to synaptic NMDA responses to single stimulations were measured for both sham and HF-HI groups. The %*Q* was calculated by dividing the area under the curve of the extrasynaptic/perisynaptic response by the area under the curve of the response to the single stimulation (both normalized to their own mean amplitude of the peak of the response). Tonic NMDA current was measured in response to stimulations at 40 mV holding potential by subtracting the value of the leak current prior to the addition of (R)-CPP from the value of the leak current after the addition of (R)-CPP. To confirm that the NMDA response was measured at the appropriate time following the stimulus artifact for each of these experiments, a subset of cells from both groups was exposed to 5 μM NBQX administered via y-tube in order to eliminate any AMPA-mediated current and isolate the NMDA current^103^.

Recording electrodes made from borosilicate glass were pulled using a vertical heating puller (PP-83, Narishige, Tokyo, Japan). Only those with 3–5 mΩ tip resistance were used for whole-cell recordings. For local field potential recordings, a 1 mΩ tip resistance was used. Patch-clamp recordings were performed using a MultiClamp 700B amplifier, with signals being filtered using a low-pass (2 kHz) filter and sampled at 5 kHz. The signals were acquired using a Digidata 1440A (Molecular Devices, Sunnyvale, CA) on a Dell Optiplex 990 PC.

Electrophysiology data analysis was performed using threshold detection software (Clampfit v10.7, Molecular Devices LLC, Sunnyvale, CA). For local field potential recordings, the stimulus threshold was examined to make sure that the threshold for response of slices varied no >0.1 mA. For all whole-cell patch-clamp experiments, access resistance was monitored for each cell such that they were excluded if a change >20% was observed.

### Statistics and reproducibility

All data are presented as mean ± SEM. Statistical testing for RNA-seq experiments is discussed in the relevant methods section. All other data were analyzed using GraphPad Prism software (version 8.0). Datasets comparing only two groups were analyzed using unpaired, two-tailed *t* tests. Datasets with more than two groups were analyzed using either one-way ANOVA with Bonferroni post hoc test for single-factor designs, a two-way ANOVA with Bonferroni multiple comparison’s post hoc test for two-factor designs, a two-way ANOVA with repeated measures with Bonferroni multiple comparison’s post hoc test for two-factor designs with repeated measures from the same subjects. The criteria for statistical significance was preset at *P* < 0.05 for all experiments. The following data in the manuscript were successfully repeated one time with independent cohorts: Barnes maze, Water Maze, T-maze, and mouse RNA-seq. The key-finding data elements (24 h transcriptome data, behavior, and the AMPA/NMDA ratio data) were also successfully replicated in the memantine study, and that data are included in this manuscript.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

RNA-seq data supporting the findings of this study are deposited in GEO (accession code GSE165760). The statistical analysis for all figures is provided with the paper in Microsoft Excel format. Human CTE RNA-seq data were extracted from the European Nucleotide Archive database (ERP015139) Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: High-frequency head impact causes chronic synaptic adaptation and long-term cognitive impairment in mice
**Source:** Nat Commun. 2021 May 10;12:2613. doi: 10.1038/s41467-021-22744-6

# High-frequency head impact causes chronic synaptic adaptation and long-term cognitive impairment in mice

Stephanie S. Sloley,<sup>§</sup> Bevan S. Main,<sup>§</sup> Charisse N. Winston, Alex C. Harvey, Alice Kaganovich, Holly T. Korthas, Adam P. Caccavano, David N. Zapple, Jian-young Wu, John G. Partridge,<sup>§</sup> Mark R. Cookson,<sup>§</sup> Stefano Vicini,<sup>§</sup> and Mark P. Burns<sup>§</sup>

§, § = contributed equally

## **SUPPLEMENTAL INFORMATION**

### **Supplemental Methods:**

#### **Western Blot**

Western blot analysis performed as previously described.<sup>1</sup> Briefly, tissue was homogenized in RIPA buffer (Pierce, #89900) containing protease and phosphatase inhibitors (Pierce, #88668). 20µg of protein was added to Laemmli sample buffer (1610737, BioRad, Hercules, CA) containing 5% v/v β-mercaptoethanol (1610710, BioRad) and heated to 95°C for 5 minutes. Proteins were separated via SDS-PAGE gel electrophoresis, before transfer to nitrocellulose membranes. Primary antibodies (Key Resources) were added to 2% w/v skim milk/TBS-T and applied to membranes for overnight incubation at 4°C. HRP-conjugated goat anti-rabbit or goat anti-mouse secondary antibodies (Jackson ImmunoResearch, Westgrove, PA, 1:1000 in 2% w/v skim milk powder in PBS-T) were used before detection with SuperSignal West Pico Chemmiluminescent Substrate (34080, ThermoFisher, Waltham, MA). Visualization of chemiluminescent signal was done with Amersham 600 imaging machine (GE healthcare, Chicago, IL). Raw pixel intensity of bands from the blots were quantified using Image J software densitometry plugins (Version 1.47, NIH, Bethesda, MD). Full scans of key blots are available in the source data file.

#### **Immunohistochemistry and quantitative analysis.**

4% paraformaldehyde fixed brain slices (20 µm) sections were incubated in 0.3% H<sub>2</sub>O<sub>2</sub> and blocked with 3% normal goat serum in PBS with 0.25% Triton X-100 before incubation with primary antibodies (see table below) in PBS, 0.25% Triton X-100 and 1% normal goat serum. Biotinylated goat anti-rabbit or anti-mouse secondary antibodies (1:2000, Vector laboratories, Burlingame, CA; catalog number BA-100) in a 0.25% Triton X-100 and PBS solution followed by Vectastain avidin/biotinylated enzyme complex kit (1:400, Vector Laboratories; catalog number PK-6100) and a 3, 3'-diaminobenzidine (Sigma-Aldrich, St. Louis, MO) to visualize the primary antibodies.

For quantitative analysis of immunolabeled sections, we implemented unbiased standardized

sampling techniques to measure tissue areas corresponding to the hippocampus, corpus callosum, and optic tract as previously described.<sup>2</sup> To quantify the number and area of Iba-1 and CD68 positive cells, an average of five single plane sections from the lesion epicenter (–1.34 to – 2.30 mm from bregma) were analyzed for each animal for the hippocampus and corpus callosum, and three single plane sections for optic tract. Data is presented as the mean number of cells per mm<sup>2</sup>. For proportional area measurements, the magnitude of the individual reaction for microglial and astroglial cells was reported as the proportional area of tissue occupied by immunohistochemical stained cellular profiles within a defined target area. Microscope images were transferred to ImageJ software, for inversion and thresholding, and densitometric analysis was performed as previously described.<sup>3,4</sup> The thresholding function is used to set a black and white threshold corresponding to the imaged field, with the averaged background subtracted out. Once a threshold is set, the “Analyze Particles” function can be used to sum up the total area of positive staining, and to calculate the fraction of the total area that is positive for the stain. Data are shown as the percentage of Iba-1 or CD68 positive immunoreactivity per the total area studied.

## **ELISA**

A $\beta$ <sub>40</sub> measurements were conducted on cortical and hippocampal brain regions as previously described.<sup>5,6</sup> Brain regions were homogenized in 0.4% diethylamine (sigma #471216) in a 250mM sucrose, 20mM Tris, 1mM EDTA and 1mMEGTA buffer. Concentration of endogenous mouse A $\beta$ <sub>40</sub> were detected using an ELISA (Invitrogen #KMB3481). For cytokine assessment, cortical and hippocampal brain regions were isolated before homogenization in RIPA buffer (Pierce, #89900) containing protease and phosphatase inhibitors (Pierce, #88668). IL-1 $\beta$  (R&D Systems, #DY401) and TNF $\alpha$  (R&D Systems, #DY410) cytokine ELISAs were performed according to manufacturer's instructions.

**Supplementary Methods Table 1. List of TAQMAN gene expression assays used in RT-QPCR**

| <b>Gene Name</b> | <b>Product Number</b> | <b>RefSeq</b>  | <b>Amplicon length (bp)</b> |
|------------------|-----------------------|----------------|-----------------------------|
| Arc              | Mm00479619_g1         | NM_018790.3    | 71                          |
| Shank2           | Mm01163731_m1         | NM_001081370.2 | 71                          |
| Ppp3r1           | Mm01187904_m1         | NM_024459.2    | 97                          |
| Shank3           | Mm00498775_m1         | NM_021423.3    | 76                          |
| Dlgap4           | Mm00525149_m1         | NM_001042487.1 | 87                          |
| Gapdh            | Mm99999915_g1         | NM_001289726.1 | 107                         |
| Ubc              | Mm02525934_g1         | NM_019639.4    | 176                         |
| Rn18s            | Mm03928990_g1         | NR_003278.3    | 61                          |
| Bsn              | Mm00464452_m1         | NM_007567.2    | 74                          |
| Cacnb3           | Mm00432244_m1         | NM_001044741.2 | 119                         |
| Camk2a           | Mm00437967_m1         | NM_001286809.1 | 83                          |
| Brsk1            | Mm01328475_m1         | NM_001003920.3 | 57                          |
| Ppp1r9b          | Mm00552071_m1         | NM_172261.3    | 107                         |
| Slc17a1          | Mm00436577_m1         | NM_001170638.1 | 113                         |
| Slc17a7          | Mm00812886_m1         | NM_182993.2    | 55                          |
| Camta2           | Mm00626346_m1         | NM_001190376.1 | 75                          |

**Supplementary Methods Table 2. List of antibodies used for Western and immunohistochemistry**

| Antibody                        | Supplier               | Secondary       | Dilution |
|---------------------------------|------------------------|-----------------|----------|
| Phospho-Tau (Ser199, Ser202)    | Invitrogen (44-768G)   | Anti-Rabbit HRP | 1:1000   |
| Phospho-Tau (Ser396)(PHF13)     | Cell Signaling (9632)  | Anti-Mouse HRP  | 1:1000   |
| Phospho-Tau (Ser416)(D7U2P)     | Cell Signaling (15013) | Anti-Rabbit HRP | 1:1000   |
| $\beta$ -Actin                  | Sigma-Aldrich (A5441)  | Anti-Mouse HRP  | 1:5000   |
| Amyloid precursor protein (APP) | Invitrogen (36-6900)   | Anti-Rabbit HRP | 1:1000   |
| Iba1                            | Wako (019-19741)       | Anti-Rabbit HRP | 1:1000   |
| CD68                            | Serotec (MCA1957T)     | Anti-mouse HRP  | 1:1000   |

**Supplementary Methods Table 3- Electrophysiology solutions**

| Name                                             | Components (mM)                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|--------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sucrose cutting solution                         | containing: 3 KCl, 1.25 NaH <sub>2</sub> PO <sub>4</sub> , 26 NaHCO <sub>3</sub> , 2 MgSO <sub>4</sub> , 2 CaCl <sub>2</sub> , 10 dextrose and 252 sucrose.                                                                                                                                                                                                                                                                                                          |
| Artificial Cerebrospinal Fluid (aCSF)            | 132 NaCl, 26 NaHCO <sub>3</sub> , 3 KCl, 1.25 NaH <sub>2</sub> PO <sub>4</sub> , 2 MgSO <sub>4</sub> , 2 CaCl <sub>2</sub> and 10 dextrose) with constant saturation in 95% O <sub>2</sub> and 5% CO <sub>2</sub> .                                                                                                                                                                                                                                                  |
| N-methyl D-glucamine (NMDG) solution             | 93 NMDG, 2.5 KCl, 1.2 NaH <sub>2</sub> PO <sub>4</sub> , 30 NaHCO <sub>3</sub> , 20 HEPES, 25 dextrose, 10 sucrose, 5 ascorbic acid, 2 thiourea, 3 sodium pyruvate, 5 N-acetyl-L-cysteine (NAC), 10 MgSO <sub>4</sub> 7H <sub>2</sub> O, and 0.5 CaCl <sub>2</sub> 2H <sub>2</sub> O. The solution was brought to a pH of 7.3- 7.4, and an osmolarity of 300-310 mOsm, and was bubbled with 95% O <sub>2</sub> and 5% CO <sub>2</sub> 30 minutes prior to perfusion. |
| Incubation solution                              | 92 NaCl, 2.5 KCl, 1.2 NaH <sub>2</sub> PO <sub>4</sub> , 30 NaHCO <sub>3</sub> , 20 HEPES, 25 dextrose, 5 ascorbic acid, 2 thiourea, 3 sodium pyruvate 5 NAC, 2 MgSO <sub>4</sub> 7H <sub>2</sub> O, and 2 CaCl <sub>2</sub> 2H <sub>2</sub> O. The solution had a pH of 7.3-7.4 and an osmolarity of 300-310 mOsm/kg, and was constantly bubbled with 95% O <sub>2</sub> and 5% CO <sub>2</sub> .                                                                   |
| aCSF2                                            | 124 NaCl, 4.5 KCl, 1 MgCl <sub>2</sub> 2H <sub>2</sub> O, 1.2 NaH <sub>2</sub> PO <sub>4</sub> , 10 dextrose, 26 NaHCO <sub>3</sub> , and 2 CaCl <sub>2</sub> (pH 7.4, bubbled constantly with 95% O <sub>2</sub> and 5% CO <sub>2</sub> ).                                                                                                                                                                                                                          |
| potassium gluconate (kgluc) internal solution    | 145 potassium gluconate, 10 HEPES, 5 EGTA, 5 ATP·Mg 0.2 GTP·Na, osmolarity 305 mOsm, adjusted to pH 7.20.                                                                                                                                                                                                                                                                                                                                                            |
| Cesium Methanesulfonate (CsMe) internal solution | 120 cesium methanesulfonate, 5 NaCl, 10 tetraethylammonium chloride, 10 HEPES, 4 QX314, 1.1 EGTA, 5 MgATP, and 0.2 NaGTP, osmolarity 305 mOsm, with a pH adjusted to 7.25 using CsOH.                                                                                                                                                                                                                                                                                |

## Supplemental Method References

- 1 Main, B. S. *et al.* Apolipoprotein E4 impairs spontaneous blood brain barrier repair following traumatic brain injury. *Molecular neurodegeneration* **13**, 17, doi:10.1186/s13024-018-0249-5 (2018).
- 2 Villapol, S., Loane, D. J. & Burns, M. P. Sexual dimorphism in the inflammatory response to traumatic brain injury. *Glia* **65**, 1423-1438, doi:10.1002/glia.23171 (2017).
- 3 Villapol, S., Balarezo, M. G., Affram, K., Saavedra, J. M. & Symes, A. J. Neurorestoration after traumatic brain injury through angiotensin II receptor blockage. *Brain* **138**, 3299-3315, doi:10.1093/brain/awv172 (2015).
- 4 Villapol, S., Byrnes, K. R. & Symes, A. J. Temporal dynamics of cerebral blood flow, cortical damage, apoptosis, astrocyte-vasculature interaction and astrogliosis in the pericontusional region after traumatic brain injury. *Front Neurol* **5**, 82, doi:10.3389/fneur.2014.00082 (2014).
- 5 Washington, P. M., Morffy, N., Parsadanian, M., Zapple, D. N. & Burns, M. P. Experimental traumatic brain injury induces rapid aggregation and oligomerization of amyloid-beta in an Alzheimer's disease mouse model. *J Neurotrauma* **31**, 125-134, doi:10.1089/neu.2013.3017 (2014).
- 6 Loane, D. J. *et al.* Amyloid precursor protein secretases as therapeutic targets for traumatic brain injury. *Nat. Med.* **15**, 377-379 (2009).

**Supplemental Figure 1. Cortical transcriptomic signature 24h after HF-HI.**

**(A)** Schematic outlining RNA-seq analysis of cortical responses following HF-HI procedure. **(B)** Heatmap showing levels of all significantly altered genes ( $p < 0.05$ ) in cortex as identified by RNA-seq. Color scale bar values represent Z-value (normalized standard deviations from the mean) for expression relative to the overall mean expression. **(C)** Functional enrichment of differentially expressed genes in HF-HI mice using gene sets from gene ontology (GO) displaying cellular components (CC) and biological processes (BP). **(D)** Heat map displaying differentiated genes in neuron part (CC) and glutamatergic synapse KEGG categories. Each gene is colored by Z-value for expression relative to the overall mean expression for that gene. Individual samples listed below each heat map. **(E)** RT-QPCR validation of key synaptic signaling genes in the cortex. Data shown as mean  $\pm$  SEM., Sham  $n=10$ , HF-HI  $n=11$ ; unpaired, two-tailed t-test. **(F)** RT-QPCR quantification of key synaptic genes in the hippocampus. Data shown as mean  $\pm$  SEM. Sham  $n=10$ , HF-HI  $n=11$ ; unpaired, two-tailed t-test.

**Supplemental Figure 2. Transcriptomic network analysis 24h after HF-HI.**

Map of significantly represented pathways altered by HF-HI, generated using the enrichment map Cytoscape plug-in. Network analysis performed using false discovery rate (FDR) correction. BP, CC and KEGG networks are depicted for each gene set. Node size corresponds to the number of genes in each ontology term. Only terms ranging between 10 and 3000 were included in this analysis. Node color corresponds to which gene set each enrichment is derived from. Edges signify significant overlap between terms using a cutoff of 0.5 similarity coefficient, darker edges indicate greater overlap between terms.

**Supplemental Figure 3. HF-HI does not induce neuroinflammation at 24h or 1m post injury**

**(A)** Immunohistochemical analysis of Iba1 and CD68 in sham and HF-HI mouse brains at 1d and 1m post-impact. Iba1 and CD68 staining showed no evidence of changes to microglia/macrophage number or morphology in the cortex, hippocampus or corpus callosum at either timepoint. There was

a strong accumulation of both Iba1 and CD68 positive microglia/macrophages in the optic tract in the optic tract of HF-HI mice at both timepoints (sham 24h n = 4, HF-HI 24h n= 8, sham 1m n = 4, HF-HI 1m n = 5). **(B-C)** Region specific protein analysis of inflammatory cytokines IL1- $\beta$  and TNF- $\alpha$  reveals no difference between sham and HF-HI groups in cortex or hippocampus at 24h (n = 4) or 1m post injury (n = 6). **(D)** RT-QPCR analysis shows no change in cortical Iba1 (*Aif1*) or *Gfap* mRNA expression between sham and HF-HI mice at 1m post injury (n = 6 per group). Data shown as mean +/- SEM.

**Supplemental Figure 4. HF-HI does not cause accumulation of APP, phosphorylated tau or A $\beta$**

**(A-B)** Representative Western blots and densitometry for APP and p-tau epitopes Ser199/202, Ser416, and Ser396 in C57Bl/6 mouse cortex (Ctx) and hippocampus (Hpc) at 24h post HF-HI. P-tau signal was normalized to  $\beta$ -actin. HF-HI caused no change in endogenous tau phosphorylation at any of the quantified epitopes (Sham n=7, HF-HI n=8). Quantification of A $\beta_{40}$  from DEA-soluble cortical and hippocampal brain homogenates at **(C)** 1d and **(D)** 1m show that HF-HI had no effect on A $\beta_{40}$  accumulation. (1d Sham n=7, HF-HI n=8, 1m n=6/group). **(E-F)** Representative Western blots and densitometry for APP and p-tau epitopes Ser199/202, Ser416, and Ser396 in C57Bl/6 mouse cortex (Ctx) and hippocampus (Hpc) at 1m post HF-HI. P-tau signal was normalized to  $\beta$ -actin. HF-HI caused no change in endogenous tau phosphorylation at any of the quantified epitopes (n=6/group). Data shown as mean +/- SEM.

**Supplemental Figure 5. HFHI does not alter spine density in multiple brain regions, or the percent charge transfer of CA1 neurons.**

**(A)** Dendritic spine analysis from the apical oblique dendrites of Layer II/III cortical neurons show that there was no effect of HF-HI on spine density. Data shown as the number of spines per 20 $\mu$ m neuron segment (n = 182 sham and 184 HF-HI neurons from 15 mice per group). **(B)** Dendritic spine analysis from the basal shaft dendrites of Layer II/III cortical neurons show that there was no effect of HF-HI on

spine density. Data shown as the number of spines per 20µm neuron segment (n = 60 sham and 58 HF-HI neurons from 5 mice per group). **(C)** Dendritic spine analysis from the dentate gyrus hippocampal neurons show that there was no effect of HF-HI on spine density. Data shown as the number of spines per 20µm neuron segment (n = 50 per group from 5 mice per group). Comparisons of the average spine counts per animal was also unchanged between groups (not shown). **(D)** The ratio of the weighted tau (decay) of the extrasynaptic component (slow NMDA EPSC) to the synaptic (NMDA EPSC) component is not significantly different between both groups at 24h (n = 12 per group, 1 cell/animal). **(E)** Normalized percent charge transfer (%Q) is not significantly different between sham and HF-HI slices at 24h (n = 14 sham, n = 13 HF-HI, 1 cell/animal). **(F)** Input resistance was not significantly different for sham and HF-HI groups at 24 hours (n = 8 per group, 1 CA1 cell/mouse). **(G)** Capacitance, measured from the hyperpolarizing current clamp at 24 hours is not significantly different between sham and HF-HI cells (n = 8 per group, 1 CA1 cell/mouse). **(H)** Input resistance was not significantly different for sham and HF-HI groups at 1 month (n = 8 per group, 1 CA1 cell/mouse). **(I)** Capacitance, measured from the hyperpolarizing current clamp is not significantly different between sham and HF-HI cells and 1 month (n = 8 per group, 1 CA1 cell/mouse). Data shown as mean +/- SEM.

**Supplemental Figure 6. Cortical transcriptomic signature 1m after HF-HI in wildtype mice and transcriptomic alterations induced by memantine pretreatment.**

**(A)** Heatmap displaying the top 10 most significantly upregulated and downregulated genes in terms of Log2 fold change identified by RNA-seq. Heatmap of the Log2 fold change of the top 15 most significantly upregulated and downregulated genes in the Glutamatergic Synapse (CC) gene ontology category. **(B)** Functional enrichment of differentially expressed genes in HF-HI mice using gene sets from gene ontology (GO) displaying cellular components (CC) and biological processes (BP). **(C)** Heat map displaying the top 20 up and down regulated genes in the synapse (CC) category. Each gene is colored by Z (normalized standard deviations from the mean) for expression relative to the overall mean expression for that gene. Individual samples listed below each heat map. **(D)** Directionality dotplot of

saline and memantine treated HF-HI groups, obtained by functional enrichment of significantly differentially expressed genes using gene sets from Gene Ontology (GO) displaying biological processes (BP). **(E)** Heat map displaying all significantly differentiated learning or memory and **(F)** synaptic signaling biological process (BP) genes in saline and memantine treated mice. Color scale bar values represent Z-value (normalized standard deviations from the mean) for expression relative to the overall mean expression.

**Supplemental Figure 7. Altered synaptic signatures are prominent features in post-mortem CTE brains and HF-HI mice.**

Venn diagram demonstrating overlap of differentially expressed **(A)** biological process and **(B)** cellular component genes as identified by gene ontology functional enrichment of human CTE neuronal WGNCA clusters and mouse HF-HI transcripts. The top 12 overlapping pathways for both categories listed. **(C)** Heat map displaying the top differentiated genes in synaptic signaling BP categories. Hierarchical clustering shows separation by condition (CTE) v controls. Color scale bar values represent Z-value (normalized standard deviations from the mean) for expression relative to the overall mean expression. **(D)** Venn diagram demonstrating overlap of synaptic signaling (BP) genes in human CTE neuronal WGNCA clusters and mouse HF-HI transcripts. The 19 overlapping significantly changed genes listed.

**Supplemental Figure 8. Post mortem human CTE transcriptomic network analysis.**

Map of the most highly represented pathways changed by condition, generated using the enrichment map Cytoscape plug-in. Network analysis was performed using a false discovery rate (FDR) correction. BP, CC and KEGG are depicted for each gene set. Node size corresponds to the number of genes in each ontology term. Node color corresponds to which gene set each enrichment is derived from. Edges signify significant overlap between terms using a cutoff of 0.5 similarity coefficient, thicker edges indicate greater overlap between terms.

Supplemental Figure 1-Sloley & Main et al.

A

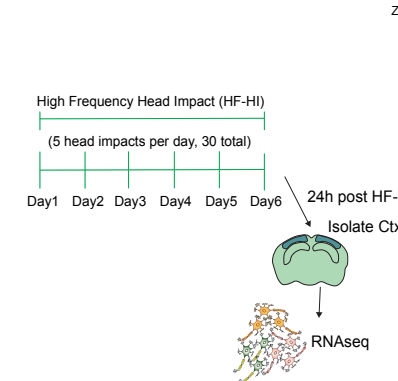

B

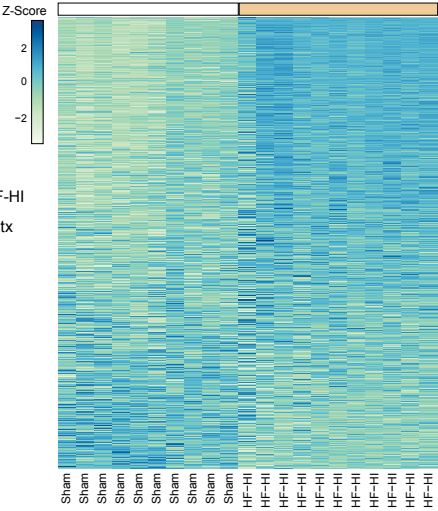

C

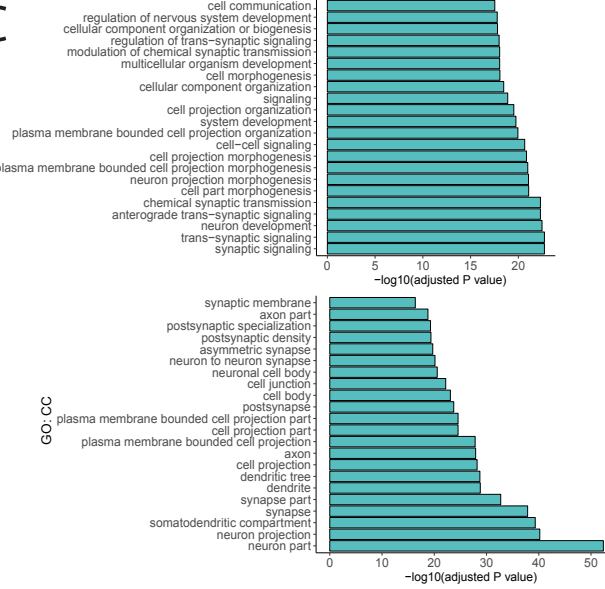

D

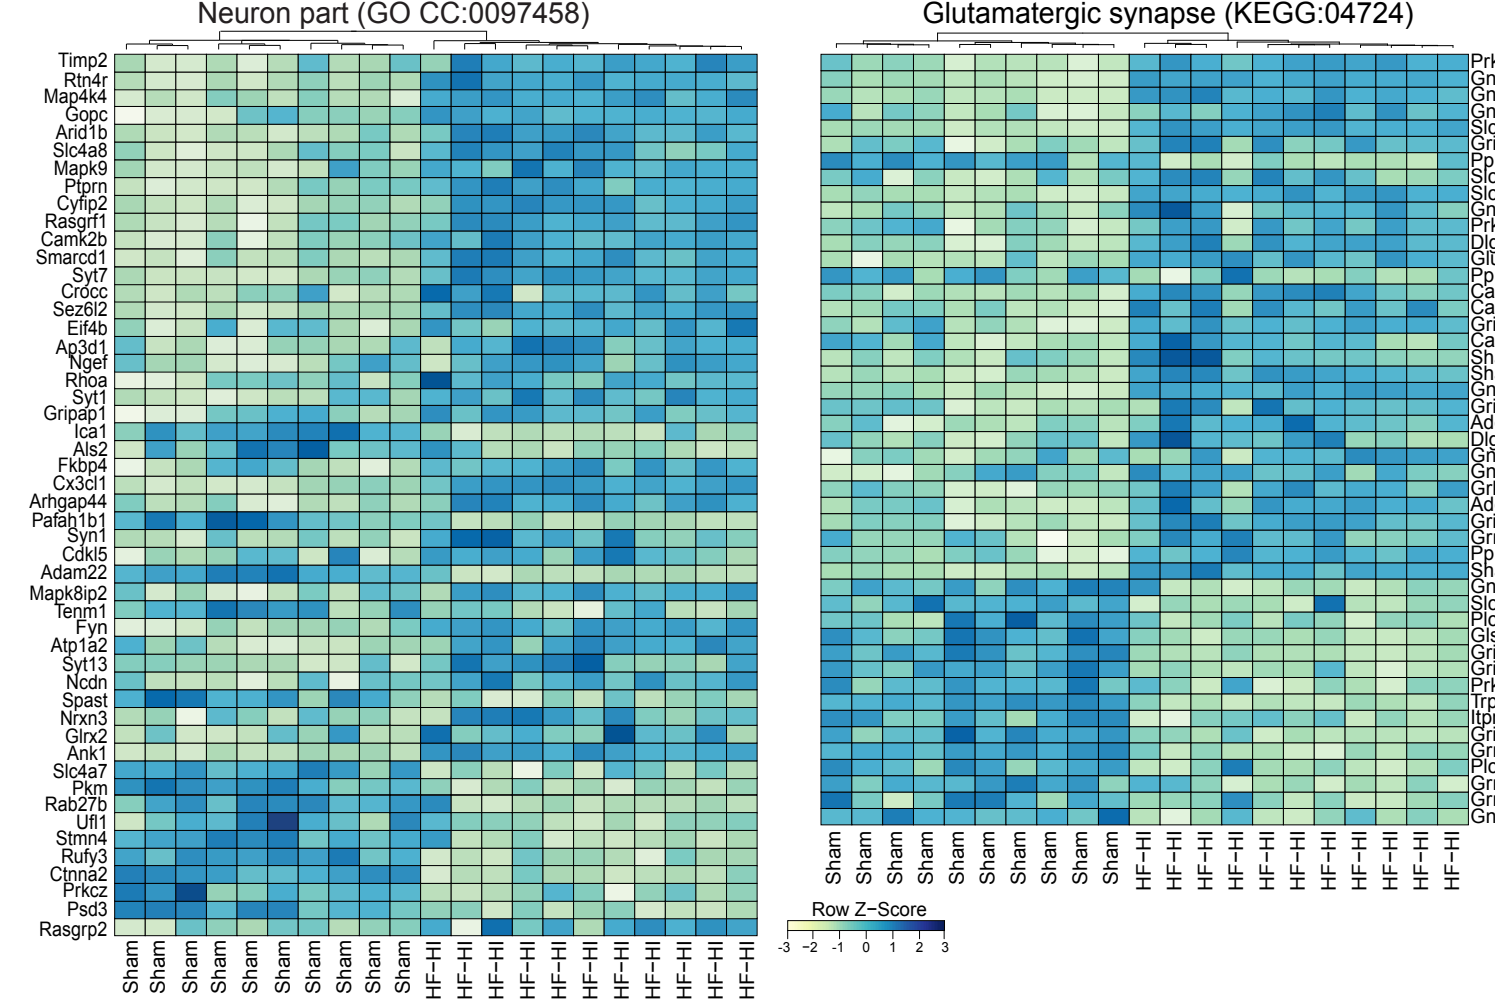

E

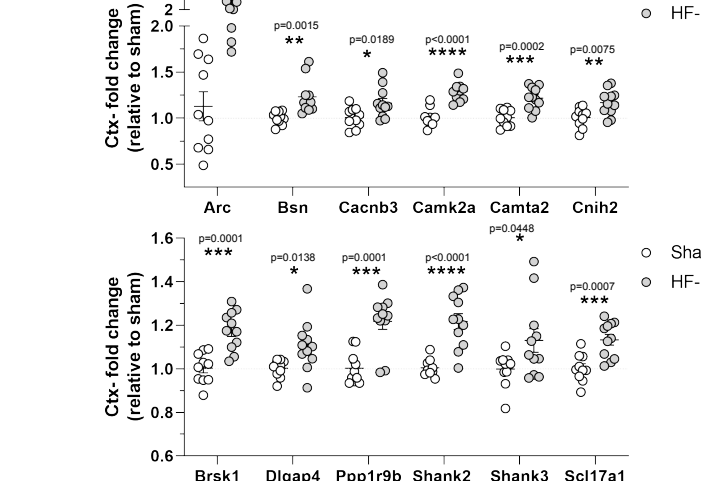

F

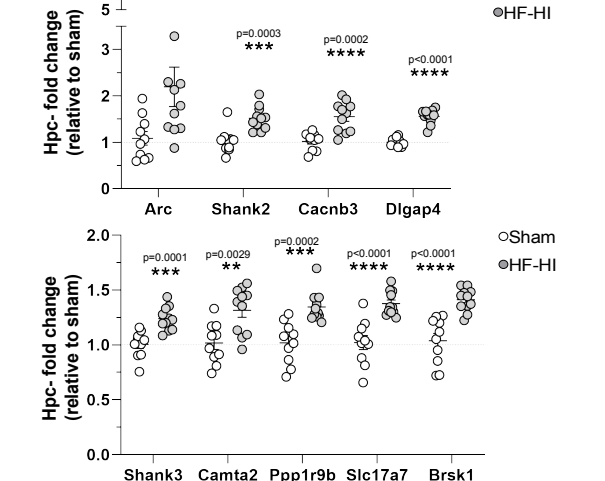

Supplemental Figure 2

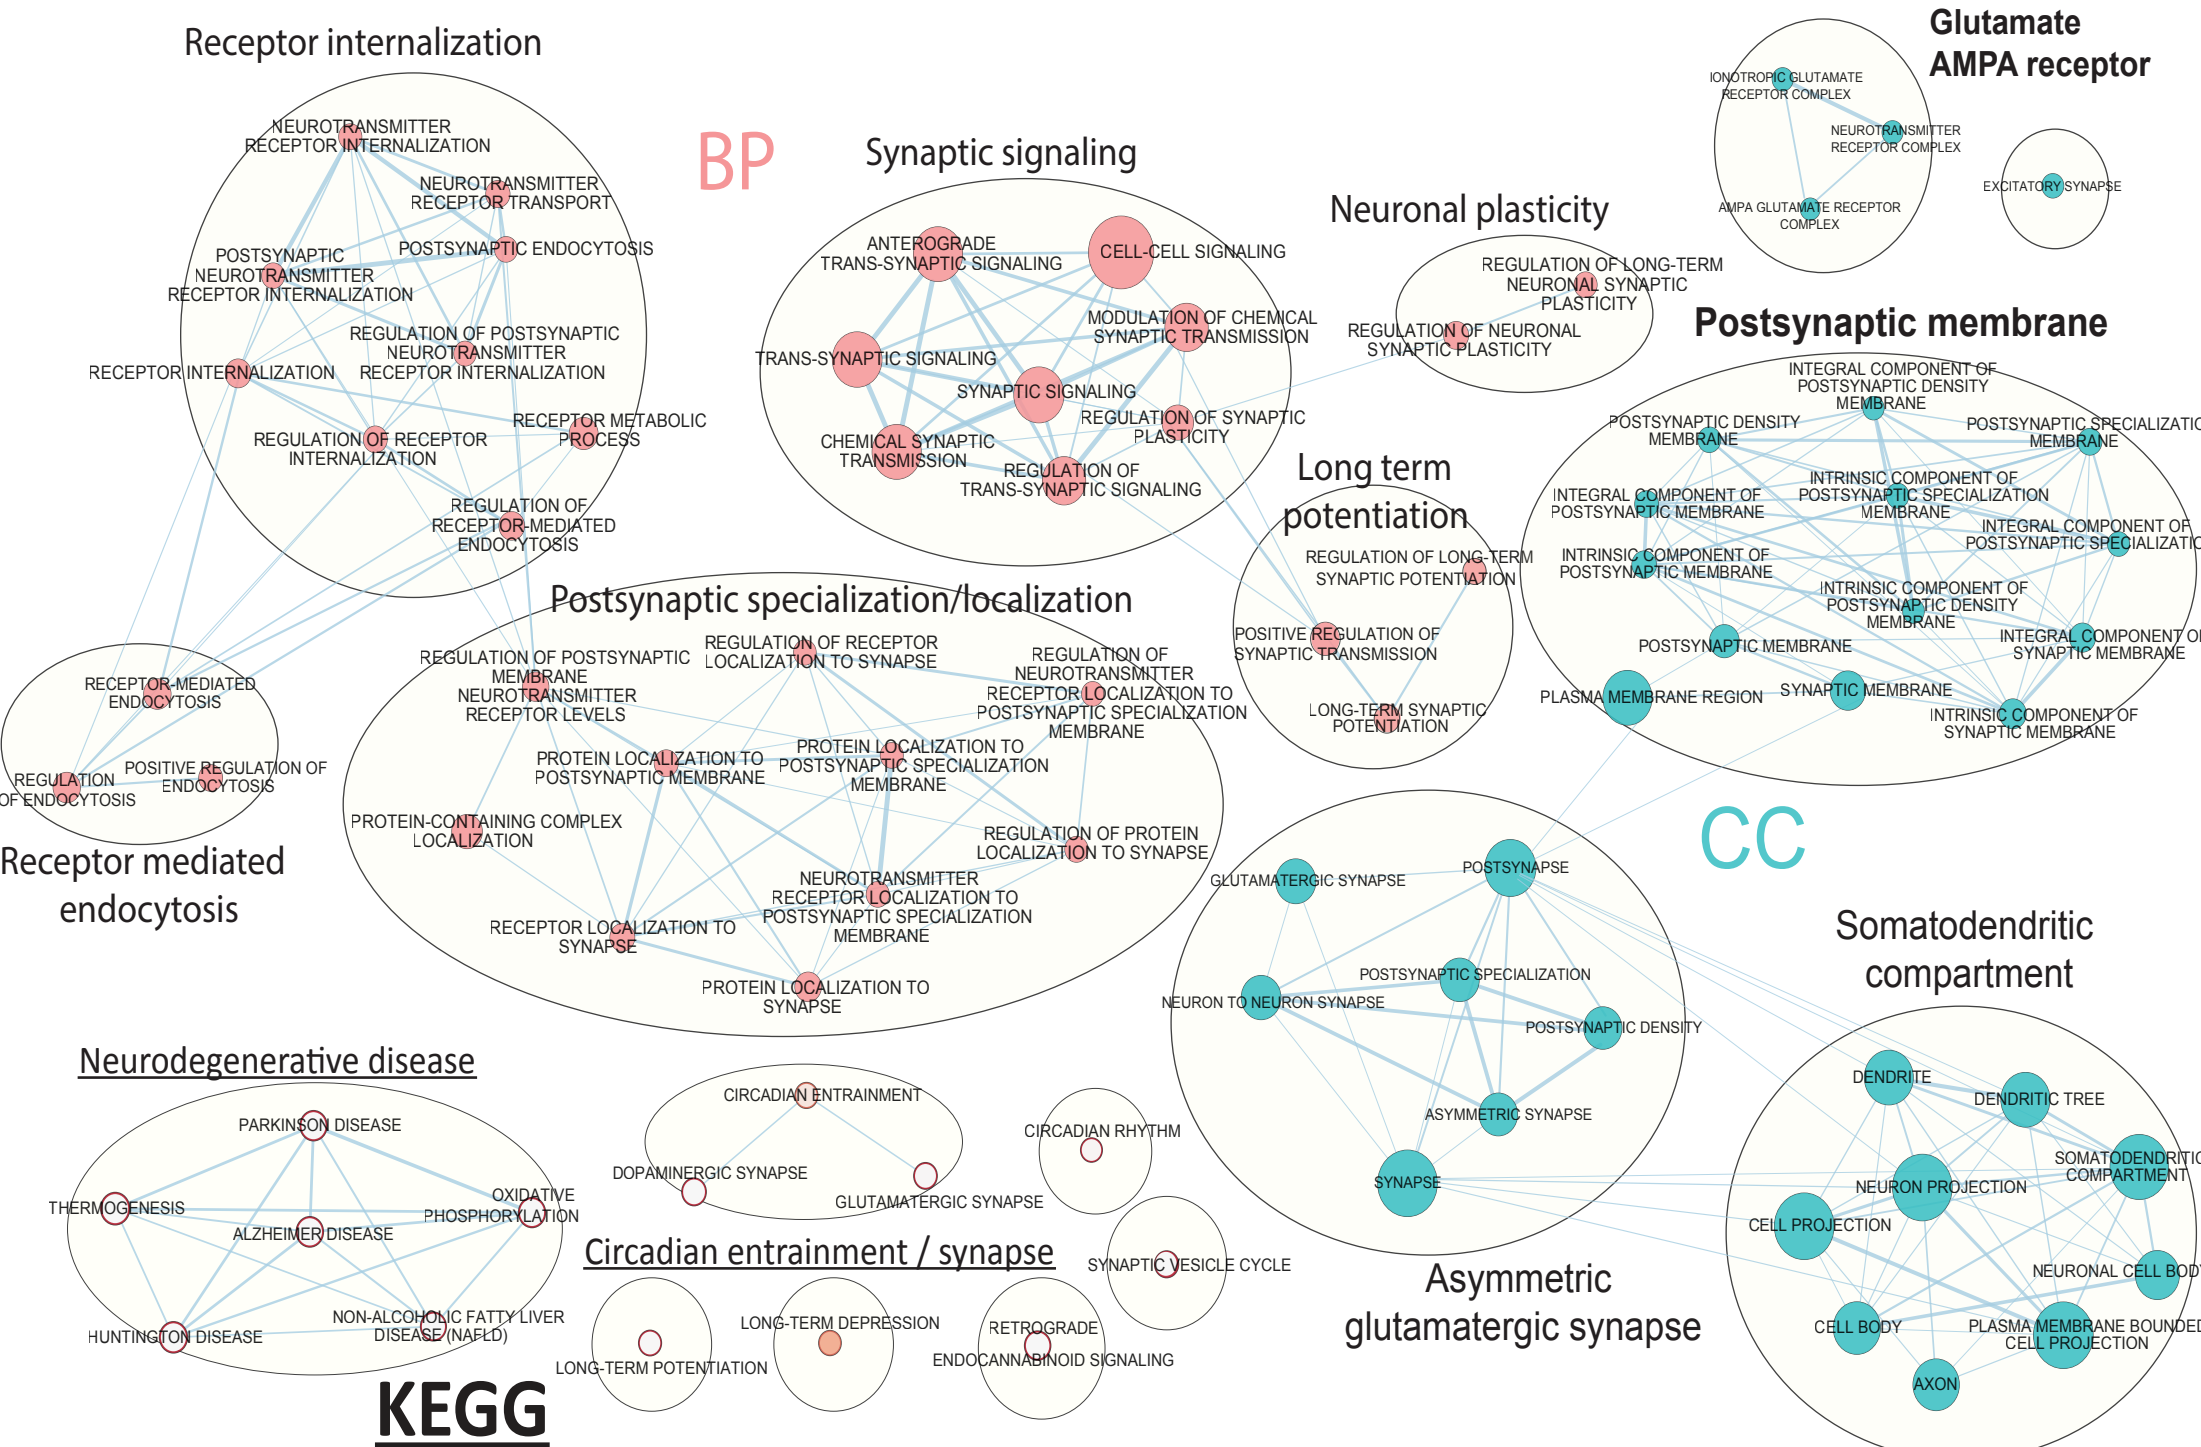

A

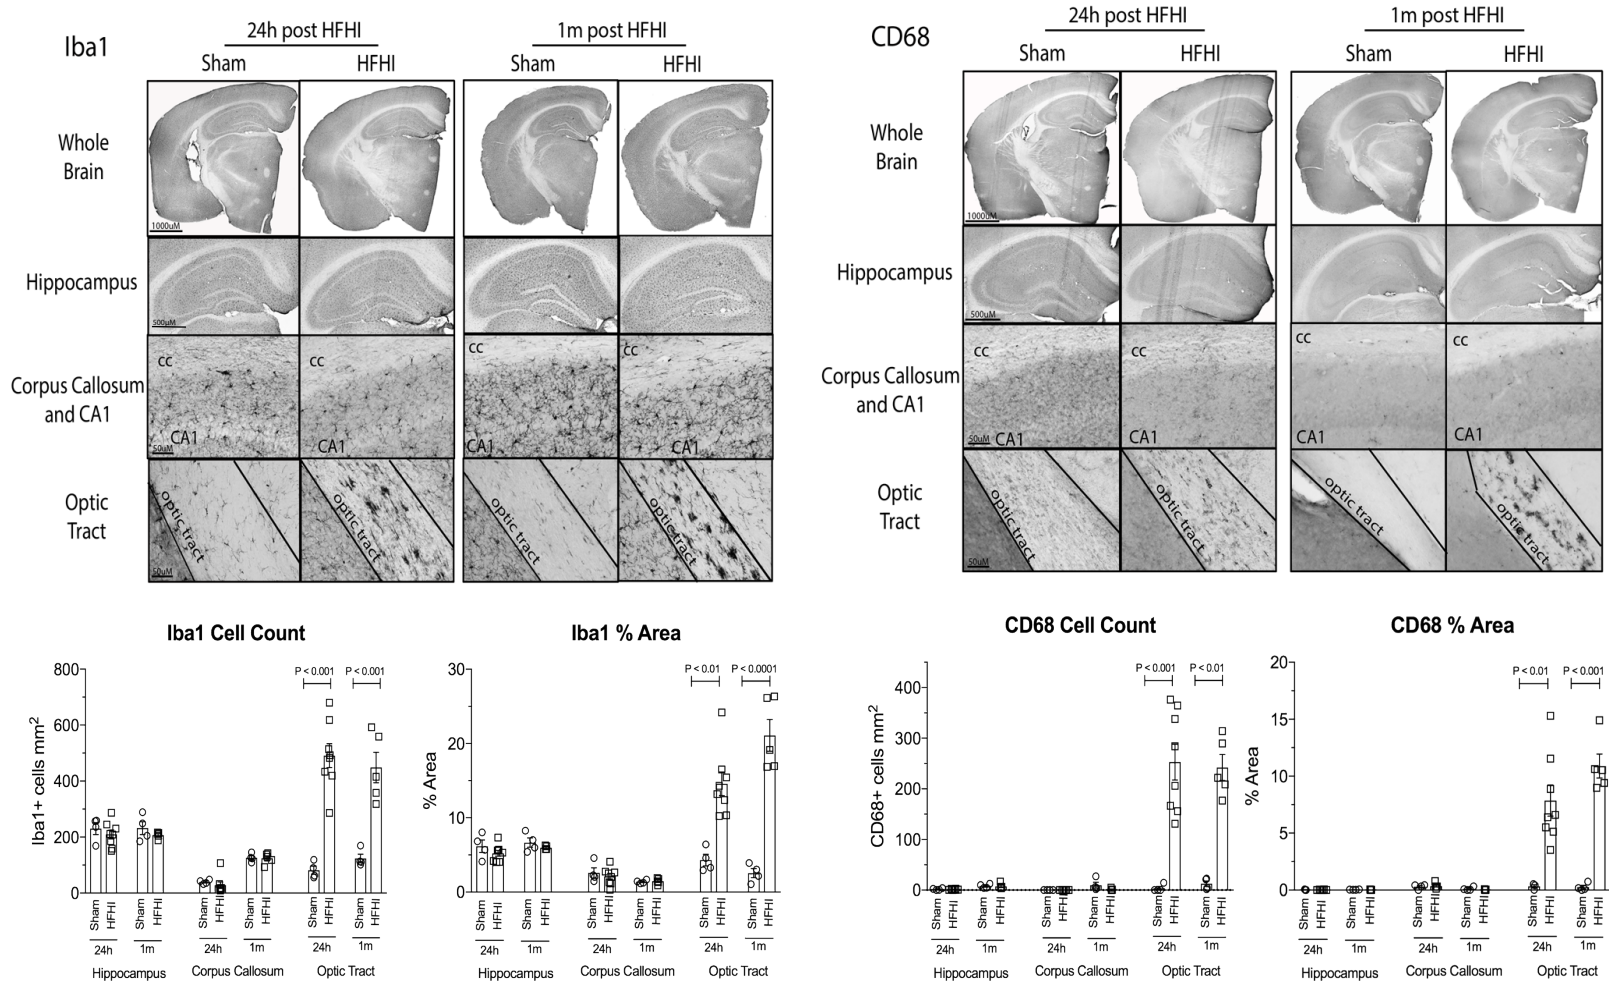

B

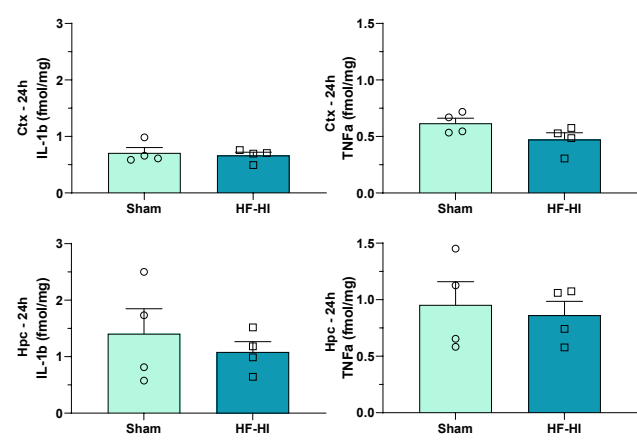

C

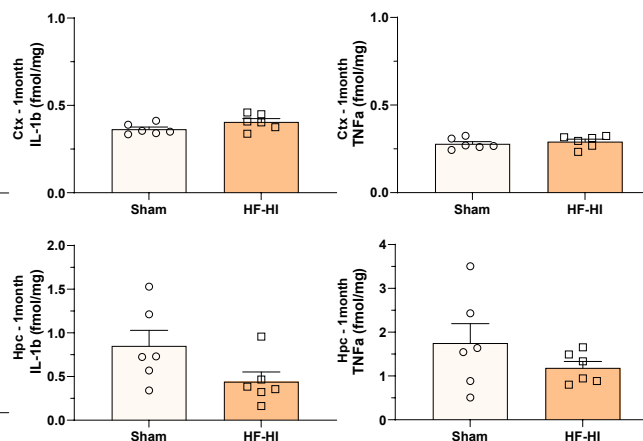

D

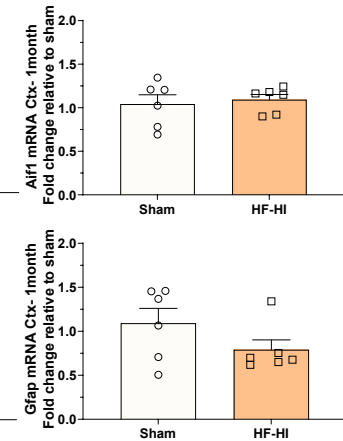

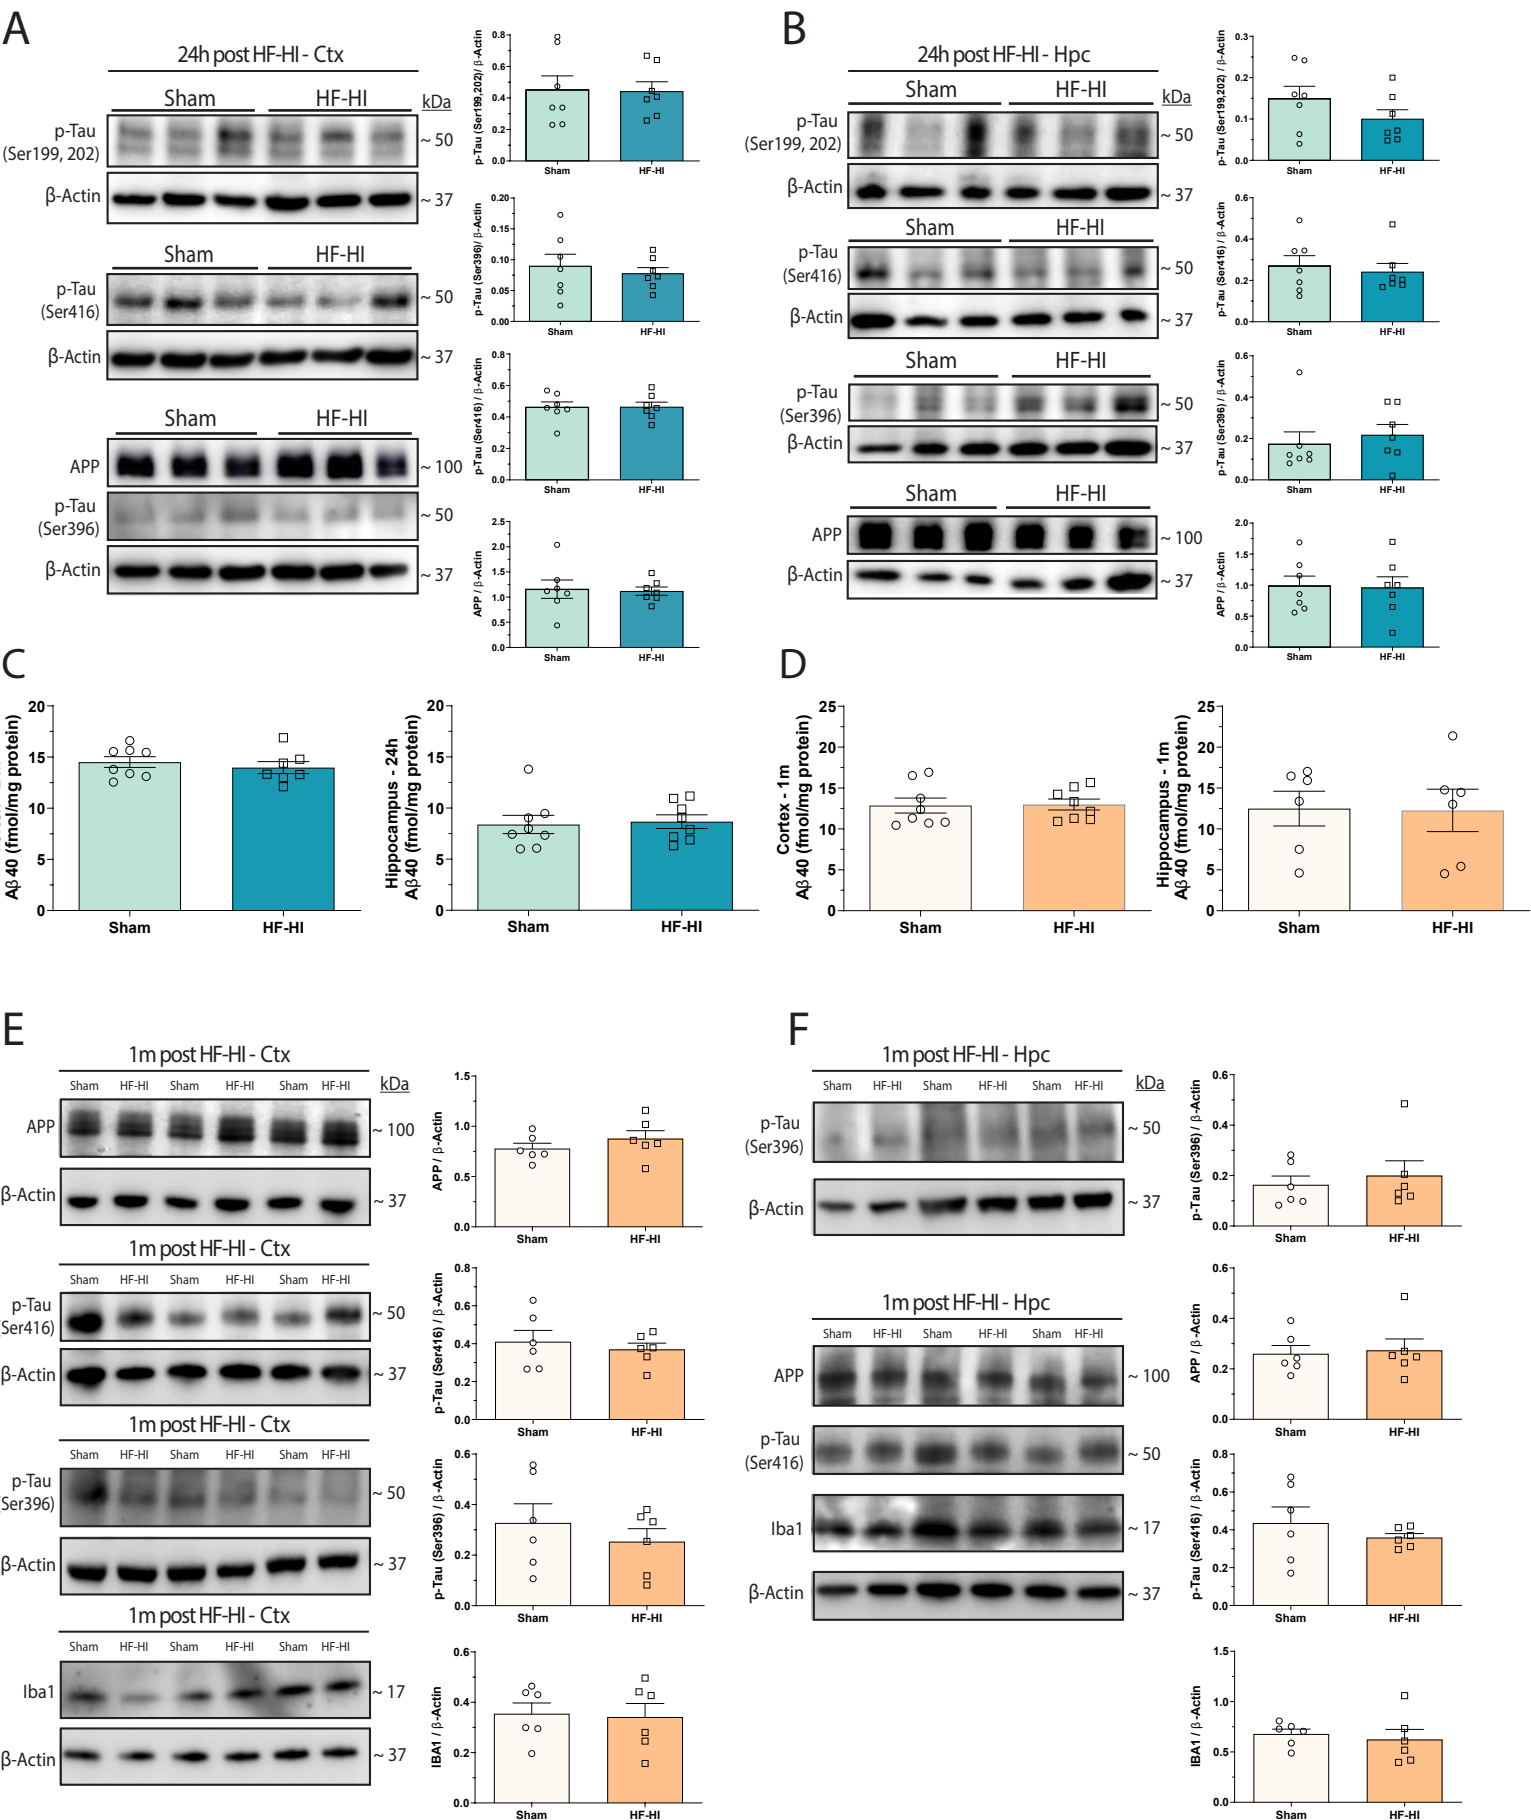

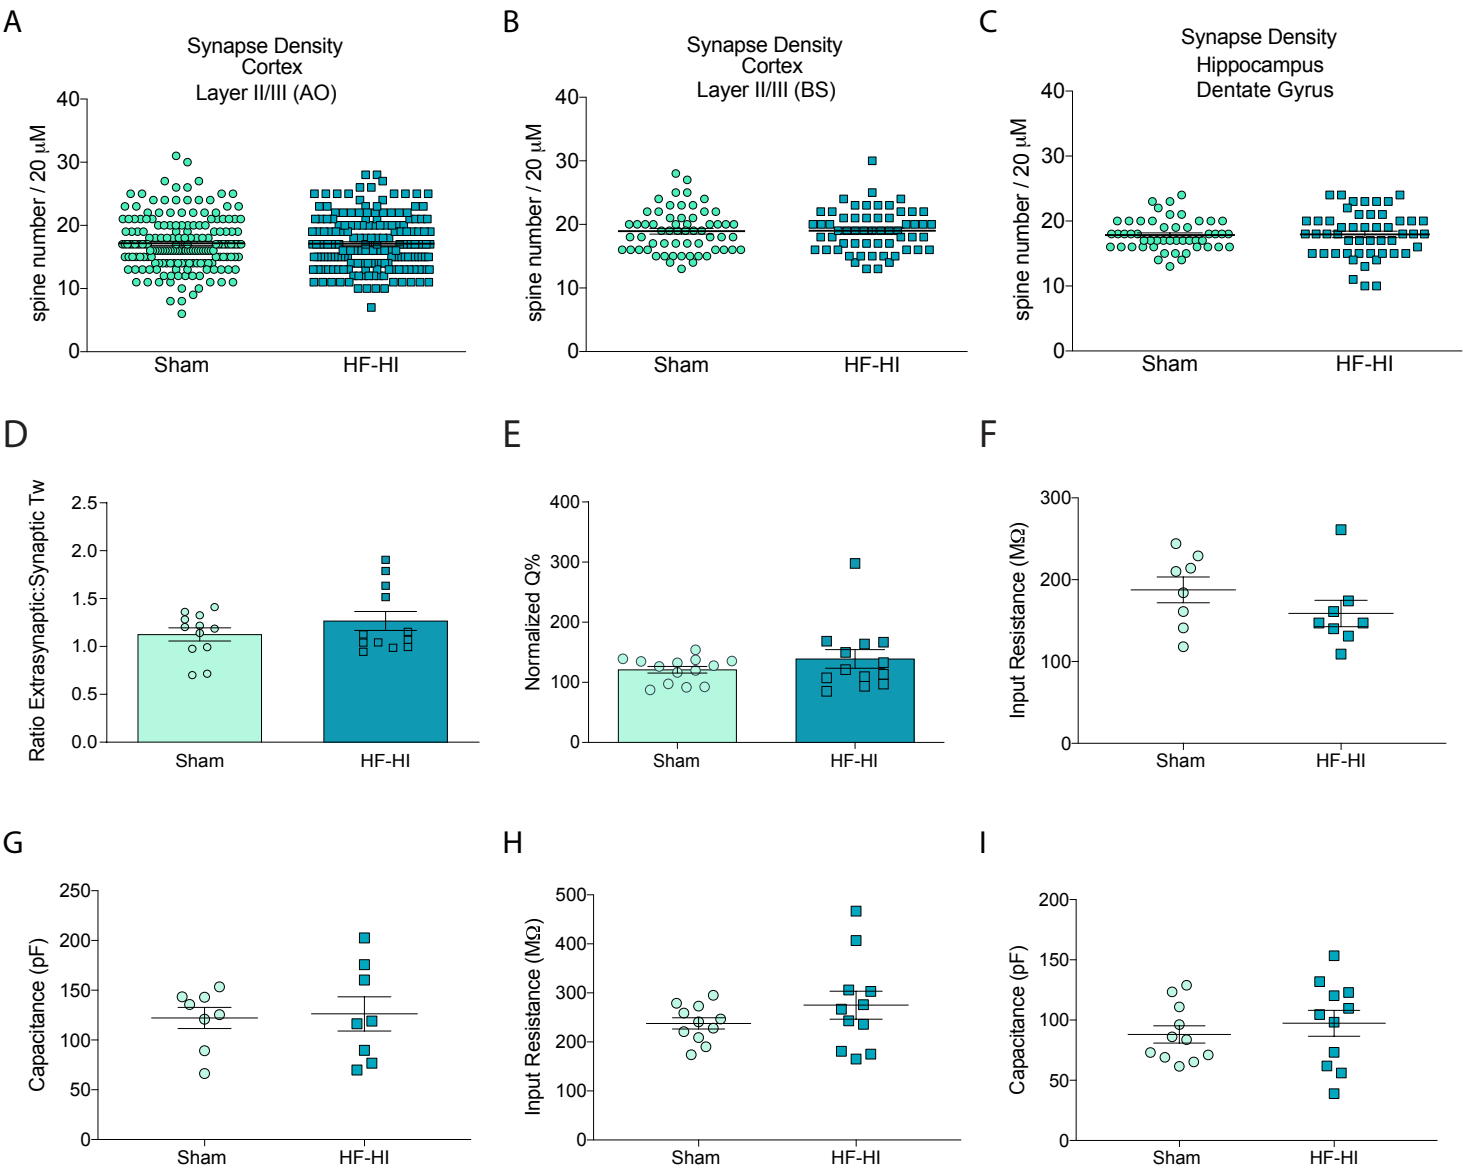

A

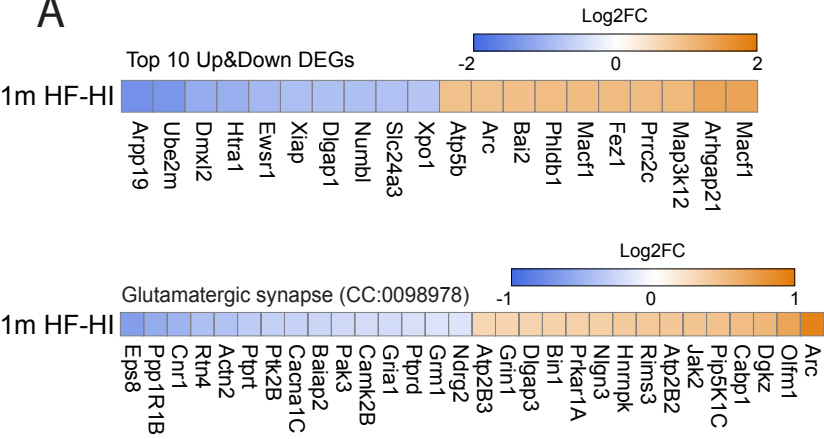

B

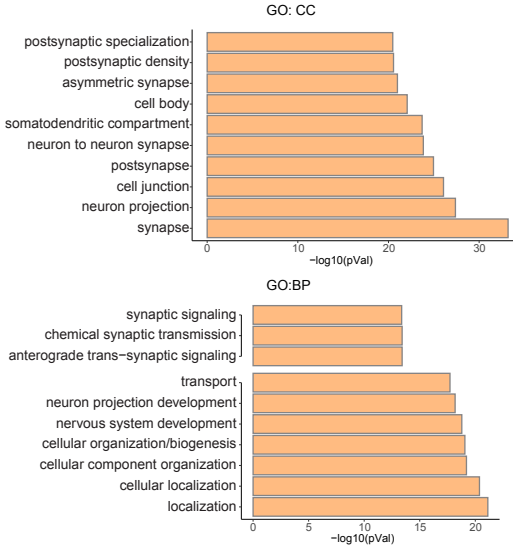

C

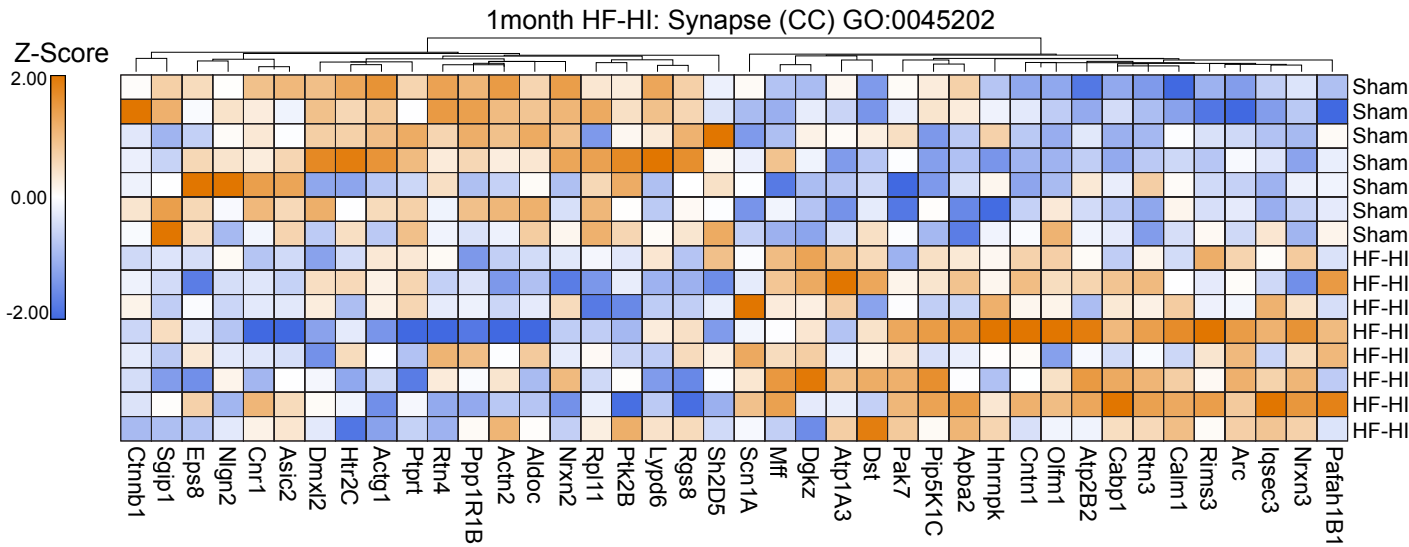

D

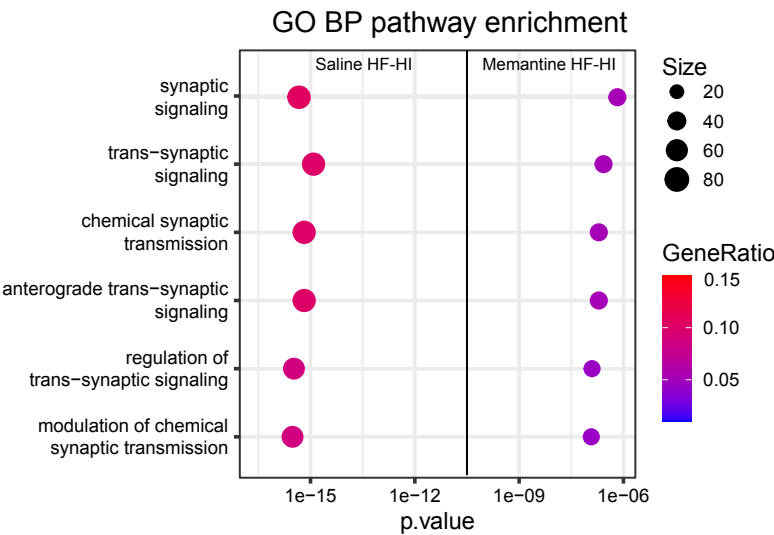

E

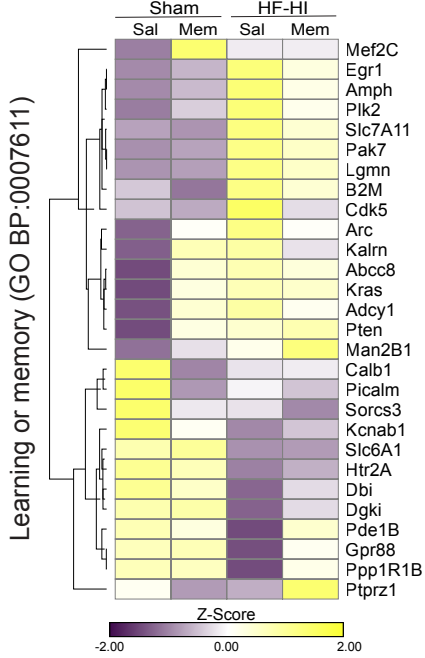

F

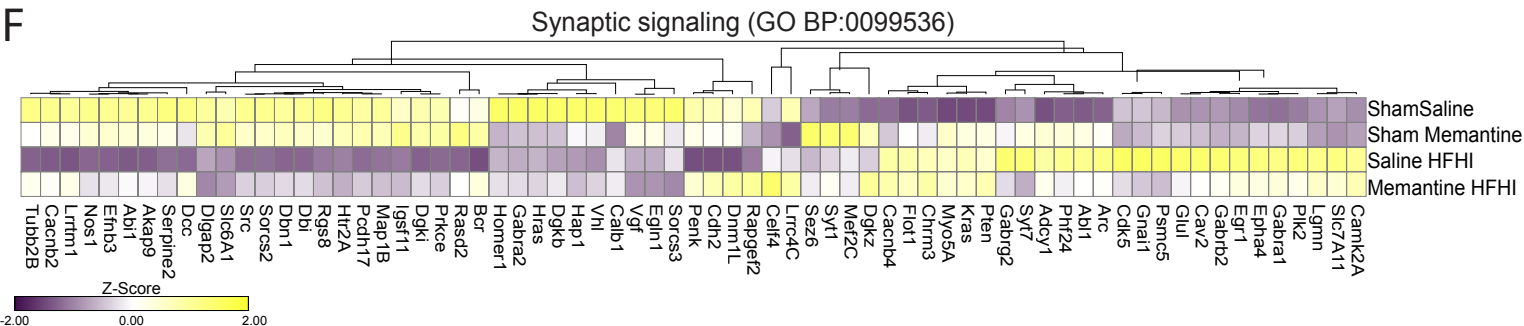

A

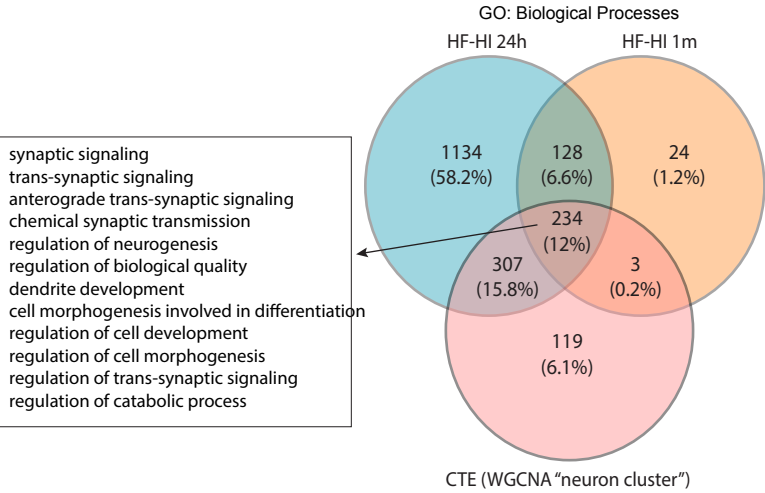

B

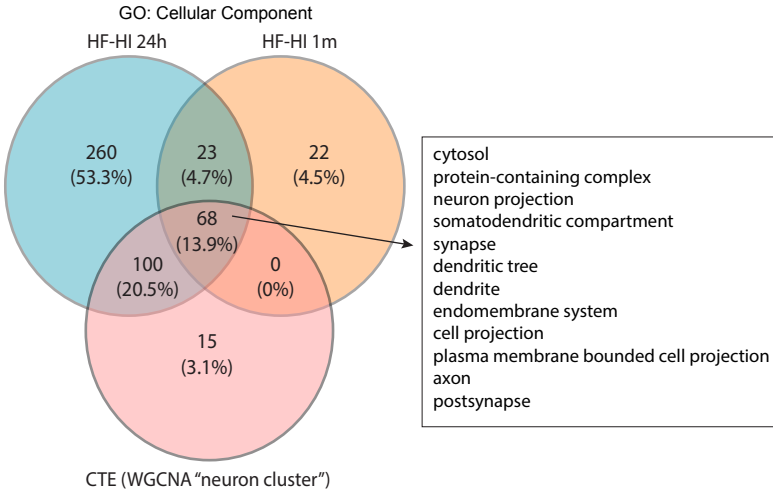

C

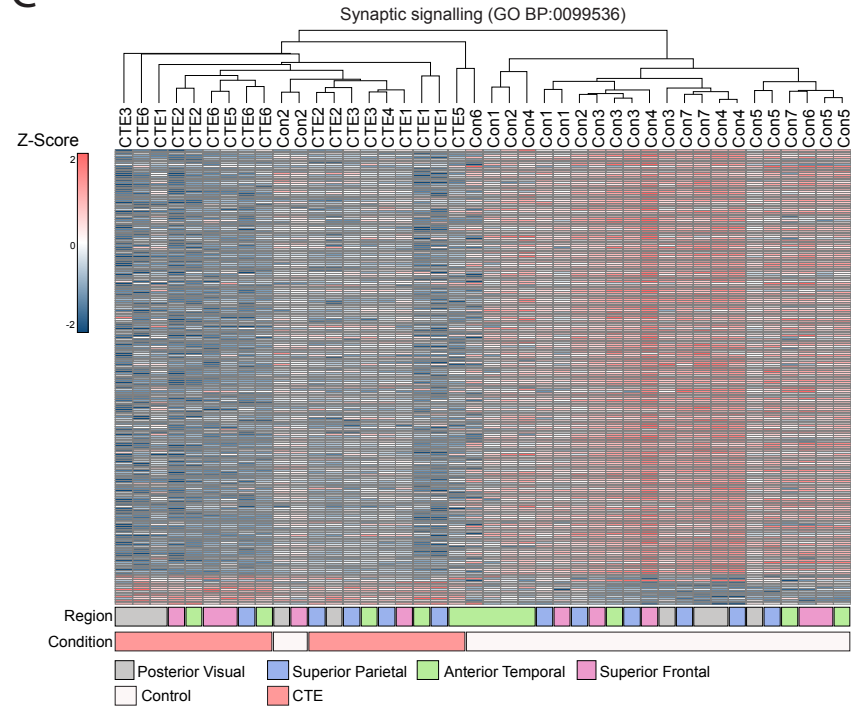

D

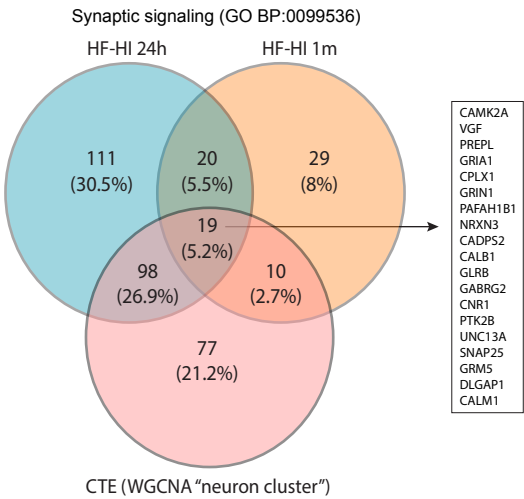

Supplemental Figure 8

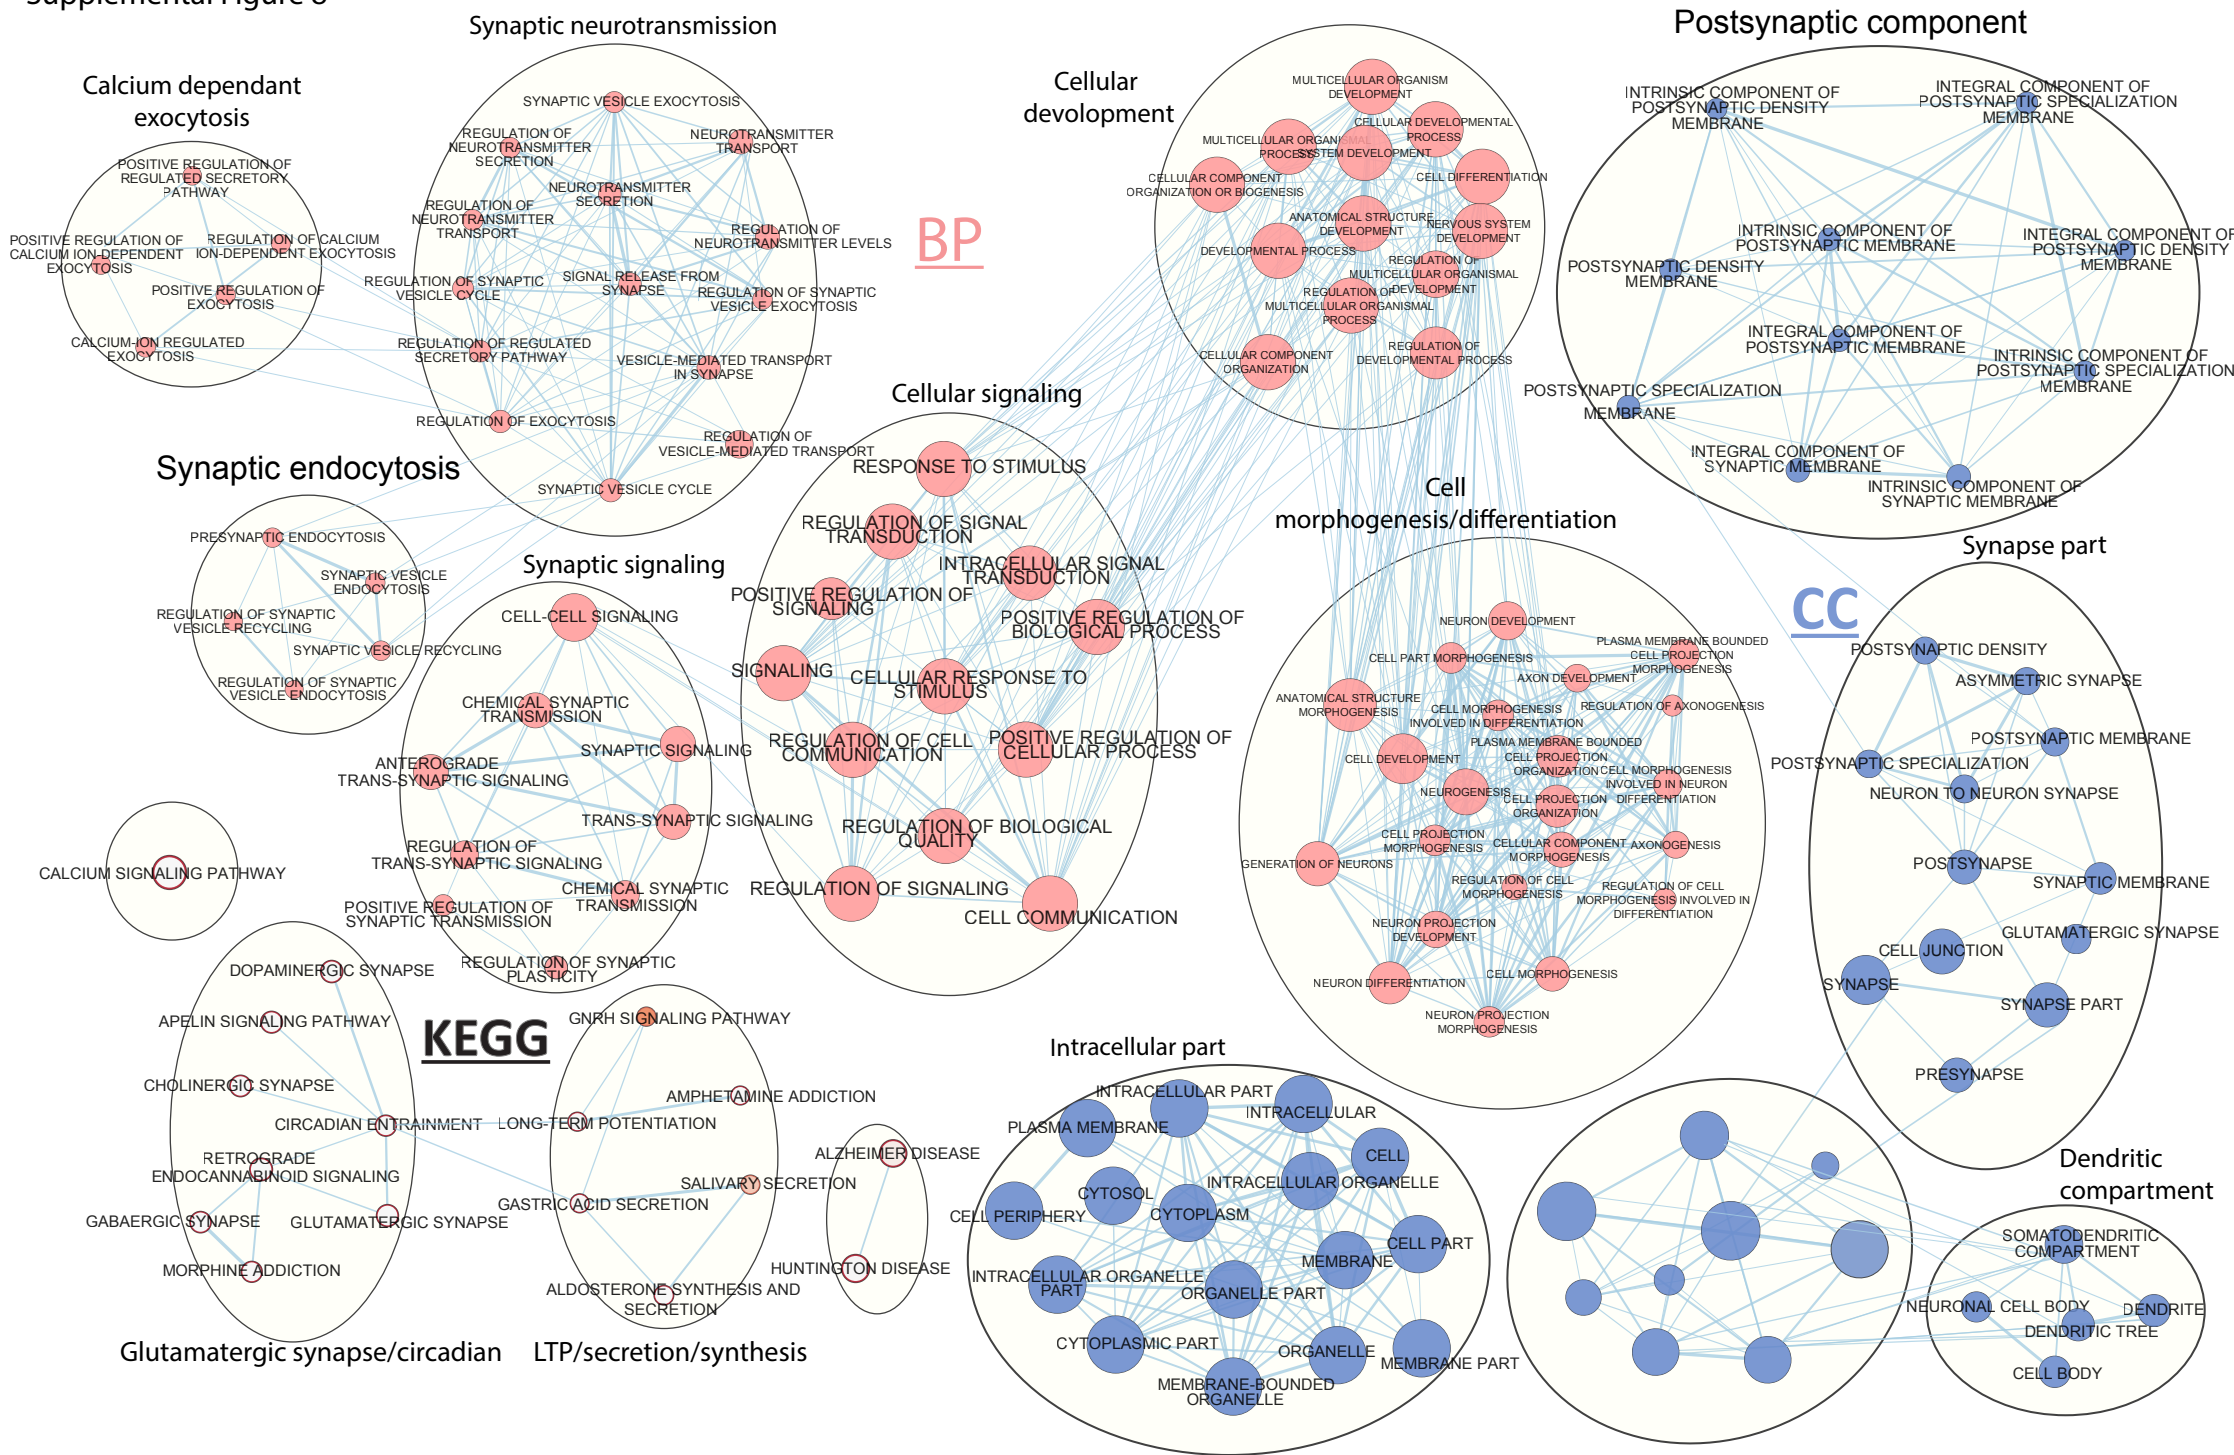

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: High-frequency head impact causes chronic synaptic adaptation and long-term cognitive impairment in mice
**Source:** Nat Commun. 2021 May 10;12:2613. doi: 10.1038/s41467-021-22744-6
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Clampfit v10.7 (Molecular Devices) was used for data analysis of all electrophysiology studies. ANY-Maze v6.1 (Stoelting Co) was used to track and record data in MWM and Barnes Maze behavioral experiments. Western imaging was conducted with an Amersham 600 (GE Healthcare). Histology images acquired on an Olympus XB51 microscope equipped with an Olympus DP72 camera. RT-QPCR was performed using the 7900ht-Fast apparatus (Applied Biosystems). Graphical illustrations were made using BioRender.

## Data analysis

Graph Pad Prism 8 was used to represent data in graphs and for the statistical analyses of the data. ImageJ software (v 1.47, <https://imagej.nih.gov/ij/download.html>) was used to outline and measure areas for histology and western blot imaging analysis. Clampfit v10.7 - Molecular Devices was used for data analysis of all electrophysiology studies. ANY-maze™ tracking system v6.1 (Stoelting Co.) was used to track mice for MWM and Barnes maze behavioral experiments. Heat maps displaying time spent in apparatus was generated within ANYmaze™. RNA sequencing raw reads (FASTQ files) were aligned to the mouse reference genome (mm10) using STAR and expression counts per transcript quantified using eXpress. DESeq2 (version 3.6.3) was used to normalize the raw counts based on read depth and perform differential expression analysis. Evaluation of Gene Ontology term enrichments for both HF-HI and CTE studies was performed using gProfileR within R and from the gProfiler database (<https://biit.cs.ut.ee/gprofiler/gost>). Following DESeq2 analysis and generation of variance stabilized contrasts with Log2 fold change data, pca, bar, volcano and dot plots were generated from datasets using ggplot2 [<https://ggplot2.tidyverse.org>] and enhanced volcano plot packages [<https://github.com/kevinblighe/EnhancedVolcano>]. Heatmaps were generated using the pheatmap R package [<https://github.com/raivokolde/pheatmap>], and Morpheus software [<https://software.broadinstitute.org/morpheus>]. The GWAS Catalog was used to find genes associated with neurodegenerative or cognitive/behavioral traits (<https://www.ebi.ac.uk/gwas/home>), and the circos plot including these data was generated using the circlize R package. Cytoscape v3.8.0 (<https://cytoscape.org/>) was used to visualize protein interaction networks from the gProfiler database. gSDS 2.4 software (Applied Biosystems) was used to generate threshold cycle (Ct) values. Microsoft Excel was used to compile data.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The source data and statistical analysis for all figures are provided with the paper in Microsoft Excel format. The source data underlying Figures 2,3,6,7,8 and Supplementary Figures 1-3,6 are provided as an excel data source file with all statistical analysis performed. Raw and processed sequencing data (all remaining figures) are provided as supplemental tables of the manuscript and can be accessed through the Gene Expression Omnibus (GEO) accession code GSE165760; <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE165760>. Human CTE RNAseq data was extracted from European Nucleotide Archive database (ERP015139): <https://www.ebi.ac.uk/ena/browser/view/PRJEB13579>

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes for each experiment were calculated using G*Power v3.1.49 and based on the standard power calculations where effect size was set at 25%, a-error probability at 0.05, and power at 80%. All sample sizes are indicated in figure legends and are outlined in supplementary tables providing the raw data of the group means for each experiment, exact n numbers used in each data panel presented, t-values, degrees of freedom (df), f-values, exact p-values and the analysis used for all data presented in the manuscript. |
| Data exclusions | No data were excluded for analysis                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Replication     | The following data in the manuscript were successfully repeated one time with independent cohorts: Barnes Maze, Water Maze, T-maze, mouse RNAseq. The key-finding data elements including the 24h transcriptome data and the AMPA/NMDA ratio data were also successfully replicated in the memantine study, and that data is included in the manuscript.                                                                                                                                                                                     |
| Randomization   | All animals were randomized prior to the beginning of each study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Blinding        | Study investigators were blinded to head impact or sham condition, and to treatment group.                                                                                                                                                                                                                                                                                                                                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

anti-APP (36-6900, Rabbit IgG; Invitrogen, 1:1000), anti-CD68 (MCA1957T, mouse IgG; Serotec, 1:1000), anti-beta Actin (A5441, mouse IgG; Sigma-Aldrich, 1:5000), anti-Ibal (019-19741, rabbit IgG; Wako, 1:1000), anti- p-Tau Ser199, Ser202 (44-768G, Rabbit IgG, Invitrogen, 1:1000), anti- p-Tau Ser396, PHF13 (9632, Rabbit IgG, Cell Signaling, 1:1000), anti- p-Tau Ser416 (15013, Rabbit IgG, Cell Signaling, 1:1000), goat anti-mouse (115-035-003, RRID: AB\_10015289, JacksonImmunoResearch, 1:1000), goat anti-rabbit (115-035-003, RRID: AB\_2313567, JacksonImmunoResearch, 1:1000). Biotinylated goat anti-rabbit (1:2000, Vector, BA-1000) or anti-mouse secondary antibodies (1:2000, Vector, BA-9200)

### Validation

All are well established antibodies that have been validated in multiple labs over many years. All antibodies were validated by the manufacturer. anti-APP (36-6900, Invitrogen): 13 publications, Usage: WB, ELISA, IHC, ICC, IHC(P), IF. anti-CD68 (MCA1957T, Clone FA11, Serotec): 648 publications, Usage: WB, IHC, IF, IP, FC. anti-beta Actin (A5441, Clone AC-15, Sigma-Aldrich): 7057 publications, Usage: WB, IHC, ELISA, IF. anti-Ibal (019-19741, Wako): 340 publications, Usage: WB, IHC. anti- p-Tau Ser199, Ser202 (44-768G, Invitrogen): 17 publications, Usage: WB, IHC, IHC(P), ELISA. anti- p-Tau Ser396, PHF13 (9632, Cell Signaling): 29 publications, Usage: WB. anti- p-Tau Ser416 (15013, Cell Signaling): 5 publications, Usage: WB, IP, IHC. (BA-1000, vector): 6487 publications, Usage: WB, IHC, ELISA. (BA-9200, vector): 1827 publications, Usage: WB, IHC, ELISA.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

Six- to twelve- week old male C57Bl/6J obtained from Jackson Laboratories were used for experiments. Mice were group housed under a 12 h light/dark cycle with ad libitum access to food and water. Rooms were maintained at 18-24C and 40-60% humidity. 6 week old mice were used for electrophysiology studies. All other mice were 10-12 weeks of age. Mice were matched for age before random assigned to experimental groups.

### Wild animals

Study did not involve wild animals

### Field-collected samples

Study did not involve field collected samples

### Ethics oversight

All procedures were performed in accordance with protocols approved by the Georgetown University Animal Care and Use Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

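Cortical RNA-seq of 10 sham and 11 HF-HI mice at 24 h after the final impact was re-analysed, one library per mouse. The 1-month, hippocampal, memantine and human libraries of the article were not analysed here. The article's list of 1-month genes with its fold changes, its list of genes common with CTE brains and its RT-QPCR values were set against the 24 h results. Each library was assigned to its group and replicate number from its label, and the group sizes are those the article gives.

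The authors made stranded total RNA libraries after removal of ribosomal RNA, pooled 6 samples at a time, sequenced them, aligned the reads to mm10 with STAR, counted reads per transcript with eXpress and normalized the counts with DESeq2. The values the authors deposited are variance-stabilized and on a log2 scale, one per Ensembl gene and library. The methods state that outliers among genes with a mean normalized count under a default threshold were removed using Cook's distance, and the paper's text does not give the value that left 5544 genes, the gene annotation, or the versions of STAR and eXpress. Counts were not analysed here, so no count model was fitted. All columns of the table were matched to a library.

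Gene symbols, positions, lengths and exonic GC content were taken from the GENCODE annotation of GRCm38, the same assembly as mm10. A symbol was found for 5541 genes and a GC content for 5539, over the union of the exons of each gene. The authors counted reads per transcript, and reads shared between near-identical copies, as for ribosomal protein genes and their pseudogenes, may have been split by that counting.

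Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend, two-sided, Benjamini-Hochberg adjusted p under 0.05, as in Fig. 1e, where the paper's methods give 0.1 in general). Gene sets were tested with Fisher's exact test, camera with a preset correlation of 0.01, camera with an estimated correlation, and fry. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Permutation tests used 100000 resamples. Per-library trends on GC content were removed with a lowess curve of span 0.3 on the deviations from the mean of all libraries. On simulated values with 200 changed genes among 5544, shifted by 0.5 on the log2 scale, limma recovered 199 with 5 false calls. A simulated GC trend that differed between the groups gave 2714 false calls among 5544 genes, and 5 among 5539 once the trend was removed. Removing the trend would also remove any biological difference that follows GC content.

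The total depth of the libraries is unknown. Depth relative to the median library was estimated from the spacing of the values where 2 to the power of the value lies between 500 and 600. On simulated counts of 5544 genes, the largest error of this estimate was 0.0810%. Precision is set by the spread between mice, with a median SD within a group of 0.104 on the log2 scale.

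Most of the tests, gene lists, gene families and alternatives were set before the data were examined. The tests of the ribosomal protein, oxidative phosphorylation, proteasome and mitochondrially encoded genes were chosen only after the results were seen. So were those of the second principal component, of the cell type markers and of the largest differences outside the genes the paper discusses. The adjustment of the GC slopes for depth was also chosen then. The alternatives were an adjusted p threshold of 0.1, a minimum absolute log2 difference of 0.25, eBayes without a trend, the Wilcoxon rank-sum test, libraries centred on their medians, quantile normalization, the genes outside the lowest quartile of mean value, the replicate number as a block, removal of the GC trend with and without that block, and each library left out in turn. A covariate for relative depth, removal of both the GC and the transcript length trend, and an unadjusted p under 0.05, which was applied only to the counts over all genes and to genes of the paper's lists that were not called, were chosen after seeing the data. Genes named in the text are those the paper names for the 24 h cortex in its text or in Fig. 1e, those of the gene lists, and the 10 genes with the largest absolute log2 difference among those past the threshold whose groups do not overlap. Gm42418, and the genes of the paper's 134 common genes that were not called, were chosen after their values were seen. Where a test of an explanation needed a limit that had not been written down with it, the limit was set after the first fits had been seen. The overlap of GC slopes between the groups was also examined with each library left out, a requirement added after the overlap had been seen.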

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

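The tests of the ribosomal protein, oxidative phosphorylation, proteasome and mitochondrially encoded genes, and of the largest differences outside the genes the paper discusses, were chosen only after the results were seen, as were the adjustment of the GC slopes for depth and the overlap of those slopes with single libraries left out.

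The log2 difference between HF-HI and sham rose with the exonic GC content of the gene, a trend across genes that the paper does not report (Spearman's rho 0.480). The genes of the synaptic families do not make the trend, since rho was 0.472 across the genes outside them. These families hold only 175 of the 5544 genes, so leaving them out could move rho little. The value cannot decide for synaptic genes outside the families. A difference in depth is argued against as the whole of it, since the slopes of the libraries on GC content still differed by 0.180 log2 units per 10% GC between the groups after adjustment for relative depth (permutation test, p = 2e-05, the smallest that the resamples can give), against 0.202 without it. Within groups, the relation of depth and slope was r = 0.15 and rho = 0.22 in sham (permutation p = 0.674 and 0.537) and r = 0.65 and rho = 0.33 in HF-HI (p = 0.0302 and 0.326; adjusted p for r = 0.0465 over 8 relations), but without the 2 HF-HI libraries of most extreme depth r was -0.30, so it rests on those. A GC bias from library preparation or sequencing and a response of the tissue that follows GC content cannot be told apart. The slopes of 4 libraries lay within the range of the other group, the outcome written down in advance for a library bias. Without HF-HI replicate 9 that number was 0, so it rests on 1 library, and the slope otherwise follows the group. Which pool each library was sequenced in is not known, so a pool that follows the group stays open too.

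Among the 10 genes with the largest differences whose groups do not overlap, 4 protein-coding genes besides Rps16 that the paper does not discuss were higher in HF-HI: Dynll2 by 1.59, Atp6v0c by 1.51, Fbxl16 by 1.40 and Pcdhgc5 by 1.24 on the log2 scale (adjusted p = 1.40e-08, 8.76e-09, 1.95e-10 and 4.83e-09, limma). The GC trend does not account for them, since all 4 were higher and past the threshold with it removed, by 1.46, 1.34, 1.14 and 1.11. The head impacts and any technical difference other than GC content that follows the groups stay open, and the annotation gives Pcdhgc5 exons in common with the other genes of its cluster, so that its value is uncertain.

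The largest differences over all genes were those of Rps16 (3.55, adjusted p = 1.14e-14, limma) and of the mitochondrial ribosomal RNA mt-Rnr1 (3.32, adjusted p = 9.73e-09), and the other mitochondrial ribosomal RNA, mt-Rnr2, was higher by 1.24 (adjusted p = 3.72e-09). Each was higher in all 11 HF-HI libraries than in all sham libraries. Incomplete removal of ribosomal RNA cannot be told apart from a difference in the tissue. mt-Rnr1 and mt-Rnr2 varied together in sham (r = 0.87, permutation p = 9.90e-04, adjusted p = 0.00699 over 8 relations; rho = 0.93, p = 3.30e-04; r = 0.95 without the 2 most extreme libraries) but not in HF-HI (r = -0.40, p = 0.229, adjusted p = 0.262; rho = -0.20, p = 0.557; r = -0.36), and whether the relation itself differs between the groups was not tested. Rps16 encodes a ribosomal protein, and its rise stands against the fall of most other ribosomal protein genes. Reads shared with copies of Rps16 were not tested.

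Ribosomal protein genes had a median log2 difference of -0.29, oxidative phosphorylation genes of -0.22 and proteasome genes of -0.17, lower in HF-HI under each scaling tried (camera, adjusted p = 2.07e-09, 6.24e-08 and 0.00264; with an estimated correlation 0.155, 0.155 and 0.237; with fry 1.58e-07, 8.27e-07 and 1.44e-05). The transcripts of these genes are short, with a median of 1135 bp for oxidative phosphorylation genes. With the GC and transcript length trends of the libraries removed, 49 of 59 lower ribosomal protein genes, 30 of 51 oxidative phosphorylation genes and 17 of 22 proteasome genes were still lower and past the threshold, which argues against these trends as the whole cause, while the medians shrank to -0.17, -0.072 and -0.067. With the GC trend alone removed the medians were -0.35, -0.28 and -0.15, further from 0 than before for the ribosomal protein and oxidative phosphorylation genes, so that part of each difference may go with transcript length. A response to the impacts stays open and was not tested further. The potassium channel genes, tested beside them, had a median of 0.093 (camera, adjusted p = 0.166; 0.380 with an estimated correlation; 3.70e-04 with fry), with 16 of 39 genes higher and 9 lower.

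Mitochondrially encoded genes had a median log2 difference of 0.64 (camera, adjusted p = 1.35e-04; 0.155 with an estimated correlation; 2.28e-08 with fry). Incomplete removal of ribosomal RNA is argued against as the whole cause, since 9 of the 13 other mitochondrial genes were higher too and 2 were lower, with a median of 0.59. A difference in the tissue or in the handling of the RNA stays open.

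Of 17 immediate early genes, 5 were tested, with a median log2 difference of 1.10. Arc, Nr4a1 (1.35), Egr1 (1.10) and Junb (0.97) were higher (limma, adjusted p = 3.90e-07 for Nr4a1, 1.41e-08 for Egr1 and 1e-05 for Junb) and Homer1 was not past the threshold (-0.14, adjusted p = 0.135). Of Nr4a1, Egr1 and Junb, 10, 11 and 10 of 11 HF-HI libraries lay above every sham library, and 4 genes passed when adjusted over the list alone. Homer1 passed, as lower, without HF-HI replicate 10, at -0.18, with library medians centred, at -0.19, and with quantile normalization, at -0.18, and its difference was -0.0061 with the GC trend removed and 0.0080 with the replicate block as well, neither past the threshold. The GC trend does not account for the higher genes as a whole, since all 4 stayed higher and past the threshold with it removed. An effect of the impacts stays open, as do the time of day and the handling of each mouse before collection. The circadian list bears on the time of day, and 9 of its 13 tested genes were past the threshold. Of these, 7 were higher, and Arntl and Clock were lower, while Per3, Nr1d2, Tef and Rorb did not pass. A difference in the time of collection between the groups is therefore a live alternative, and the handling was not tested.

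In single sham libraries, the value of 7 named genes lay far from the other 9: Unc13a, Gfap and Atp1b2 in replicate 4, Glul and Arid1b in replicate 8, Ppp3cb in replicate 3 and Crocc in replicate 5. The gap to the nearest library, as a share of the range, was 0.510 for Unc13a, 0.470 for Glul, 0.635 for Ppp3cb, 0.483 for Arid1b, 0.467 for Crocc, 0.480 for Gfap and 0.558 for Atp1b2. Among the 268 sets of sham values examined, chance gives about 13.4 such cases, so the 7 found are fewer than chance gives. Leaving out the library in question changed no call of these genes. No explanation was tested, and HF-HI, with 11 libraries, was not examined in this way.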

How the results depend on the processing

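The count of differentially expressed genes, 3674, was 4032 at an adjusted p of 0.1, 3680 without a trend in eBayes, 3613 with the Wilcoxon rank-sum test, 3824 with library medians centred, 3789 with quantile normalization, 3336 with the GC trend removed, and from 3562 to 3805 across the 21 fits that each left out one library. Among the 4158 genes outside the lowest quartile of mean value, it was 2804. With relative depth as a covariate, chosen after seeing the data, it was 3635, and with the GC and length trends removed, also chosen after seeing the data, 3285. At an unadjusted p under 0.05, a threshold chosen after seeing the data, it was 3843. Centring moved the split to 1448 higher and 2376 lower genes and quantile normalization to 1547 and 2242, from 1810 and 1864. Centring lowered the median of all genes' differences from -0.00865 to -0.061.

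The GC trend changed which genes were called more than how many: 2645 of the 3674 genes were called in the same direction with the trend removed. The replicate numbers do not pair the mice: over 10 numbers, the correlation of the deviations of same-numbered libraries ran from -0.31 to 0.36. With the replicate block, 3497 genes were past the threshold, and 3083 with the GC trend removed as well.

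Requiring an absolute log2 difference of at least 0.25 left fewer genes by construction: 1433 for all genes, 987 for higher genes, 446 for lower genes, 19 for the genes of Fig. 1g, 12 for the genes of Fig. 1h, 24 for the genes of Supplementary Fig. 1D, 20 for the conserved synaptic signaling genes, 2 for AMPA and NMDA receptor subunit genes, 1 for cell death genes, 4 for tau and amyloid genes, 63 for the common genes, 35 for the neuron cluster of the common genes and 196 for the 1-month genes. For the lists among these that were also adjusted over the list alone, which leaves out the counts over all genes and that of the 1-month genes, the counts so adjusted were the same numbers under that setting.

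Testing only genes outside the lowest quartile of mean value, which leaves fewer genes by construction, gave 7 in place of 12 for AMPA trafficking genes (8 in place of 13 when adjusted over the list alone), 2 in place of 4 for immediate early genes (2 in place of 4 when adjusted over the list alone) and 4 in place of 9 for circadian genes (4 in place of 9 when adjusted over the list alone).

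Removing the GC trend gave 20 in place of 31 for the genes of Fig. 1h (20 in place of 33 when adjusted over the list alone) and 49 in place of 74 for the neuron cluster of the common genes (49 in place of 78 when adjusted over the list alone). The cause was not tested.

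Removing the GC trend with the replicate block gave 20 in place of 31 for the genes of Fig. 1h (21 in place of 33 when adjusted over the list alone), 3 in place of 5 for AMPA and NMDA receptor subunit genes (3 in place of 5 when adjusted over the list alone), 83 in place of 125 for the common genes (85 in place of 131 when adjusted over the list alone) and 46 in place of 74 for the neuron cluster of the common genes (46 in place of 78 when adjusted over the list alone). The cause was not tested.

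Removing the GC and length trends, chosen after seeing the data, gave 3 in place of 6 for glial and inflammatory genes (3 in place of 6 when adjusted over the list alone). The cause was not tested.

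Among the marker lists, the median of the endothelial markers was -0.0074 with library medians centred, the median of the choroid plexus markers was -0.030 with library medians centred, the median of the choroid plexus markers was -0.24 with quantile normalization, the median of the neuron markers was 0.22 with the GC trend removed, the median of the endothelial markers was -0.092 with the GC trend removed, the median of the neuron markers was 0.22 with the GC trend removed and the replicate block and the median of the endothelial markers was -0.098 with the GC trend removed and the replicate block. The adjusted p of the neuron markers was 0.100 with the GC trend removed and 0.0975 with the replicate block as well, past the threshold in neither, and as low as 0.0129 elsewhere. The choroid plexus median ran from -0.30 to 0.24 across the fits that each left out one library, on 2 genes. The cause was not tested.

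Named genes whose log2 difference changed sign were the following, where the cause was not tested. With the GC and length trends removed, Unc13a -0.021, Clstn3 -0.057, Ppp3cb 0.044, Rap1a 0.099, Calm2 0.13, Braf 0.0015, Adcy1 -0.011, Crocc -0.062, Ap3d1 -0.033, Ncdn -0.036, Ufl1 0.0051, Calb1 0.019, Csf1r -0.028, B2m 0.35, Parp1 -0.079, Cycs 0.010, Mapt -0.018, Bace1 -0.070, Gad2 0.0061, Tubb3 -0.0043, Aldoc -0.037, Mag -0.057, Ugt8a 0.11, Slc2a1 -0.064, Bsg -0.062, Ttr 0.18, Per3 -0.022, Nr1d2 0.013 and Tef -0.089. With the GC trend removed, Clstn3 -0.054, Lrrtm2 0.0092, Ppp3ca 0.015, Ppp3cb 0.042, Rap1a 0.030, Braf 0.063, Crocc -0.016, Ap3d1 -0.0067, Ncdn -0.043, Ufl1 0.037, Calb1 0.029, Grin3a 0.0059, Csf1r -0.0038, B2m 0.10, Parp1 -0.081, Bace1 -0.029, Gad2 0.044, Tubb3 -0.11, Aldoc -0.088, Mag -0.12, Ugt8a 0.10, Ctsd -0.075, Slc2a1 -0.092, Bsg -0.21, Nr1d2 0.036, Tef -0.073 and Rorb 0.050. With the GC trend removed and the replicate block, Clstn3 -0.040, Lrrtm2 0.021, Ppp3ca 0.021, Ppp3cb 0.041, Rap1a 0.026, Braf 0.066, Crocc -0.019, Ap3d1 -0.0054, Ncdn -0.042, Ufl1 0.044, Calb1 0.017, Csf1r -0.0088, B2m 0.11, Parp1 -0.070, Bace1 -0.038, Gad2 0.028, Tubb3 -0.11, Aldoc -0.072, Mag -0.12, Ugt8a 0.097, Ctsd -0.074, Slc2a1 -0.098, Bsg -0.22, Ttr 0.071, Homer1 0.0080, Nr1d2 0.029, Tef -0.073 and Rorb 0.044. With quantile normalization, Grin2b -0.0063, Parp1 -0.022, Bace1 -0.014, Slc1a2 -0.29, Aldoc -0.039, Mag -0.00087 and Tef -0.020. With library medians centred, Parp1 -0.039, Bace1 -0.020, Aldoc -0.044, Mag -0.012, Slc2a1 -0.0074, Bsg -0.036 and Tef -0.045. With relative depth as a covariate, Nefl 0.014, Aldoc -0.042, Mag -0.046, Ttr 0.20 and Tef -0.0063. With the replicate block, Ttr 0.051.

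Across the fits that each left out one library, the log2 difference ran from -0.027 to 0.0092 for B2m, from -0.0049 to 0.028 for Parp1, from -0.043 to 0.027 for Gad2, from -0.027 to 0.017 for Nefl, from -0.012 to 0.036 for Aldoc, from -0.58 to 0.35 for Ttr, from -0.029 to 0.13 for Enpp2 and from -0.025 to 0.027 for Tef.

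Of 263 named genes, 228 kept their direction and their side of the threshold in every fit that left out one library, and 150 under the other alternatives that gave the gene a new test. The minimum difference of 0.25 and the adjusted p of 0.1, which give no new test, are left out of that number: 103 of the 225 named genes past the threshold had an absolute log2 difference under 0.25, and 9 others passed at 0.1. Named genes that crossed the threshold in the same direction, as lost and gained calls, were 35 lost and 3 gained with the GC and length trends removed, 41 lost and 6 gained with the GC trend removed, 49 lost and 6 gained with the GC trend removed and the replicate block, 4 lost and 3 gained with the Wilcoxon rank-sum test, 13 lost and 4 gained with relative depth as a covariate, 20 lost and 10 gained with library medians centred, 14 lost and 9 gained with quantile normalization and 14 lost and 5 gained with the replicate block.

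The separation of the groups on the first component, the odds ratios of the synaptic families and the difference of the GC slopes kept their direction and their side of the threshold under each alternative run for them. The total depth of the libraries is unknown, which leaves the precision of low values to the spread between mice.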

Differences from the paper's values

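The log2 difference of Slc17a7 was 0.89 here, against the paper's log2 fold change of 0.74 (standard error 0.0492). It came within that standard error of the paper's value at 0.71 with the GC trend removed and 0.72 with the replicate block as well. No other alternative set before the data were examined did so. The difference was 0.84 with library medians centred and 0.85 with quantile normalization. It ran from 0.87 to 0.92 across the 21 fits that each left out one library.

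The log2 difference of Hk1 was 0.81 here, against the paper's log2 fold change of 0.68 (standard error 0.0420). It came within that standard error of the paper's value at 0.64 with the GC trend removed and 0.65 with the replicate block as well. No other alternative set before the data were examined did so. The difference was 0.75 with library medians centred and 0.78 with quantile normalization. It ran from 0.78 to 0.82 across the 21 fits that each left out one library.

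The log2 difference of Ttr was -0.039 here, against the paper's log2 fold change of 0.66 (standard error 0.872). The values lie within that error of each other and differ in sign. Of the alternatives set before the data were examined, the sign was the paper's at 0.051 with the replicate block, 0.071 with the GC trend removed and the replicate block and 0.0054 to 0.35 in 10 of the 21 fits that left out one library; the others gave values under 0.

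The log2 difference of Rps16 was 3.55 here, against the paper's log2 fold change of 4.13 (standard error 0.246). None of the alternatives set before the data were examined closed the gap.

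The log2 difference of Fbxl16 was 1.40 here, against the paper's log2 fold change of 1.15 (standard error 0.0924). It came within that standard error of the paper's value at 1.14 with the GC trend removed and 1.14 with the replicate block as well. No other alternative set before the data were examined did so. The difference was 1.35 with library medians centred and 1.37 with quantile normalization. It ran from 1.34 to 1.46 across the 21 fits that each left out one library.

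The log2 difference of mt-Rnr2 was 1.24 here, against the paper's log2 fold change of 1.76 (standard error 0.158). None of the alternatives set before the data were examined closed the gap.

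For 10 of the 11 genes compared with RT-QPCR, which is another assay, the RNA-seq log2 difference here was larger than the log2 ratio of the paper's RT-QPCR means: Arc 1.60 here and 1.10 in the paper, Bsn 0.70 here and 0.29 in the paper, Cacnb3 0.59 here and 0.21 in the paper, Camta2 1.07 here and 0.28 in the paper, Cnih2 0.63 here and 0.21 in the paper, Brsk1 0.98 here and 0.23 in the paper, Dlgap4 1.16 here and 0.14 in the paper, Ppp1r9b 0.70 here and 0.28 in the paper, Shank2 0.60 here and 0.28 in the paper and Shank3 1.07 here and 0.18 in the paper. With the GC trend removed, with and without the replicate block, the values of Arc, Bsn, Cacnb3, Cnih2, Ppp1r9b and Shank2 came within the SD between single mice, which is wider than the error of a difference of means, as did Arc without sham replicate 4. By the 95% interval of the difference, Shank2 was still above the RT-QPCR ratio with the GC trend removed. For Camta2, Brsk1, Dlgap4 and Shank3, none of the alternatives set before the data were examined closed the gap.

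The count of altered genes, 3674, and the paper's, 3836, did not differ by the limit set for such values. At an unadjusted p under 0.05, a threshold chosen after seeing the values, the count was 3843, with 1879 genes higher and 1964 lower.

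The paper shows Syt6 and Clstn3 in Fig. 1g, Rap1a and Braf in Fig. 1h and Calb1 in Fig. 4g among the altered genes, and these had an adjusted p above 0.05 here in limma's test. Syt6 (log2 difference 0.12, adjusted p = 0.0693) was called with an adjusted p threshold of 0.1, and in 3 of the 21 fits that left out one library. Clstn3 (log2 difference 0.11, adjusted p = 0.0781) was called with an adjusted p threshold of 0.1, the Wilcoxon rank-sum test and the replicate block, and in 3 of the 21 fits that left out one library. Rap1a (log2 difference -0.10, adjusted p = 0.0546) was called with an adjusted p threshold of 0.1, library medians centred, quantile normalization and the GC and length trends removed (chosen after seeing the data), and in 6 of the 21 fits that left out one library. Braf (log2 difference -0.061, adjusted p = 0.0586) was called with an adjusted p threshold of 0.1, the Wilcoxon rank-sum test, library medians centred and quantile normalization, and in 4 of the 21 fits that left out one library. Calb1 (log2 difference -0.14, adjusted p = 0.0691) was called with an adjusted p threshold of 0.1, library medians centred, quantile normalization and the replicate block, and in 5 of the 21 fits that left out one library. An unadjusted p under 0.05, a threshold chosen after seeing the values, called Syt6 (p = 0.0479), Rap1a (p = 0.0367), Braf (p = 0.0397) and Calb1 (p = 0.0477) and left out Clstn3 (p = 0.0548).

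Of the paper's common genes, these others were not called here. Miat (log2 difference 0.15, adjusted p = 0.0657) was called with an adjusted p threshold of 0.1, and in 5 of the 21 fits that left out one library. Abcf3 (log2 difference 0.11, adjusted p = 0.0756) was called with an adjusted p threshold of 0.1 and the replicate block, and in 3 of the 21 fits that left out one library. Trim46 (log2 difference 0.10, adjusted p = 0.0729) was called with an adjusted p threshold of 0.1, the GC trend removed, the GC trend removed and the replicate block and the GC and length trends removed (chosen after seeing the data), and in 4 of the 21 fits that left out one library. Pkd1 (log2 difference 0.12, adjusted p = 0.0549) was called with an adjusted p threshold of 0.1 and the GC and length trends removed (chosen after seeing the data), and in 4 of the 21 fits that left out one library. Plxna4 (log2 difference 0.079, adjusted p = 0.0541) was called with an adjusted p threshold of 0.1 and the replicate block, and in 6 of the 21 fits that left out one library. Htt (log2 difference -0.062, adjusted p = 0.0663) was called with an adjusted p threshold of 0.1, library medians centred, quantile normalization and the GC and length trends removed (chosen after seeing the data), and in 1 of the 21 fits that left out one library. Ptprd (log2 difference -0.089, adjusted p = 0.0650) was called with an adjusted p threshold of 0.1, library medians centred and quantile normalization, and in 5 of the 21 fits that left out one library. An unadjusted p under 0.05, a threshold chosen after seeing the values, called Miat (p = 0.0451), Pkd1 (p = 0.0369), Plxna4 (p = 0.0363), Htt (p = 0.0455) and Ptprd (p = 0.0445) and left out Abcf3 (p = 0.0528) and Trim46 (p = 0.0506).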

Other observations

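The test of the second principal component and that of the cell type markers were chosen only after the results were seen.

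Of 100 splits of the 21 libraries into groups of 10 and 11, 1, the real one, gave 3674 or more genes past the threshold, and the next largest count was 189 genes, from a split with 9 HF-HI libraries on one side. A GC bias of the libraries is argued against as the whole cause of the count, since 3336 genes were past the threshold with the GC trend removed. A difference in depth is argued against by 3635 genes with relative depth as a covariate, and the authors' normalization or a few abundant genes by 3824 genes with library medians centred. An effect of the impacts and any batch that follows the groups stay open.

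The second principal component may follow sequencing depth. Within groups, its score fell with relative depth, with r = -0.70 and rho = -0.65 in sham (permutation p = 0.0270 and 0.0476; adjusted p for r = 0.0465 over 8 relations) and r = -0.80 and rho = -0.81 in HF-HI (p = 0.00262 and 0.00410; adjusted p for r = 0.00699). Without the 2 libraries of most extreme depth, r was -0.52 and -0.59. The design gives no biological explanation to test for it. Depth is not the only candidate, since HF-HI replicate 9 had the highest score, 9.30, and also the highest value of the noncoding transcript Gm42418, 17.5. No test was run of whether the score follows Gm42418. In HF-HI, replicates 3, 4, 8, 9 and 11 had Gm42418 values of 13.2 to 17.5 and positive scores. The other HF-HI libraries had values of 10.1 to 10.8 and negative scores. In sham, replicates 4, 6 and 7 had values of 10.9 to 12.4 and positive scores. The other sham libraries had values of 8.17 to 10.1 and negative scores. Depth and Gm42418 were not told apart as explanations. Across libraries, mt-Rnr1 and Rps16 also varied together, with r = 0.82 in sham and 0.60 in HF-HI (permutation p = 0.00251 and 0.0348, adjusted p = 0.00699 and 0.0465 over the same 8 relations; rho = 0.81 and 0.67, p = 0.00689 and 0.0280; r = 0.77 and 0.47 without the 2 most extreme libraries).

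The RNA-seq differences exceeded the paper's RT-QPCR ratios for 10 of 11 genes, with medians of 0.70 and 0.28 on the log2 scale. A GC bias of the RNA-seq libraries is a candidate explanation, and it is not settled. With the GC trend removed the median was 0.42, and for 5 of the 11 genes the 95% interval of the difference from RT-QPCR, with the errors of both assays, still lay above 0 (Camta2, Brsk1, Dlgap4, Shank2 and Shank3), against 10 for the values as deposited. For those genes the trend is not the whole cause, and for Arc, Bsn, Cacnb3, Cnih2 and Ppp1r9b it cannot be told apart from another difference between the assays.

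The share of synaptic families among higher genes is not explained by the GC trend as a whole, since the odds ratio was 1.92 with it removed, against 1.95. The astrocyte markers and the other non-neuronal markers moved apart, by 0.22 on the log2 scale (permutation test, p = 1e-03). This argues against a fall of all non-neuronal cells together as the cause of the higher neuron markers. It cannot exclude a lower share of some of them, since the oligodendrocyte and microglia medians were -0.076 and -0.17. A change within neurons or astrocytes, and the GC trend for single genes, stay open.

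Gfap, for which the paper's RT-QPCR in cortex at 1 month showed no change, had a log2 difference of 0.29 in the 24 h cortex (standard error 0.113, adjusted p = 0.0258, limma), and of 0.19, not past the threshold, with the GC trend removed. Of the HF-HI libraries, 3 of 11 lay above every sham library. Gfap fell short of the threshold without sham replicate 10, at 0.26, and without HF-HI replicate 8, at 0.25, as well as with library medians centred and with quantile normalization. Sham replicate 4 had the highest sham value, 9.26 against 8.41 to 8.85 in the other sham libraries. The long noncoding transcript Gm42418 was at 17.5 in HF-HI replicate 9 and between 10.1 and 14.1 in the other HF-HI libraries, against 8.17 to 12.4 in sham. Its log2 difference was 2.33 (adjusted p = 0.0105, limma) and 1.81 without HF-HI replicate 9. It was past the threshold in each of the 21 fits that left out one library and under each other alternative except the GC trend removed with the replicate block, at 1.88. It was chosen after its values were seen. Fig. 1e labels Rps3a1 and Rpl32, whose log2 differences here were -0.43 and -0.56 (adjusted p = 1.24e-10 and 3.15e-09, limma; 11 and 11 of 11 HF-HI libraries outside the sham range).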
